# Morc3 silences endogenous retroviruses by enabling Daxx-mediated histone H3.3 incorporation

**DOI:** 10.1038/s41467-021-26288-7

**Published:** 2021-10-14

**Authors:** Sophia Groh, Anna Viktoria Milton, Lisa Katherina Marinelli, Cara V. Sickinger, Angela Russo, Heike Bollig, Gustavo Pereira de Almeida, Andreas Schmidt, Ignasi Forné, Axel Imhof, Gunnar Schotta

**Keywords:** Histone post-translational modifications, Histone variants

## Abstract

Endogenous retroviruses (ERVs) comprise a significant portion of mammalian genomes. Although specific ERV loci feature regulatory roles for host gene expression, most ERV integrations are transcriptionally repressed by Setdb1-mediated H3K9me3 and DNA methylation. However, the protein network which regulates the deposition of these chromatin modifications is still incompletely understood. Here, we perform a genome-wide single guide RNA (sgRNA) screen for genes involved in ERV silencing and identify the GHKL ATPase protein Morc3 as a top-scoring hit. Morc3 knock-out (ko) cells display de-repression, reduced H3K9me3, and increased chromatin accessibility of distinct ERV families. We find that the Morc3 ATPase cycle and Morc3 SUMOylation are important for ERV chromatin regulation. Proteomic analyses reveal that Morc3 mutant proteins fail to interact with the histone H3.3 chaperone Daxx. This interaction depends on Morc3 SUMOylation and Daxx SUMO binding. Notably, in Morc3 ko cells, we observe strongly reduced histone H3.3 on Morc3 binding sites. Thus, our data demonstrate Morc3 as a critical regulator of Daxx-mediated histone H3.3 incorporation to ERV regions.

## Abstract (web summary)

Endogenous retroviruses (ERVs) compose a significant portion of mammalian genomes; however, how ERVs are regulated is not well known. Here the authors performed a genome-wide sgRNA screen to identify Morc3 as a mediator of ERV silencing. They show Morc3 associates with the H3.3 chaperone Daxx, and that loss of Morc3 leads to reduced H3.3 at ERVs.

## Introduction

Endogenous retroviruses compose a significant portion of mammalian genomes. During evolution, most ERV integrations in mammals were highly mutated or partially deleted and are thus unable to generate functional retroviral particles. However, remnant ERVs harbor binding sites for transcription factors and can act as regulatory elements to drive host gene expression^1–6^. This physiological role for the regulation of normal development is contrasted by pathological effects of aberrant ERV regulation in neurological diseases^7^ and cancer^8–10^. Many ERV families are thus transcriptionally repressed by a silencing pathway that involves the formation of H3K9me3 heterochromatin^11,12^. The current model for H3K9me3 establishment on ERVs is based on sequence-specific binding of KRAB-ZnF proteins, which recruit the co-repressor Trim28 and the histone methyltransferase Setdb1^12–14^. The establishment of DNA methylation is likely to happen during early embryogenesis, and maintenance of high methylation levels on ERVs is later ensured by Uhrf1/Dnmt1^15,16^. However, recent data indicate that Dnmt1/Uhrf1 can also induce de novo DNA methylation on ERVs^17^. Full establishment of H3K9me3 and DNA methylation, as well as reduced chromatin accessibility on ERVs, require activities, such as histone H3.3 deposition by Atrx/Daxx^18–21^, chromatin remodeling by Smarcad1^22^, and chromatin assembly by Chaf1a/b^23^. In ES cells, chromatin remodeling activities enforce a dynamic exchange of Histone H3.3^24^. In this context, histone H3.3 deposition is necessary to replace evicted nucleosomes and ensure low chromatin accessibility^24^. Currently, it is not clear how histone H3.3 turnover is regulated and coordinated with other chromatin-modifying activities to restrict chromatin accessibility and to mediate heterochromatin spreading on ERVs.

We have previously identified a small heterochromatin inducing sequence (SHIN) in Intracisternal A Type particle (IAP) elements^20^. The SHIN sequence is a 160 bp region from the GAG coding sequence in IAPEz elements. Genomic insertions of reporters containing the SHIN sequence attract Setdb1-dependent H3K9me3^20^. Using a genome-wide single-guide RNA (sgRNA) screen for genes involved in SHIN silencing we now identified Morc3 as a player in ERV silencing. Morc3 is a GHKL type ATPase protein that can form a closed dimer in the ATP-bound state^25^. It further contains a CW-type zinc finger domain that negatively regulates ATPase activity^26^. The binding of ligands, such as histone H3K4me3 or influenza virus protein NS1 peptides, to the CW domain, relieves suppression of ATPase activity and could regulate the turnover of ATPase domain-mediated dimerization and opening^27,28^. Although H3K4me3-mediated interaction of Morc3 with promoter regions in mouse ES cells was reported^25^, the molecular roles of Morc3 in transcriptional regulation or chromatin organization are currently unclear. We demonstrate that Morc3 binds ERV sequences and that loss of Morc3 results in increased chromatin accessibility, reduced H3K9me3, and de-repression of ERVs. We detect an interaction of Morc3 with the histone H3.3 chaperone Daxx, which depends on the Morc3-ATPase cycle and SUMOylation. This interaction is crucial for Daxx-mediated histone H3.3 incorporation as Morc3 ko ES cells lose H3.3 on ERVs. Thus, our data indicate Morc3 as a regulator of Daxx-mediated histone H3.3 incorporation.

## Results

### Identification of Morc3 as an ERV silencing factor

To identify factors regulating IAPEz silencing we performed a genome-wide sgRNA screen based on the integration of an IAP SHIN reporter in mouse ES cells (T90 cells, Fig. 1a). This reporter contains a doxycycline-inducible promoter driving the expression of EGFP and a zeocin resistance gene. In the wild-type condition, doxycycline induction results in poor reporter activation due to its heterochromatic state, whereas impaired SHIN silencing allows doxycycline-induced reporter activity^20^. We used a pooled genome-wide lentiviral sgRNA library^29^ to transduce T90 ES cells, followed by doxycycline induction to activate the reporter locus. Reporter activity also results in zeocin resistance. Therefore, we applied zeocin selection to detect cells with an activated reporter resulting from impaired heterochromatin. As a control, we collected a second pool of cells without selection pressure. We then identified the sgRNAs which were enriched in the zeocin selected cells (Fig. 1b, Supplementary Data 1). Top enriched sgRNAs targeted the major known ERV silencing factors, such as *Dnmt1*, *Uhrf1*, *Setdb1*, *Trim28*, and *Atrx*/*Daxx* (Fig. 1b). Another top hit was Morc3, a protein not previously implicated in ERV silencing. Due to the mode of selection with zeocin, we also identified genes that might be related to zeocin resistance, DNA damage repair, and apoptosis (Supplementary Data 1). We compared our data with a similar screen for IAP silencing factors which was recently published^30^. Overall, we found very little overlap between the two screens. Only the major silencing factors, such as Atrx, Daxx, Dnmt1, Uhrf1, Trim28, and our top hit Morc3 were present in both datasets (Supplementary Fig. S1a). Different silencing inducing sequences (SHIN sequence vs. 5′LTR-UTR) used in the respective reporters could be responsible for the differences in the screening hits.

**Fig. 1:**
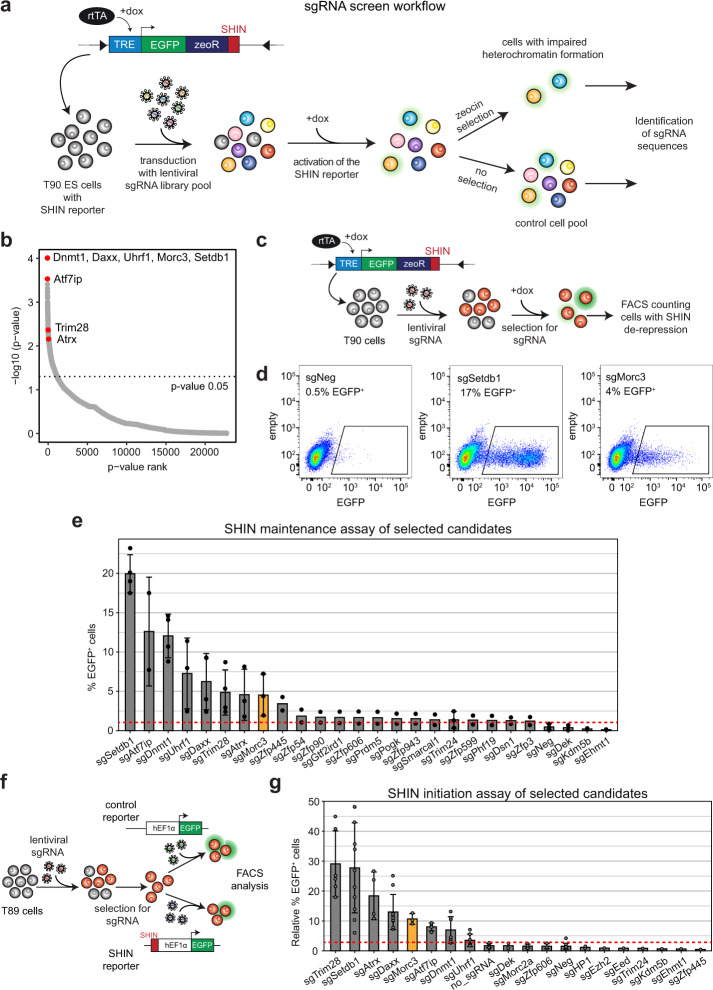
A genome-wide sgRNA screen for SHIN silencing identifies Morc3. **a** Setup of the sgRNA screen. T90 ES cells containing an inducible SHIN reporter^20^ were transduced with a genome-wide sgRNA library pool. Cells were selected for sgRNA vectors and the reporter was activated with doxycycline. Two independent cell batches were cultured to harvest non-selected cells representing the control, and zeocin-resistant cells representing cells with impaired heterochromatin on the SHIN reporter. **b** Dot plot showing the sgRNA screen results ordered by *p*-value rank (RIGER SecondBestRank scoring). Major ERV silencing factors are indicated. Morc3 represents a top hit in the screen. **c** Schematic of the SHIN silencing maintenance assay. T90 ES cells were transduced with sgRNAs for selected candidates and treated for integration with puromycin. Subsequently, doxycycline was added to the cells to induce reporter activity. EGFP expression was analyzed by FACS. **d** FACS plots depicting EGFP fluorescence in cells with activated SHIN reporter. Almost no activity was detected in cells transduced with a control sgRNA, demonstrating full SHIN silencing. sgRNAs targeting *Setdb1* or *Morc3* result in SHIN de-repression as indicated by cells showing EGFP expression. **e** Bar plot depicting the results of the SHIN maintenance silencing assay with selected candidate genes. The red dotted line indicates the background reporter activity. Data are presented as mean values +/− SD of biological replicates per sgRNA (*n* = 2–4, for details see “Statistics and reproducibility” section). **f** Schematic of the SHIN silencing initiation assay. T89 ES cells were transduced with sgRNAs for selected candidates and treated for integration with puromycin. Subsequently, the cells were transduced with a control virus without the SHIN sequence or the SHIN reporter with a constitutive promoter, respectively. EGFP expression was analyzed by FACS and the percentage of EGFP expressing cells, relative to the control reporter was calculated. **g** Bar plot depicting the results of the SHIN initiation silencing assay with selected candidate genes. The red dotted line indicates the background reporter activity. Data are presented as mean +/− SD of biological replicates per sgRNA (*n* = 1–12, for details see “Statistics and reproducibility” section).

To validate selected screening hits, we performed SHIN silencing maintenance assays for candidate gene knock-outs (Fig. 1c). Control sgRNA treatment did not result in an activatable SHIN reporter, whereas sgRNA knock-out of Setdb1 and Morc3 resulted in significant SHIN de-repression (Fig. 1d, FACS gating strategy in Supplementary Fig. S1b). We further tested additional screening candidates in the SHIN maintenance assay and could partially confirm our screening results (Fig. 1e). We then complemented the functional testing with a SHIN initiation silencing assay in which we test whether a newly introduced SHIN reporter with a constitutively active promoter can be silenced in different genetic backgrounds (Fig. 1f). Here, the results differed from the maintenance assay as the DNA methylation pathway appeared less important for establishing silencing, while Setdb1/Trim28 and Atrx/Daxx were still critical for silencing (Fig. 1g). Since Morc3 was important in both maintenance and initiation of silencing we decided to functionally characterize this protein in more detail.

### Morc3 binds different families of endogenous retroviruses

To assess if Morc3 directly regulates ERV silencing we performed ChIP-seq experiments using a knock-in cell line that expresses 3xFLAG tagged Morc3 at endogenous levels (Supplementary Fig. S2). We identified 2737 peaks that were shared between at least two out of three replicates (Supplementary Data 2). Annotation with genomic features revealed that most Morc3 peaks associate with ERVs (Fig. 2a). We then classified the ERV families to which Morc3 peaks associate and found a major enrichment with IAPEz, LTRIS2, and RLTR families (Fig. 2b). Due to the lack of polymorphisms, many ERV integrations cannot be precisely mapped. To better assess the association of Morc3 with ERV families we used RepEnrich2^31^ to categorize all mappable Morc3 ChIP-seq reads into ERV families. This analysis confirmed the prominent association of Morc3 with IAP, RLTR, and LTRIS families (Fig. 2c, Supplementary Data 3). The most prominent ERV family bound by Morc3 are IAPEz elements, from which the SHIN sequence used in our screen originates. We generated cumulative coverage plots for IAPEz elements to determine whether Morc3 displays preferential binding with distinct IAPEz features. Interestingly, comparison of the Morc3 profile with ChIP-seq profiles for Setdb1, Trim28, and H3K9me3 (Fig. 2d) revealed prominent co-enrichment of the silencing factors with the IAP-GAG region containing the SHIN sequence and with the 5′UTR region that is also able to induce reporter silencing^14^. The similarity of the Morc3 binding pattern to Setdb1 and Trim28 suggests a functional interplay with the H3K9me3 pathway (Fig. 2d). To investigate whether Morc3 more generally associates with Setdb1 and Trim28 on its identified peaks, we generated a read-density heatmap of Setdb1, Trim28, and H3K9me3 on Morc3 peaks (Fig. 2e). This analysis also revealed prominent enrichment of Setdb1, and Trim28 on Morc3 peaks, further supporting Morc3 association with H3K9me3 repressed heterochromatin.

**Fig. 2:**
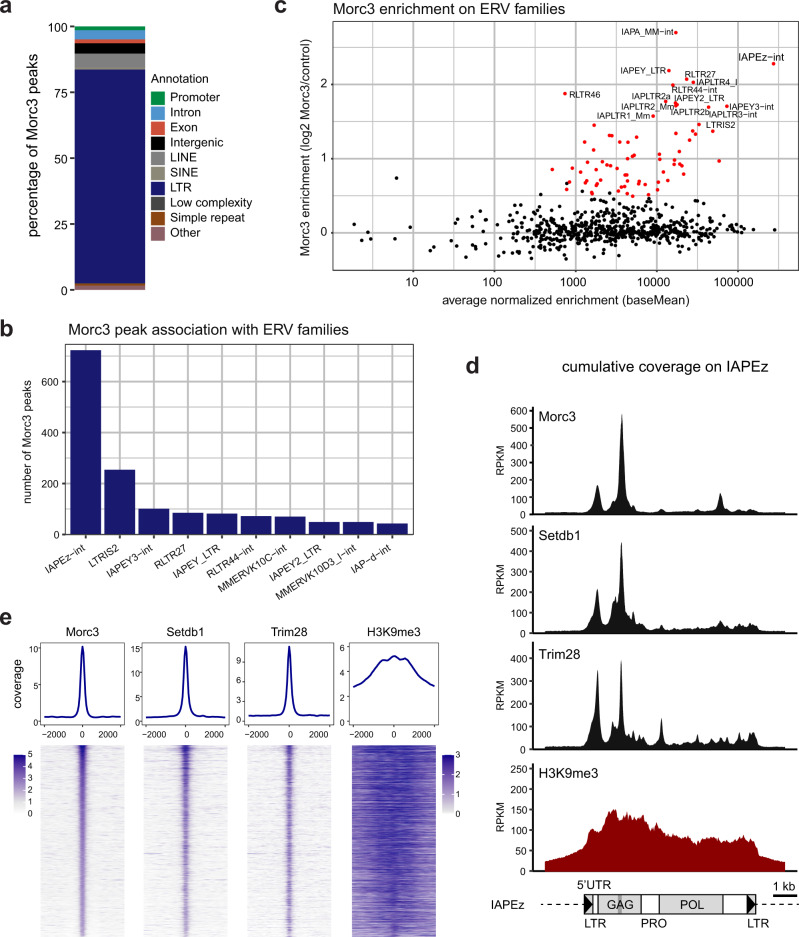
Morc3 is enriched on different families of endogenous retroviruses. **a** Genomic features associated with the 2737 Morc3 peaks. **b** Morc3 peak association with ERV families. The bar plot shows the number of Morc3 peaks associating with the ten most enriched ERV families. **c** Dot plot showing Morc3 ChIP enrichment on ERV families. Red dots highlight ERV families with significant Morc3 over background enrichment. Selected ERV families are labeled. **d** Cumulative coverage plot of Morc3, Setdb1, Trim28, and H3K9me3 ChIP-seq profiles on IAPEz elements. Prominent enrichment is over the 5′UTR and the GAG region. The position of the SHIN sequence is indicated as a dark gray bar. Setdb1 ChIP-seq is from a 3xFLAG knock-in ES cell line. Trim28 ChIP-seq data are from ref. ^23^. **e** Morc3 peaks are associated with Setdb1 and Trim28 binding and feature high H3K9me3. Top panel: Density plot showing the average occupancy of Morc3, Setdb1, Trim28, and H3K9me3 on Morc3 peaks. Lower panel: Read-density heat map showing the normalized coverage of Morc3, Setdb1, Trim28, and H3K9me3 on Morc3 binding sites. Distance from the peak center is given in bp. Setdb1 ChIP-seq is from a 3xFLAG knock-in ES cell line. Trim28 ChIP-seq data are from ref. ^23^.

### Morc3 knock-out results in ERV de-repression

To investigate the role of Morc3 in ERV silencing we generated Morc3 knock-out ES cells (Supplementary Fig. S3a). Transcriptome analysis by RNA-seq revealed significant dysregulation of 252 genes (adjusted *p*-value < 0.01) with a trend towards genes being upregulated (Fig. 3a, Supplementary Data 4). We then asked if Morc3 could be directly involved in the regulation of these genes by determining Morc3 peaks in the vicinity of their transcription start sites. We found that 64 upregulated and 18 downregulated genes had Morc3 peaks in <100 kb distance to their promoter (Supplementary Data 5). When we investigated the detailed peak annotation of these Morc3 peaks we found a strong association with ERV LTR sequences. The highest enriched ERV family was LRTIS2, which was found on 25 Morc3 peaks associated with upregulated genes (Supplementary Data 5). These data suggest that genes are indirectly regulated through de-repressed ERV LTRs which could act as enhancer elements for neighboring genes. Three prominent examples for upregulated genes are shown in Fig. 3B. *Irak3* has two Morc3 peaks in its gene body which associate with RLTR13B2 and ORR1A3, respectively. *Ube2l6* features Morc3 binding in an LTRIS2 element, overlapping the 3′UTR region. *Cd200* shows Morc3 binding with an LTRIS2 element downstream of its gene body. To attribute the effects on gene regulation to Morc3 function, we generated rescue ES cell lines by transducing the full-length Morc3 cDNA into Morc3 ko ES cells (Supplementary Fig. S3b). RNA-seq analysis of Morc3 rescue cell lines revealed largely normalized gene expression compared to Morc3 ko cells (Supplementary Fig. S4a). 

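The rescue comparison was re-derived from RNA-seq libraries of 3 Morc3 rescue clones (3C, 3D and 3M) and 1 wild-type ES cell culture at passage 46. ES cells are embryonic stem cells, and each rescue clone was grown from a single cell of the same Morc3 ko line after transduction with the Morc3 cDNA. The 4 libraries were prepared with the same RNA extraction and rRNA depletion kits and a directional library kit. The paper does not state whether they were prepared at the same time. The Morc3 ko libraries and the other wild-type libraries of the paper, which were made with other RNA extraction and rRNA depletion kits, were not analysed here. The authors aligned the read pairs to the mouse genome mm10 with STAR and deposited the number of uniquely mapped read pairs on each gene, without normalization. The column that counts read pairs in the orientation of the directional kit was used. It held 18789457 read pairs on genes in wild type, and 13620914, 14662197 and 15479190 in rescue clones 3C, 3D and 3M, with a median of 14662197. These were 52.7% of all read pairs in wild type and between 45.1% and 47.0% in the clones, and 14.5% and between 21.0% and 23.0% were unmapped. The ribosomal RNA gene Rn45s took 15.4% of the gene counts in wild type and between 14.7% and 16.0% in the clones. Counts were scaled by edgeR's TMM method, and 13267 genes with enough counts were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at the paper's adjusted p of 0.01. With 1 wild-type library, the spread comes from the 3 clones, and wild type is assumed to vary as they do. The fitted coefficient of variation between clones was 11.3%. In CPM, the counts of a gene scaled to library size, the genes of chromosome 14 had medians 0.34, 0.34 and 0.35 above wild type on the log2 scale in clones 3C, 3D and 3M, and those of chromosome 13 were 0.48 above it in 3C and 3M and 0.03 in 3D.

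**Figure D1:**
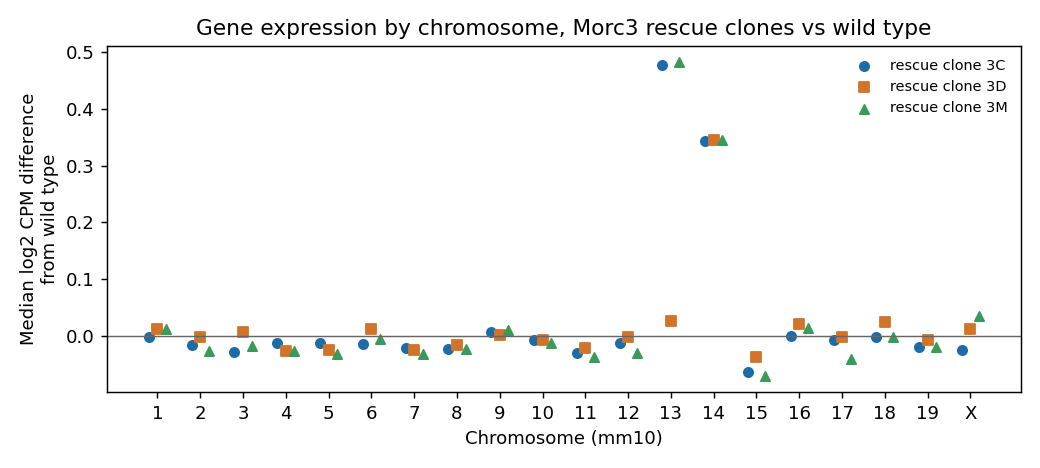
Median difference in log2 CPM between each rescue clone (point shapes) and wild type, on the vertical axis, over the tested genes of each chromosome, on the horizontal axis. Outside chromosomes 13 and 14 the autosome medians lie between -0.07 and 0.03.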

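Morc3, whose counts in the clones can include reads of the rescue cDNA, lies on chromosome 16 of mm10, from 93832121 to 93876077. It had 161 CPM in wild type and 587 ± 81.5 CPM (SD, n = 3) in the rescue clones, a log2 fold change of 1.87 (standard error 0.17, adjusted p = 0.11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was above wild type in 3 of 3 clones. Across all 13267 genes tested, 1 gene passed the adjusted p of 0.01 and 1373 had an unadjusted p under 0.05. DESeq2's Wald test, the alternative tool that moved the number of called genes most, called 65 genes, and the test without clone 3D called 420. The number of genes with an unadjusted p under 0.05 in edgeR's test rose without clone 3D and fell without 3M. Of the 252 genes that Supplementary Data 4 lists as changed in Morc3 ko, 247 other than Morc3 had enough counts. None passed the adjusted p of 0.01 in edgeR's test, either over all genes or adjusted over the list alone, and 49 had an unadjusted p under 0.05. DESeq2's test called 6 of them over all genes, all 6 in the direction of the ko change, and 12 adjusted over the list alone, 9 of them in that direction. Without clone 3D, edgeR's test called 27 over all genes (20 in that direction) and 51 over the list alone (32 in that direction), and over the list alone it called 8 without 3C (6 in that direction) and 0 without 3M. The number of listed genes with an unadjusted p under 0.05 rose without 3C, rose most without 3D, and fell without 3M. The 161 upregulated genes had a median log2 fold change of 0.17 in rescue vs wild type, against the paper's median of 0.50 for the same genes in ko cells. The clones' own medians were 0.19, 0.10 and 0.16 (mean 0.15 ± 0.05, SD, n = 3). No median of 10000 random lists of the same size and similar expression reached that of the list, and 95% of them lay between -0.03 and 0.04. The gene set test camera, with a preset correlation between genes of 0.01, gave the list an adjusted p of 3.6e-05, and the rotation test fry gave 0.11. Without the genes on chromosomes 13 and 14, the median of the upregulated genes fell to 0.12, still past all random lists. The 86 downregulated genes had a median of 0.11, on the opposite side of wild type from the paper's median of -0.50 in ko cells. This list was at percentile 99.99 of its random lists, so a median above nearly all of them was not peculiar to the upregulated genes. Without the genes on chromosomes 13 and 14, its percentile was 78.3. The clones' own medians were 0.10, -0.04 and 0.10, camera and fry gave this list adjusted p values of 0.58 and 0.61, and its median was 0.047 without clone 3C, 0.11 without 3D, 0.039 without 3M and 0.010 without the genes on chromosomes 13 and 14. Of the upregulated genes, 61.5% had a rescue change of less than 0.5 times the paper's ko change, as did 74.4% of the downregulated genes. These shares include genes on the opposite side of wild type from their ko change, which were 32.9% of the upregulated and 54.7% of the downregulated genes. In clones 3C, 3D and 3M taken singly, the shares under 0.5 times the ko change were 60.2%, 64.6% and 64.0% of the upregulated and 70.9%, 61.6% and 69.8% of the downregulated genes. Across the 247 genes, the changes in ko and rescue cells had a Spearman rho of 0.17 (permutation p = 0.0061, two-sided) and a Pearson r of 0.20 (permutation p = 0.0016), although genes are not independent replicates. With only the 209 genes of higher counts, rho was 0.13 (permutation p = 0.063) and Pearson's r was 0.046 (permutation p = 0.51). From the overall comparison with ko cells, the paper states that gene expression was largely normalized in the rescue lines.

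**Figure D2:**
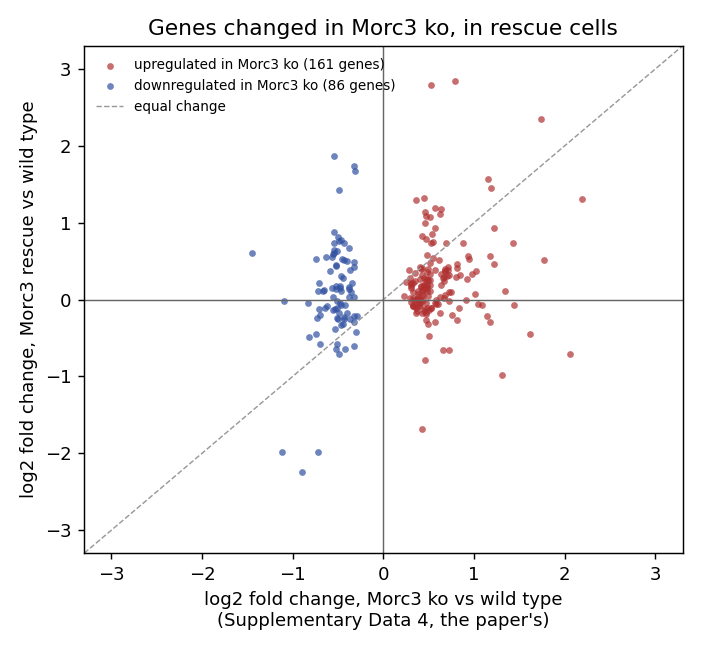
Each point is a gene that is changed in Morc3 ko, with the paper's log2 fold change in ko cells on the horizontal axis and that of the 3 rescue clones against 1 wild-type library on the vertical axis. Most of the 161 upregulated genes lie under the dashed line of equal change, around a rescue median of 0.17.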

We validated selected Morc3 target genes by RT-qPCR in wild type, Morc3 ko, and rescue cells. All selected target genes displayed de-repression in Morc3 ko, whereas expression was reduced in rescue cells (Fig. 3c).

**Fig. 3:**
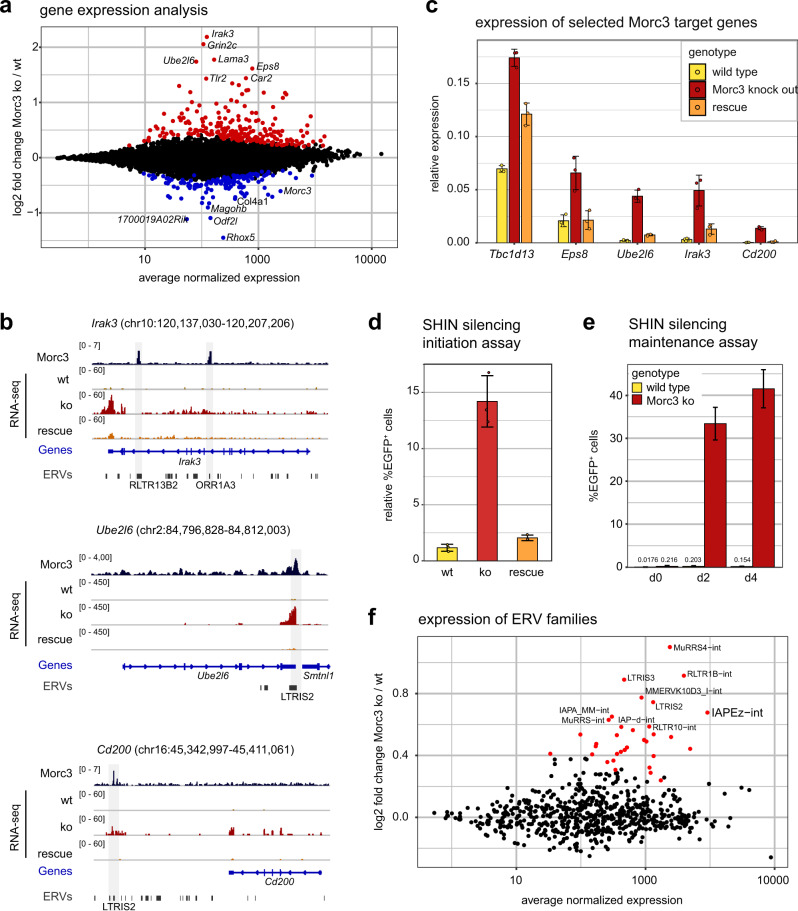
Morc3 knock-out cells display de-repression of genes and distinct ERV families. **a** Dot plot showing average expression vs. log2-fold change of coding genes in wild type vs. Morc3 knock-out ES cells. Colored dots indicate genes with significantly changed expression (DESeq2 adjusted *p*-value < 0.05, *n* = 3 biological replicates for each condition). Positions of relevant genes are indicated. **b** Genome browser view of Morc3-dependent expression changes on selected target genes (*Irak3*, *Ube2l6*, and *Cd200*). Morc3 peaks are located on ERVs within or in close vicinity to these genes. Transcriptional upregulation of the target genes in Morc3 ko cells can be rescued by expression of wild-type Morc3. **c** RT-qPCR analysis of selected Morc3 target genes in wild type, Morc3 ko, and Morc3 rescue ES cells. Bar graph depicts mean relative expression to control genes (*Actin* and *Hprt*). Error bars indicate the standard deviation of replicate experiments (*n* = 3). Individual data points are shown as colored dots. **d** SHIN initiation silencing assay in wild type, Morc3 ko, and Morc3 rescue ES cells. Bar graph depicts the mean relative percentage of EGFP positive cells of SHIN-reporter transduced cells relative to control virus transduced cells. Error bars indicate the standard deviation of replicate experiments (*n* = 3). Individual data points are shown as colored dots. **e** SHIN maintenance silencing assay in wild type and Morc3 ko ES cells. Bar graph depicts the mean percentage of EGFP positive cells after doxycycline induction for 2 and 4 days, respectively. Error bars indicate the standard error of replicate experiments (*n* = 3). **f** Dot plot showing average expression vs. log2-fold change of ERV families in wild type vs. Morc3 knock-out ES cells. Colored dots indicate ERVs with significantly changed expression (DESeq2 adjusted *p*-value < 0.05, *n* = 3 for each condition). Positions of relevant ERV families are indicated.

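The counts of the 3 genes in the rescue and wild-type libraries were low. *Irak3* lies on chromosome 10 of mm10, from 120141648 to 120202130, and the paper's table places a Morc3 peak from 120172024 to 120172529, in intron 5 of 11. It had 27 counts in wild type and 73, 48 and 32 in clones 3C, 3D and 3M. This was 1.42 CPM in wild type and 3.59 ± 1.69 CPM (SD, n = 3) in the clones, a log2 fold change of 1.31 (standard error 0.61, adjusted p = 0.53 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's log2 fold change in ko cells is 2.19. Without clone 3C, the rescue change was 0.91. *Ube2l6* lies on chromosome 2, from 84798828 to 84810003, with a Morc3 peak at its transcription termination site, from 84809851 to 84810156. It had 13 counts in wild type and 26, 33 and 94 in the clones. Its log2 fold change was 2.34 (standard error 0.93, adjusted p = 0.48 from the same test), and the paper's value in ko cells is 1.74. The clones had 3.42 ± 2.30 CPM (SD, n = 3), against 0.68 CPM in wild type. Both genes were above wild type in 3 of 3 clones, and neither was called with 1 wild-type library and adjustment over 13267 genes. *Cd200*, on chromosome 16 from 45382111 to 45409060, has its Morc3 peak on an LTRIS2 element from 45348398 to 45348713. It had 1 count in wild type and 4, 1 and 0 in the clones, too few for the test, so a difference could not be detected at this depth.

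**Figure D3:**
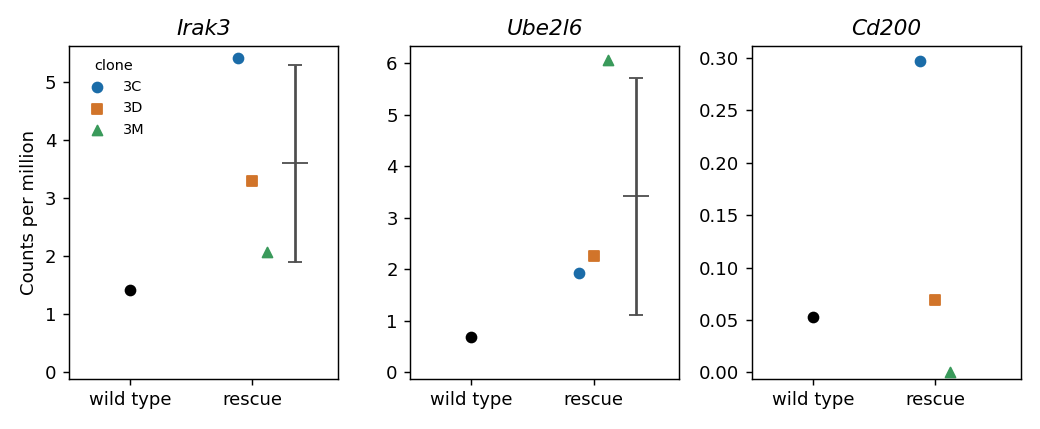
CPM of *Irak3*, *Ube2l6* and *Cd200* on the vertical axes, in the wild-type library (black) and the 3 rescue clones (shapes), with the mean and SD of the clones for the 2 genes tested. The wild-type value lies under all 3 clones for *Irak3* and *Ube2l6*.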

To determine Morc3 roles in ERV repression we performed SHIN silencing initiation assays. Morc3 knock-out cells displayed impaired SHIN silencing, whereas rescue cells can efficiently establish SHIN repression (Fig. 3d). We also generated Morc3 knock-out cells from T90 SHIN reporter ES cells to investigate Morc3-dependent silencing maintenance (Supplementary Fig. S3c). Without doxycycline induction, no EGFP expression could be detected in wild-type or Morc3 ko cells (Fig. 3e). We then monitored EGFP expression from the SHIN reporter with 2 and 4 days of doxycycline induction. Wild-type cells failed to activate the reporter and almost no EGFP positive cells could be detected (Fig. 3e). In contrast, silencing of the SHIN reporter was strongly impaired in Morc3 ko cells (Fig. 3e), demonstrating that Morc3 is important for the maintenance of SHIN silencing.

To determine if IAP and potentially other ERV families are de-repressed in Morc3 ko cells, we counted RNA-seq reads corresponding to ERVs with RepEnrich2 and calculated differentially expressed ERV families (Fig. 3f, Supplementary Data 6). We found that indeed, major Morc3 target families, such as IAP, RLTR, and LTRIS displayed significant de-repression, which can be restored in Morc3 rescue cells (Fig. 3f, Supplementary Fig. S4b). The extent of regulation is greatly reduced compared to Setdb1 knock-out where IAP de-repression is around 10–100-fold^13,32^. Therefore, our data suggest that Morc3 is a contributing factor for ERV silencing that acts redundantly with other mechanisms in the context of ERVs. However, individual ERV integrations, probably with less redundancy in silencing mechanisms, are strongly de-repressed in Morc3 ko ES cells and affect the expression of neighboring genes.

### Morc3 knock-out leads to reduced H3K9me3 and increased chromatin accessibility

To characterize the chromatin changes coinciding with Morc3 loss, we measured H3K9me3 in wild type, Morc3 ko, and rescue cells. Visual inspection of H3K9me3 profiles on Morc3 peaks revealed different patterns of changes. Therefore, we clustered Morc3 peaks according to changes in H3K9me3 patterns and generated a read-density heatmap of Morc3 peak clusters with H3K9me3 pattern in wild-type cells, together with fold change representation in Morc3 ko and rescue cells (Fig. 4a). We found that H3K9me3 was generally reduced in cluster I. Clusters II and III displayed a biased reduction of H3K9me3 towards one side of the peak center. Clusters IV and V showed reduced H3K9me3 mainly in the peak center and cluster VI did not show appreciable changes in H3K9me3. Overall, the average H3K9me3 signal on Morc3 peak centers is significantly reduced in Morc3 ko cells and fully restored in Morc3 rescue cells (Fig. 4b). The genomic features underlying the different Morc3 peak clusters cannot easily explain the different patterns of change as all clusters display prominent enrichment of LTR elements (Supplementary Fig. S5a).

**Fig. 4:**
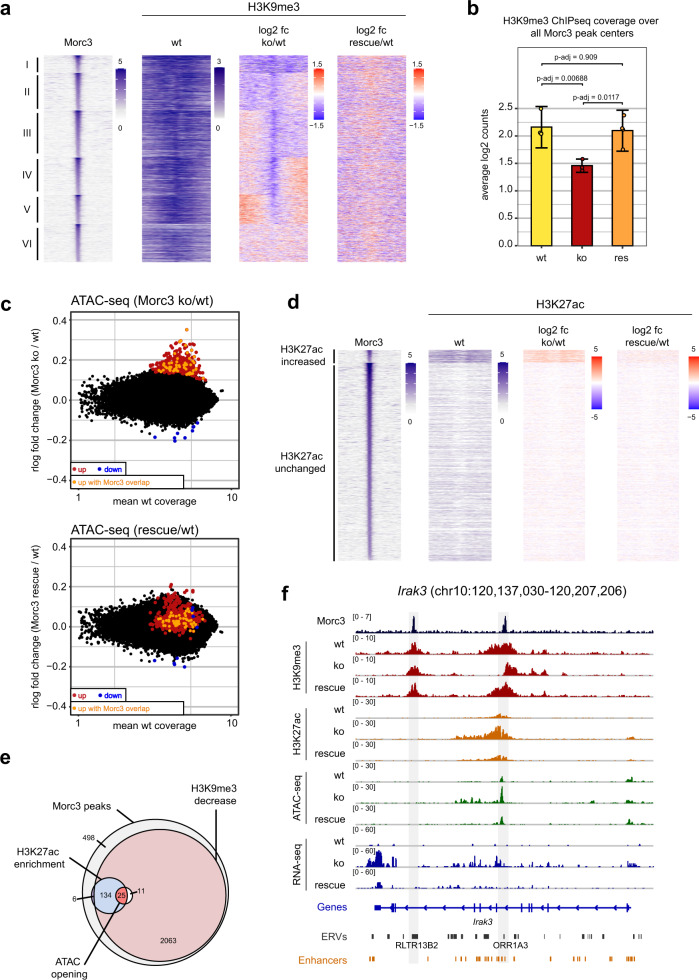
Morc3 knock-out leads to reduced H3K9me3 and increased chromatin accessibility on target regions. **a** Changes in H3K9me3 on Morc3 peaks. Morc3 peaks were grouped in six clusters according to changes in H3K9me3 in Morc3 ko ES cells. Read-density heatmaps show the normalized coverage of Morc3 and H3K9me3 on Morc3 peaks, the log2-fold change in H3K9me3 signal between Morc3 ko and wild type ES cells, and the log2-fold change in H3K9me3 between Morc3 rescue and wild type cells. Depletion of H3K9me3 is colored in blue, increased H3K9me3 appears red. **b** H3K9me3 coverage on Morc3 peaks. Bar graph depicts mean normalized reads over all Morc3 peak centers (100 bp bin). Error bars indicate the standard error of replicate experiments (*n* = 3). Individual data points are shown as colored dots. *p*-values were calculated by a Tukey multiple comparisons of means Anova test with 95% family-wise confidence level. **c** Dot plot showing average coverage vs. log2-fold change of ATAC peaks in wild type vs. Morc3 knock-out ES cells (top panel) and wild type vs. Morc3 rescue ES cells (lower panel). Colored dots indicate ATAC peaks with significantly increased (red) or decreased (blue) coverage in Morc3 ko ES cells (DESeq2 adjusted *p*-value < 0.05, *n* = 3 for each condition), peaks with significantly increased ATAC coverage and overlapping with Morc3 peaks are marked in orange. **d** H3K27ac coverage on Morc3 peaks. Morc3 peaks were divided into 2 groups according to the change of H3K27ac in Morc3 ko compared to wt ES cells. Read-density heatmaps show the normalized coverage of Morc3 and H3K27ac on Morc3 peaks, the log2-fold change in H3K27ac signal between Morc3 ko and wild-type ES cells, and between Morc3 rescue and wild-type cells. Depletion of H3K27ac is colored in blue, increased H3K27ac appears red. **e** Venn diagram summarizing Morc3-dependent chromatin changes. **f** Genome browser view of Morc3-dependent chromatin changes on *Irak3*. Positions of two Morc3 peaks are indicated by gray boxes. The promoter-proximal Morc3 binding site displays selective loss of H3K9me3, increased H3K27ac, and increased chromatin accessibility, concomitant with elevated transcription.

H3K9me3 heterochromatin is characterized by low chromatin accessibility which could prevent efficient access of transcriptional activators^33,34^. To test if chromatin accessibility changes in Morc3 ko cells, we performed ATAC-seq experiments in wild type, Morc3 ko, and rescue ES cells. Altogether we identified 444 peaks with significantly higher accessibility in Morc3 ko ES cells, while only 10 peaks were less accessible (Fig. 4c). Increased chromatin accessibility is directly related to Morc3 loss as we found reduced chromatin accessibility of these peaks in Morc3 rescue cells (Fig. 4c). Only a subset of the regulated ATAC-seq peaks was directly overlapping with Morc3 peaks, suggesting direct and indirect effects of Morc3 on chromatin accessibility (Fig. 4c).

We tested if enhanced chromatin accessibility in Morc3 ko could relate to activation of repressed enhancers by performing H3K27ac ChIP-seq. We observed a subset of Morc3 peaks which showed increased H3K27ac in Morc3 ko cells (Fig. 4d). These regions appeared to associate with low levels of H3K27ac already in wild-type cells (Supplementary Fig. S5b). We then asked for the overlap of H3K9me3 reduction, H3K27ac increase, and higher ATAC-seq accessibility in Morc3 ko cells. This analysis revealed that almost all peaks that displayed signs of enhancer activity (higher H3K27ac/ATAC-seq accessibility) displayed reduced H3K9me3 (Fig. 4e). The genomic features of these Morc3 peaks are characterized by ERV integrations and putative ENCODE enhancers (Supplementary Fig. S5c–e), supporting the view that Morc3 helps to repress distinct developmental enhancers. An example of a Morc3 repressed enhancer is shown in the genome browser screenshot for *Irak3* (Fig. 4f). This locus contains two Morc3 peaks in H3K9me3 chromatin. The peak distal to the TSS overlaps with an RLTR13B2 element and does not display chromatin changes in Morc3 ko cells. The second, promoter-proximal peak overlaps with an ORR1A3 element, but also with a region of developmental enhancers. This region shows strongly increased H3K27ac, ATAC-seq signals, and one-sided loss of H3K9me3 signal in Morc3 ko cells (Fig. 4f). Examples of Morc3 repressed enhancers associated with ERV (LTRIS2) integrations are in the vicinity of Morc3 target genes *Cd200* and *Ube2l6* (Supplementary Fig. S6).

Since IAPEz elements represent the major target of Morc3 peaks, we calculated the difference in H3K9me3, ATAC, and H3K27ac signals comparing Morc3 ko vs. wild type and rescue vs. wild-type cells (Supplementary Fig. S5f). We found that H3K9me3 is decreased in the IAP-GAG region, concomitant with increased chromatin accessibility, while H3K27ac could not be detected (Supplementary Fig. S5f, top panels). These chromatin changes were reverted in Morc3 rescue cells (Supplementary Fig. S5f, lower panel). We extended this analysis using RepEnrich2 analysis and detected reduced H3K9me3 and increased chromatin accessibility on other ERV families (Supplementary Fig. S7a, b).

Together, our data demonstrate that Morc3 is critical for the full maintenance of H3K9me3 and low chromatin accessibility on distinct ERV families and distinct developmental enhancers.

### Morc3-dependent heterochromatin requires a functional Morc3-ATPase cycle and -SUMOylation

Next, we thought to investigate the importance of conserved Morc3 domains and SUMOylation for its role in ERV heterochromatin establishment. Morc3 has an N-terminal GHKL ATPase domain which undergoes conformational changes coupled with ATP binding and hydrolysis. The Morc3-ATPase domain is monomeric in the ATP unbound state and dimerizes upon ATP binding^25^. ATP hydrolysis and dissolution of the ATPase domain dimer are negatively regulated by the CW domain. Ligand binding of the CW domain relieves this inhibition and results in higher ATPase activity^28^. To test the function of the Morc3-ATPase cycle (Supplementary Fig. S8a) and SUMOylation for ERV silencing we generated distinct Morc3 mutant rescue cell lines (Fig. 5a). The ATP hydrolysis mutant (E35A) and the ATP binding mutant (G101A) should disrupt the ATPase cycle due to the inability to bind or hydrolyze ATP^35^. The ΔN mutant is unable to dimerize and displays reduced ATPase activity^28^. The CW ligand binding mutant (W419A) has a reduced ATPase activity and would result in a slowed-down ATPase cycle^28^. The 5KR mutant cannot be SUMOylated^35^ and potentially affects SUMO-dependent protein interactions. The Morc3 mutant rescue cell lines display slight overexpression of Morc3 (Supplementary Fig. S8b), which is not directly related to the amount of Morc3 protein. In particular, the ATP hydrolysis mutant shows low Morc3 protein levels, which could suggest reduced stability of this mutant (Supplementary Fig. S8c). All mutant rescue cell lines display a similar nuclear distribution of Morc3 (Supplementary Fig. S8d). ChIP-seq analyses revealed concordant localization of most Morc3 mutant proteins with Morc3 peaks and IAPEz elements (Fig. 5b, Supplementary Fig. S8e). The ATP hydrolysis mutant failed to properly localize to Morc3 targets and the ATP binding mutant showed reduced binding to Morc3 binding sites (Fig. 5b, Supplementary Fig. S8e). In the ChIP-seq data of the rescue cells, we noticed subtle binding of Morc3 to H3K4me3 promoter regions which was reported before^25^. A more systematic analysis revealed that, although ChIP-seq of Morc3 in the 3xFLAG knock-in cells did not show association with H3K4me3, in wild type and some mutant rescue cell lines Morc3 could be detected on H3K4me3 promoters (Supplementary Fig. S9a). The CW mutant failed to localize to these regions, which would support H3K4me3-dependent recruitment of Morc3 through the CW domain^25^. Impaired H3K4me3 localization of the SUMO mutant suggests that SUMOylation contributes to H3K4me3 binding (Supplementary Fig. S9a). We did not observe changes in promoter H3K4me3 in Morc3 knock-out cells (Supplementary Fig. S9b) and we did not detect large-scale changes in transcription (see Fig. 3a). Therefore, we think that the major functional targets of Morc3 are ERV sequences and distinct enhancers.

**Fig. 5:**
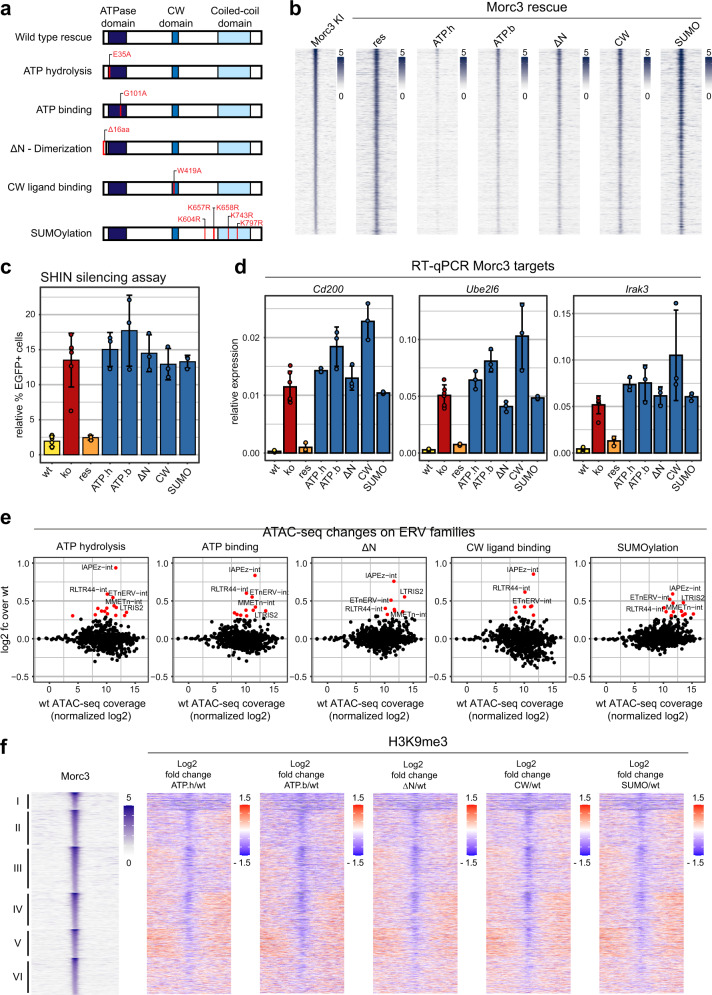
Morc3-dependent heterochromatin requires a functional Morc3-ATPase cycle and SUMOylation. **a** Morc3 mutations which impair the ATPase cycle or Morc3 SUMOylation. Five mutant constructs were generated to impair ATP binding, ATP hydrolysis, dimerization, CW ligand interaction, and SUMOylation. **b** Most Morc3 mutant proteins bind to Morc3 peaks. Read-density heat map showing the normalized coverage of Morc3 wild type and mutant proteins on Morc3 binding sites. The Morc3 ATP hydrolysis mutant displays strongly reduced coverage on Morc3 peaks. **c** SHIN initiation silencing assay with Morc3 mutant rescue cell lines. Bar graph depicts mean relative percentage of EGFP positive cells of SHIN-reporter transduced cells relative to control virus transduced cells. Error bars indicate standard deviation of replicate experiments (*n* = 3). Individual data points are shown as colored dots. Data for wild type, ko, and rescue are from Fig. 3d for comparison. **d** RT-qPCR analysis of selected Morc3 target genes in Morc3 mutant rescue ES cells. Bar graphs depict mean relative expression to control genes (*Actin* and *Hprt*). Error bars indicate standard deviation of replicate experiments (*n* = 3). Individual data points are shown as colored dots. Data for wild type, ko, and rescue are from Fig. 3c for comparison. **e** Dot plot showing average wt ATAC-seq coverage vs. log2-fold change of ERV families in wild type vs. Morc3 mutant rescue ES cells (ATP hydrolysis mutant, ATP binding mutant, ΔN, CW ligand binding, SUMOylation mutant). Colored dots indicate ERV families with significantly increased (red dots) or decreased (blue dots) coverage in Morc3 mutant rescue ES cells (adjusted *p*-value < 0.05, *n* = 2 for each mutant condition and *n* = 3 for wt). **f** Morc3 mutant proteins fail to rescue H3K9me3 on Morc3 binding sites. Morc3 peaks group in six clusters according to changes in H3K9me3 in Morc3 ko ES cells (compare with Fig. 4a). Read-density heatmaps show the fold change in H3K9me3 between Morc3 mutant rescue and wild-type ES cells. Depletion of H3K9me3 is colored in blue, increased H3K9me3 appears red. All mutants fail to rescue the ko phenotype.

We then functionally tested the Morc3 mutant rescue cells in SHIN initiation silencing assays and found that all mutant proteins failed to induce SHIN silencing (Fig. 5c). We also performed RT-qPCR analysis for selected Morc3 target genes and ERVs and observed de-repression, comparable to Morc3 knock-out cells (Fig. 5d, Supplementary Fig. S10a). To assess chromatin changes, we performed ATAC-seq and H3K9me3 ChIP-seq experiments in the mutant rescue cell lines. All mutants displayed increased accessibility on ATAC-seq peaks of ERV families (Fig. 5e). In line with increased chromatin accessibility, we detected reduced H3K9me3 on Morc3 peaks (Fig. 5f). Differences in cumulative ATAC-seq and H3K9me3 ChIP-seq coverage on IAPEz elements demonstrated compromised chromatin architecture in Morc3 mutant rescue cells (Supplementary Fig. S10b, c). Consistent with the de-repression of Morc3 target genes we detected increased chromatin accessibility on Morc3-associated peaks (Supplementary Figs. S10d and S11). Taken together our data demonstrate that a fully functional ATPase cycle and Morc3 SUMOylation are critical for Morc3 functionality.

### The Morc3-ATPase cycle and SUMOylation are needed for its interaction with Daxx

Conformational changes during the Morc3-ATPase cycle, as well as SUMOylation, might affect interactions with other proteins that could be related to ERV silencing. To test this hypothesis, we determined the protein interaction context of Morc3 using ChIP-mass spectrometry analysis. This approach uses cross-linking and solubilization of chromatin through sonication. Therefore, proteins detected in this approach represent direct and stable protein interactions as well as low-affinity interactions which are more transient in nature, and proteins for which the interaction with Morc3 is mediated through DNA/RNA fragments. We found 489 proteins significantly enriched in the Morc3 ChIP-MS data (Fig. 6a, Supplementary Data 7). Importantly, we detected the major ERV silencing factors Setdb1, Trim28, Atrx/Daxx, and Dnmt1/Uhrf1. We also observed a strong association with SUMO proteins, corresponding to high SUMOylation of Morc3^35^ and consistent with the role of SUMO in ERV repression^23^. The functional categorization of Morc3 interactors using Panther protein class enrichment analysis revealed that many proteins in the Morc3 context belong to chromatin and histone-modifying activities (Fig. 6b). Interestingly a large proportion of proteins related to RNA binding and RNA processing, suggesting that Morc3 may have roles in RNA metabolism.

**Fig. 6:**
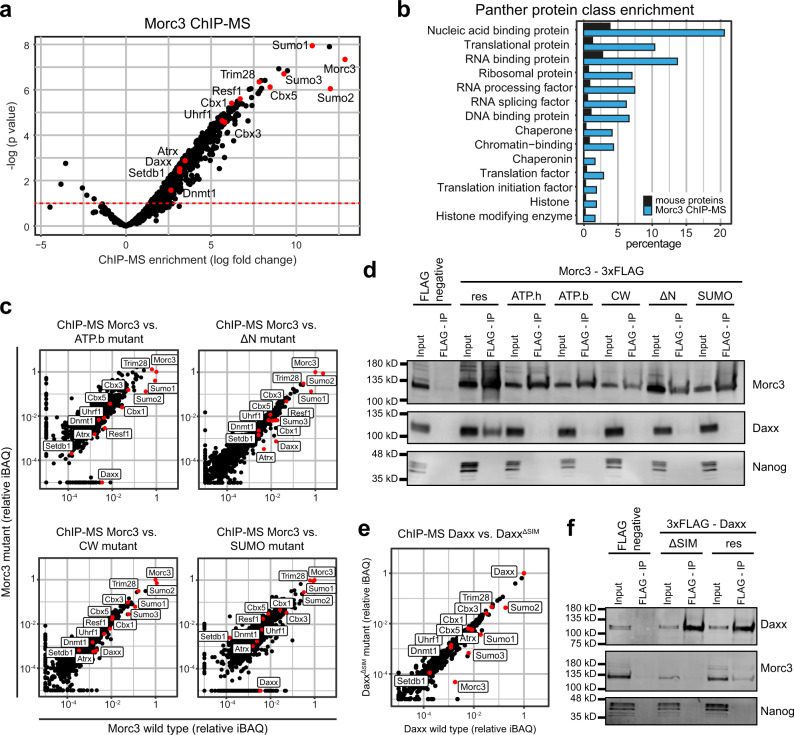
Morc3-ATPase cycle and SUMOylation are needed for its interaction with Daxx. **a** ChIP-MS identification of Morc3-associated proteins. Morc3 ChIP-MS experiments (*n* = 3) were performed with Morc3-3xFLAG knock-in ES cells and wild-type ES cells using FLAG antibody. Dot plot shows log fold change enrichment vs. −log(*p* value) of proteins in Morc3-3xFLAG vs. wild type (background IP) cells. Positions of labeled proteins are indicated by red dots. **b** Panther protein class enrichment analysis of proteins which are significantly enriched in the Morc3 ChIP-MS. Bar graph shows the percentage of total mouse proteins (black) or Morc3 ChIP-MS proteins (blue) in significantly enriched Panther protein classes (Fisher’s exact test, *p* value < 0.05). **c** ChIP-MS analysis of mutant Morc3 proteins. Dot plots show relative iBAQ values of proteins quantified in wild type vs. mutant Morc3 ChIP-MS data. Positions of ERV regulators are indicated. **d** Morc3 interaction with Daxx requires the ATPase cycle and SUMOylation. 3xFLAG tagged Morc3 wild type and mutant proteins were immunoprecipitated from nuclear extract of rescue cell lines using anti-FLAG magnetic beads. Wild-type cells without FLAG epitope served as negative control. Western blot analysis of Morc3, Daxx, and Nanog (negative control) revealed interaction of Morc3 wild type protein with Daxx. Mutant Morc3 proteins fail to co-immunoprecipitate Daxx. Uncropped blots in Source data. **e** ChIP-MS analysis of Daxx wild type vs. Daxx^ΔSIM^ mutant proteins. Dot plot shows relative iBAQ values of proteins quantified in Daxx rescue cell lines expressing wild-type Daxx or Daxx^ΔSIM^ mutant protein. Positions of ERV regulators are indicated by red dots. **f** Daxx requires the C-terminal SIM domain for Morc3 interaction. 3xFLAG tagged Daxx wild type and Daxx^ΔSIM^ proteins were immunoprecipitated from nuclear extract of rescue cell lines using anti-FLAG magnetic beads. Wild-type cells without FLAG epitope served as negative control. Western blot analysis of Daxx, Morc3, and Nanog (negative control) revealed interaction of Daxx wild type protein with Morc3. Mutant Daxx^ΔSIM^ failed to co-immunoprecipitate Morc3. Uncropped blots in Source data.

Next, we investigated if the protein interaction context would change in the Morc3 mutant rescue cell lines. In this analysis, we did not include the ATP hydrolysis mutant (E35A) due to impaired recruitment to Morc3 peaks. Comparison between ChIP-MS results between wild type and mutant Morc3 proteins did not reveal large overall changes, suggesting that the interaction context is largely preserved in the mutants (Fig. 6c). However, focusing on the major ERV silencing factors, we found a selective reduction of Daxx in ChIP-MS data of most Morc3 mutant proteins (Fig. 6c). Only in the Morc3 CW mutant Daxx association was minimally impaired (Fig. 6c). Reduced association with Daxx cannot be attributed to its reduced abundance, since nuclear Daxx levels are maintained in the rescue cell lines (Supplementary Fig. S12). We validated interaction with Daxx by co-immunoprecipitation with wild-type Morc3 (Fig. 6d). In agreement with the ChIP-MS data, Morc3 mutant proteins failed to co-immunoprecipitate Daxx (Fig. 6d). These data indicate that a fully functional Morc3-ATPase cycle, as well as Morc3 SUMOylation, are needed for Daxx interaction.

Daxx is known to regulate ERV silencing through a C-terminal SUMO interaction motif (SIM)^20^. Since Morc3 is highly SUMOylated and Daxx failed to interact with the Morc3 SUMOylation mutant, we set out to determine if the interaction between Morc3 and Daxx is mediated through this C-terminal SIM. We performed ChIP-MS experiments comparing Daxx knock-out cell lines with re-expression of wild-type Daxx protein or Daxx^ΔSIM^. Lack of the C-terminal SIM reduced association with SUMO proteins and resulted in strongly reduced binding with Morc3 (Fig. 6e). In addition, wild-type Daxx could co-immunoprecipitate Morc3, whereas Daxx^ΔSIM^ failed to bind Morc3 (Fig. 6f). Together, our data indicate that SUMOylated Morc3 interacts with Daxx through the C-terminal SIM.

### Morc3 is important for Daxx-mediated histone H3.3 incorporation

Recent studies have shown the role of Daxx-mediated H3.3 incorporation in ERV silencing and suggest a dynamic turnover of histones in ERV heterochromatin^18,24,36^. Therefore, we asked if the association of Morc3 with Daxx is critical for histone H3.3 incorporation on Morc3 target sites. We found histone H3.3 prominently enriched on Morc3 peak regions (Fig. 7a, Supplementary Fig. S13a). Histone H3.3 was largely lost in Morc3 ko cells and could be re-established in Morc3 wild-type rescue cells (Fig. 7a). Consistent with impaired Daxx interaction, all Morc3 mutants failed to re-establish histone H3.3 on Morc3 peak regions (Fig. 7a). On Morc3 target genes, we detected changed patterns of histone H3.3 which might be linked with the transcriptional activation of these loci (Fig. 7b, Supplementary Fig. S14). For example, *Irak3* showed slightly increased histone H3.3 incorporation in a broad region close to the promoter-proximal peak (Fig. 7b), which is associated with increased chromatin accessibility and H3K27ac (see Fig. 4f). The distal Morc3 peak, in contrast completely lost histone H3.3 association (Fig. 7b). Cumulative coverage of histone H3.3 confirmed that Morc3 peaks with repressed chromatin almost completely lost histone H3.3, whereas Morc3 peaks with gained H3K27ac signal could maintain significant levels of this histone variant (Fig. 7c), which might be linked with Daxx-independent histone H3.3 deposition in the context of enhancer activation^37,38^.

**Fig. 7:**
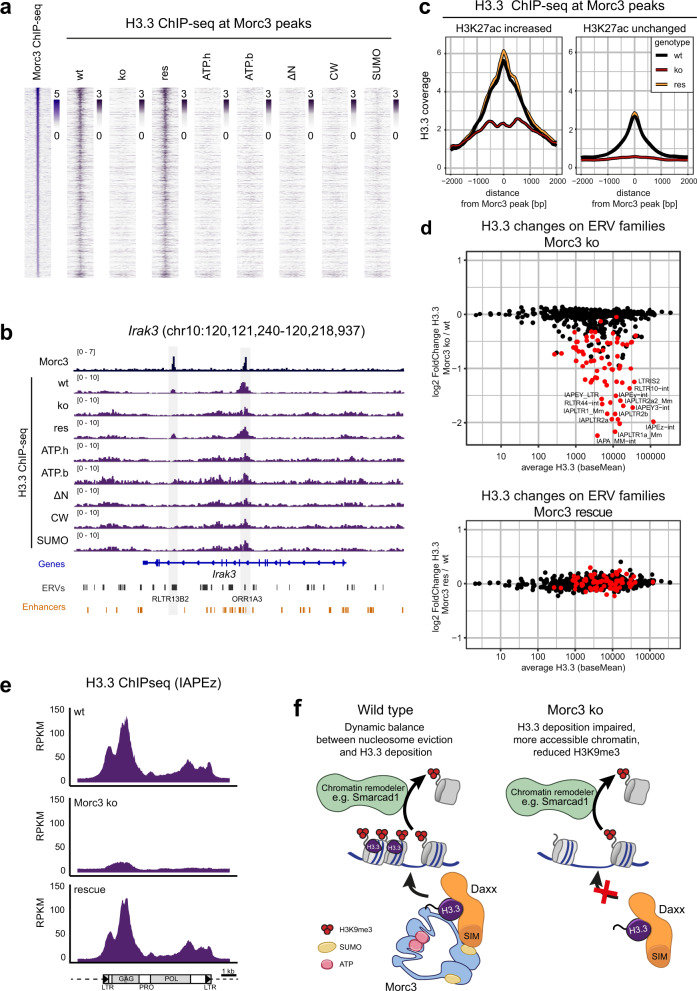
Morc3 is important for Daxx-mediated histone H3.3 incorporation. **a** Histone H3.3 is enriched on Morc3 peaks. Read-density heat map showing the normalized coverage of Morc3 and histone H3.3 in wild type, Morc3 ko, and rescue cell lines on Morc3 peaks. The Morc3 ko and all Morc3 mutant rescue cell lines lose histone H3.3 from Morc3 peak regions. **b** Genome browser view of Morc3-dependent histone H3.3 changes on an example target gene (*Irak3*). Positions of two Morc3 peaks are indicated by gray boxes. Both Morc3 binding sites display loss of histone H3.3. Histone H3.3 can be re-established in Morc3 wild type but not mutant rescue cell lines. **c** Density plot showing the average occupancy of histone H3.3 on Morc3 peaks with increased or unchanged H3K27ac in Morc3 ko ES cells. Morc3 peaks with increased H3K27ac signal maintain significant levels of this histone variant while Morc3 peaks with unchanged H3K27ac largely lose histone H3.3. **d** Dot plot showing average histone H3.3 coverage vs. log2-fold change on ERV families in wild type vs. Morc3 knock-out or Morc3 rescue ES cells. Colored dots indicate ERVs significantly enriched with Morc3 (see Fig. 2c). **e** Cumulative coverage plot of histone H3.3 ChIP-seq on IAPEz elements. In wild-type cells, prominent enrichment is over the 5′UTR and the GAG region. The position of the SHIN sequence is indicated as dark gray bar. Morc3 ko cells show a strong reduction of histone H3.3 coverage which is completely reverted in Morc3 rescue ES cells. **f** Model for the role of Morc3 in Daxx-mediated histone H3.3 deposition. In wild-type ES cells, Smarcad1 can evict nucleosomes from ERV chromatin^24^. Nucleosome reassembly requires Daxx-mediated H3.3 incorporation. Our data show that Morc3 interacts with Daxx through the SUMO interaction motif. An efficient Morc3-ATPase cycle and SUMOylation are important for Daxx interaction and assembly of histone H3.3 into ERV chromatin. In Morc3 ko ES cells, Daxx is inactive on ERV chromatin and evicted nucleosomes cannot be replaced. This results in accessible ERV chromatin and reduced H3K9me3.

Then, we investigated histone H3.3 changes on ERV chromatin. We found that Morc3 target ERV families displayed strongly reduced histone H3.3 incorporation in Morc3 ko cells, which could be rescued with wild-type Morc3 (Fig. 7d). Cumulative coverage of histone H3.3 on IAPEz elements revealed a strong association in wild-type cells and almost complete loss in Morc3 knock-out cells (Fig. 7e). Re-expression of Morc3 could rescue histone H3.3 deposition on IAPEz elements (Fig. 7e), whereas Morc3 mutant proteins failed to rescue histone H3.3 deposition (Supplementary Fig. S13b).

Finally, we thought to compare the transcriptional changes observed in Morc3 knock-out cells with transcriptional changes in Daxx or histone H3.3 knock-out cells using published data for knock-out vs rescue cells^39^. Interestingly, a subset of Morc3 regulated ERV families displayed a trend towards being upregulated in Daxx and histone H3.3-ko cells (Supplementary Fig. S15A). In addition, several Morc3 target genes were upregulated in Daxx and histone H3.3-ko cells (Supplementary Figs. S15b and S16).

Together, our data demonstrate that Morc3 is critical for Daxx-mediated histone H3.3 deposition on distinct ERV families and enhancers.

## Discussion

Our data show that Morc3 is a critical regulator of ERV chromatin in mouse ES cells. Other members of the MORC protein family have already been implicated in ERV regulation. Morc1 was found to regulate transposable elements in the mouse germline^40^ and Morc2a regulates LINE1 repression in mouse ES cells^41^. In human cells, MORC2 was identified to influence HUSH complex silencing of HERVs^42,43^. Although the MORC family of proteins represent important regulators of ERV silencing in different cell types, their mechanism of action was largely obscure. We can show a specific function of Morc3 in regulating Daxx-mediated histone H3.3 incorporation to maintain ERV heterochromatin (Fig. 7F). We found that in absence of Morc3, ERV heterochromatin loses H3K9me3, shows increased accessibility and reduced levels of histone H3.3. A previous study has demonstrated high histone H3.3 turnover on ERV regions^24^. Smarcad1 evicts nucleosomes from ERV heterochromatin and, Daxx-dependent replacement by histone H3.3-containing nucleosomes is needed to maintain low chromatin accessibility. Loss of histone H3.3 or Daxx, therefore, leads to more accessible chromatin and less H3K9me3 on ERVs. We found that Morc3 knock-out cells display a very comparable phenotype, supporting the notion that Morc3 function is needed for proper Daxx activity. Based on our data we propose the following model for this process. High nucleosome turnover on ERV heterochromatin is induced by chromatin remodelers, such as Smarcad1. The re-establishment of these nucleosomes is mediated by Daxx, which contributes histone H3.3/H4 dimers. For this activity, Daxx needs to interact with SUMOylated Morc3 through its SUMO interaction motif. Morc3 undergoes an ATPase cycle with conformational changes that could be necessary for Daxx interaction and may function as “licensing step” for Daxx-mediated histone H3.3 deposition. In agreement with this model, we found that (I) Morc3 knock-out cells display impaired histone H3.3 deposition, (II) Daxx requires the C-terminal SIM domain to interact with Morc3, (III) the Morc3 mutant which cannot be SUMOylated failed to interact with Daxx (IV) Morc3 mutant proteins with impaired ATPase cycle fail to interact with Daxx. It is interesting to note that an efficient ATPase cycle is not only critical for Morc3 function but also affects the silencing activity of MORC2^44^.

The ATPase cycle is differently affected in the Morc3 mutant proteins. The Morc3-ATPase mutant protein is modeled after an Hsp90 mutant which binds ATP but fails to hydrolyze it^45^. We found that this mutant does not properly localize to Morc3 peak regions and, overall protein abundance is reduced which could suggest a higher degradation rate. The ATP binding mutant is expected to impair dimerization and ATP hydrolysis. This mutant localizes to Morc3 peaks, but with overall less intensity as compared to wild type. The ΔN mutant does not dimerize and displays reduced ATPase activity^28^. Localization to Morc3 peaks is largely intact, but failure to re-establish histone H3.3 and ERV heterochromatin demonstrates that Morc3 dimerization and/or ATP hydrolysis are needed for Daxx-mediated histone H3.3 incorporation. The effect of the CW mutant is more complex. The CW domain acts as a negative regulator of ATPase activity and requires ligand binding to relieve auto-inhibition. Thus, Morc3 is expected to feature full ATPase activity only in the context of CW ligand binding. Mutation of the CW domain impairs ligand binding and therefore results in reduced ATPase activity, while dimerization of the ATPase domain is not affected. The loss-of-function phenotype of the Morc3 CW mutant would therefore suggest that ligand (H3K4me3) binding, and probably efficient ATPase activity are needed for Morc3 function in vivo.

All Morc3 mutant proteins fail to establish histone H3.3 on Morc3 binding sites. Although ΔN, CW, and SUMO mutants can properly localize to chromatin, they show impaired interaction with Daxx. This is most prominent in co-IP experiments, where only relatively stable interactions are captured. In ChIP-MS we observed differences between these mutants, the SUMO mutant completely impaired association, whereas ΔN showed strongly reduced and CW only slightly reduced Daxx association. This could suggest that Daxx can localize to Morc3 binding sites with ΔN and CW mutants, but stable interaction with Morc3 and histone H3.3 deposition might then require an efficient ATPase cycle. Unfortunately, we failed to ChIP Daxx and were unable to distinguish whether Daxx binding to Morc3 peaks, or activity on its binding sites, was impaired in Morc3 knock-out and mutant rescue cell lines.

Our data show that histone H3.3 deposition is not generally critical for ERV silencing. Several ERV families that are bound by Morc3 and lose H3.3 do not show strong transcriptional upregulation. However, individual ERV integrations and distinct developmental enhancers strongly respond to Morc3 loss and can affect the regulation of genes in their vicinity. It will thus be important to explore the role of Morc3 for histone H3.3 deposition during differentiation and development, to assess if other members of the MORC family also regulate Daxx function and to understand if the dysregulation of their targets may contribute to the different diseases associated with mutations in MORC family members^42,46–48^.

## Methods

### Cell culture

Feeder-independent ES cells were cultured in ES cell medium (500 ml high glucose DMEM (Sigma, D6429), 91 ml (15%) fetal bovine serum (Sigma, F7524), 6.05 ml penicillin-streptomycin (Sigma, P4333), 6.05 ml MEM non-essential amino acid solution (Sigma, M7145), 1.2 ml 0.35% 2-mercaptoethanol (Sigma M7522), and 2.4 ml homemade LIF) on 10 and 15 cm gelatin-coated plates.

### Lentivirus production

Lentiviral particles were produced to perform Daxx rescue, to carry reporter plasmids, to introduce sgRNAs for CRISPR-Cas9 knock-out, and to deliver the screening libraries. 293T cells were transfected with a mix of 24 μg plasmid DNA consisting of 8 μg lentiviral transfer vector, 8 μg of each of the packaging plasmids psPAX2 (#183) and pLP-eco-env (#811). All plasmids are listed in Supplementary Table S1. The DNA was mixed with 120 μl 2.5 M CaCl_2_ and adjusted to a final volume of 1200 μl with H_2_O. Subsequently, 1200 μl 2 × HBS solution (50 mM HEPES, 280 mM NaCl, 1.5 mM Na_2_HPO_4_, adjusted to pH 7.05 with NaOH) was added slowly and dropwise to the mix while vortexing. The transfection mix was added immediately to the 293T cells seeded 1 day ahead at a density of 4 million per 10 cm dish. Four to eight hours after transfection, the medium that contained precipitates of calcium phosphate and DNA was removed, cells were washed with 1 × PBS and fresh medium was added. The virus-containing culture supernatant was harvested 48 h after transfection.

### Lentiviral transduction of mouse ES cells by spinoculation

For lentiviral transduction, 200 thousand ES cells per well were seeded on gelatinized 6-well dishes in ES medium containing 8 μg/ml polybrene (Sigma, #H9268). Viral supernatant was added to the cells and plates were spun in a prewarmed centrifuge at 1000 × g for 1 h at 37 °C to enhance viral transduction by improved viscosity for infection. After centrifugation, the medium was carefully replaced or diluted with fresh ES medium to reduce toxic side effects of polybrene.

### sgRNA screen

The genome-wide sgRNA screen was conducted using the 2-vector system (lentiGuide-Puro) GeCKOv2 pooled library. The plasmid library was obtained from the Zhang lab (Addgene catalog #1000000053) and amplified in *E. coli*^29^. To validate the complexity of the library the purified plasmid pool was sequenced. Plasmids were used for lentivirus production by calcium phosphate transfection of 293T cells. To ensure complexity of the library ten parallel virus preparations with a total amount of 80 μg plasmid DNA were set up. Harvested supernatants were pooled. To identify optimal virus concentration for achieving a multiplicity of infection (MOI) of 0.3, virus titers were determined for each virus lot. Infectivity was tested by transducing ES cells with the GeCKOv2 library through spinoculation of 300 thousand cells per well in 6-wells with different volumes of virus supernatant (between 1 and 100 μl). After 48 h, cells were transferred to 15 cm plates and put under selection with 0.5 µg/ml puromycin until colonies were detected. The screening experiment was performed using T90 cells, which are ES cells carrying the TetO-EGFP-T2A-Zeo-GAG2.22 reporter at one specific integration^20^. T90 cells also carry the rtTA for doxycycline induction of the TRE promoter and a Cas9 transgene. For saturation, we aimed for infection of 100 cells per sgRNA. As the libraries carry 65.000 different sgRNAs, at least 6.5 million ES cells ought to be transduced. As the MOI should be below 30%, 30 million T90 cells were transduced with the lentiviral sgRNA library pool at an MOI between 27–28%. Transduced cells were selected by puromycin treatment after 2 days with 0.5 μg/ml puromycin. The SHIN reporter was activated 2 days after transduction with 0.1 μg/ml doxycycline. To determine the distribution of sgRNAs without selection pressure, the cell pool was divided into two groups. The control pool was cultured in medium containing 0.5 μg/ml puromycin and 0.1 μg/ml doxycycline to determine the baseline sgRNA distribution. The selection pool was treated with either 25 or 50 μg/ml zeocin from day 4 on. All cells were passaged every 2 days and harvested 8 days after transduction. For the control pool, 20 million cells, and for the zeocin-treated pool 400,000 cells were collected. Extraction of genomic DNA was performed using the DNeasy Blood and Tissue Kit Mini (Qiagen, #69504). DNA was sheared using a syringe and 27 × g needle, and DNA concentration was determined with the Q-bit fluorometer (Invitrogen). Quantitative PCR (qPCR) was used on genomic DNA extracted from ES cells in the library screen to determine the number of cycles necessary for amplification of the sgRNA sequences with oligonucleotides GS3369 and GS3371 (Supplementary Table S7). PCR was carried out with the Fast SYBR® Green Master Mix™ (Applied Biosystems) in a LightCycler480™ (Roche). The reactions were performed in a total volume of 20 μl in a 384-well plate (Sarstedt). Ct values were generated by the LightCycler480 software (Roche) using the 2nd derivative max function. The library preparation was performed in two steps of PCR reactions: For the first PCR, the amount of input genomic DNA (gDNA) for each sample was calculated to achieve 100x coverage over the GECKO library, which resulted in an input of at least 40 μg DNA per sample (assuming 6.6 μg of gDNA for 1 million cells). For the control sample, 46 separate 60 μl PCR reactions were performed with 1 μg gDNA in each reaction using Q5® High-Fidelity DNA Polymerase (New England Biolabs). For the zeocin-treated sample, the total amount of genomic DNA harvested was used. Oligonucleotides used to amplify lenti CRISPR sgRNAs for the first PCR were GS3367 and GS3368 (Supplementary Table S7). The first PCRs were pooled and 3 μl were used as a template for the second PCR. The second PCR served to attach Illumina adapters and to barcode samples and was done in a 60 μl reaction volume divided to two times 30 μl. Oligonucleotides used as primers for the second PCR include both a variable-length sequence to increase library complexity and an 8 bp barcode for multiplexing of different biological samples Amplification was carried out with 18 cycles for the first PCR and 30 cycles for the second PCR. Primers for the second PCR for zeocin-treated samples were GS3369 and GS3371 (Index9) and for the control samples GS3369 and GS3370 (Index11) (Supplementary Table S7). The resulting amplicons of the second PCR were mixed, purified using AMPure XP beads (Beckman Coulter) in a volume ratio of 1:1 according to manufacturer’s instructions. Before sequencing, the purified PCR product was quality controlled by Qubit fluorometer (Invitrogen) and Bioanalyzer (Agilent Technologies) measurement according to manufacturer’s instructions. Sequencing was carried out by LAFUGA sequencing facility at the Gene Center of the LMU Munich using the Illumina HiSeq 1500 and a 50 bp single-end run.

### SHIN silencing assays

#### Initiation assay

SHIN Reporter constructs (#940 EGFP only and #1074 EGFP SHIN) were stably integrated into cells by lentiviral transduction and the percentage of EGFP^+^ cells was measured by FACS after 2–4 days. Lentiviral particles were generated using standard protocols and virus titers were determined by titration in T37 cells. Mouse ES cells were transduced on gelatinized multi-well dishes using spinoculation at a low multiplicity of infection to ensure a linear relationship between virus titer and transduction rate. The ratio of the percentage of EGFP^+^ cells generated by the reporter relative to the percentage of EGFP^+^ cells generated by a control EGFP vector of the same virus titer was used to quantify reporter silencing (relative %EGFP^+^ cells). Sequences of sgRNA oligonucleotides are summarized in Supplementary Table S2.

#### Maintenance assay

Cells containing the SHIN reporter (based on T90 cells) were incubated with 0.1 µg/ml doxycycline for 2 or 4 days and expression of the reporter locus was measured as the percentage of EGFP^+^ cells. To test the effect of potential ERV silencing mutants, T90 cells were transduced with lentiviral sgRNA constructs. Two days after transduction, cells were selected for sgRNA expression with 1 µg/ml puromycin and SHIN reporter was induced with doxycycline.

### Morc3-FLAG knock-in

The Morc3-3xFLAG knock-in cell line K14-E8 was generated by CRISPR-Cas9 mediated double-strand break induction close to the Morc3 STOP codon followed by homologous recombination providing a template of the same genomic region (#1529, Plasmids are summarized in Supplementary Table S1), including the 3xFLAG tag before the STOP and exchanging the sequence of the PAM from TGG to TAG so that the repaired sequence cannot be targeted (Supplementary Fig. S1). CRISPR and homology plasmids were transfected via jetPRIME (Polyplus-transfection) and single clones were analyzed for Morc3-3xFLAG expression by western blot. All cell lines used and generated are listed in Supplementary Table 3.

### CRISPR-Cas9-mediated knock-out

Stable knock-out cell lines were generated by small-guide RNA (sgRNA) mediated Cas9 DNA cleavage using the pX330 plasmid (Addgene plasmid #42230). DNA oligonucleotides were hybridized and ligated into the BbsI digested pX330 to introduce the sgRNA sequence into the vector. Mouse ES cells were co-transfected with the pX330 plasmid harboring the sgRNA and a plasmid encoding a puromycin resistance gene (pLFIP) using jetPRIME (Polyplus-transfection) (#1500/#1501, Supplementary Table S1). After 2 days, transfected cells were selected by addition of 2 µg/ml puromycin to the medium. Puromycin selection was removed after 1 day, and individual cell clones were isolated after 4–6 days. Clonal cell lines were analyzed by western blotting or by PCR and Sanger sequencing.

### Rescue cell lines

For the generation of Morc3 rescue cell lines, KO27-2 cells were transfected with the PiggyBac (PB) Transposon Vector System via jetPRIME (Polyplus-transfection). The system consists of two plasmids, one encoding the transposase (#1704) and a second one containing the respective rescue construct (Supplementary Table S1). After 2 days, transfected cells were selected by addition of 2 µg/ml puromycin to the medium. Individual cell clones were isolated while puromycin selection was maintained for 7–10 days.

For Daxx rescue cell lines, the Daxx KO cell line KO2-3 was transduced with lentivirus carrying the plasmids #1272 or #1273, respectively (Supplementary Table S1).

### RT-qPCR

Total RNA was extracted using Trizol and the RNA Clean & Concentrator -25 Kit (Zymo Research, #R1017) including on-column DNAse digestion (Qiagen, #79254) according to manufacturer’s instructions. For cDNA synthesis, 1 μg of RNA was used as input. The reaction was carried out using SuperScript III reverse transcriptase (Invitrogen, #18080044), Random Primer 6 (NEB, #S1230S), RNasin Ribonuclease inhibitor (Promega, #N2515). First, total RNA, random hexamer primers, and RNase-free water were mixed and incubated for 10 min at 70 °C, followed by 1 min incubation on ice. Next, SuperScript buffer, dNTPs, DTT, rRNasin, and SuperScript III reverse transcriptase were added and incubated at 25 °C for 8 min, followed by incubation at 50 °C for 50 min. Reaction was stopped by heat inactivation at 70 °C for 15 min. qPCR was carried out with the Fast SYBR® Green Master Mix (Applied Biosystems, 4385612) in a LightCycler480™ (Roche) according to the Fast SYBR Green Master Mix-protocol. Oligonucleotides used as primers for RT-qPCR are summarized in Supplementary Table S5. Every PCR-reaction was performed in a total volume of 10 µl in triplicates in a 384-well plate (Sarstedt). Two independent control genes (*Actin* and *Hprt*) were used as reference genes for RT-qPCR experiments and geometric mean of reference Ct values was used as normalization. Ct values were generated by the LightCycler480 software (Roche) using the 2nd derivative max function and fold changes were calculated using the 2^–ΔΔC^ method.

### ChIP-seq

For the standard ChIP protocol, 25 million ES cells were cross-linked in 7–8 ml pre-tempered ES medium containing 1% formaldehyde (Pierce #28906) for 10 min at 22 °C. Fixation was stopped by addition of 0.125 M final concentration of glycine, followed by two washing steps with PBS containing 10% Serum. Fixed cells were resuspended in 10 ml ice-cold buffer LB1 (50 mM Hepes-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% Glycerol, 0.50% NP-40, 0.25% Triton X-100, 1 × Roche cOmplete Mini, EDTA-free Protease Inhibitor Cocktail (Roche, #04693159001), rocked at 4 °C for 10 min and after centrifugation resuspended in 10 ml ice-cold buffer LB2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1 × Roche cOmplete protease inhibitors), rocked at 4 °C for 5 min and centrifuged again. The pelleted nuclei were resuspended in 1 ml ice-cold shearing buffer (10 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-Deoxycholate, 0.1% SDS, 1 × Roche cOmplete protease inhibitors). Buffer compositions for LB1, LB2, and shearing buffer are based on ref. ^49^. Exactly, 1 ml nuclei suspension was transferred to a 1 ml milliTUBE with AFA fiber (Covaris, #520130) and sonicated using a Covaris S220 device for a time of 15–20 min and the following settings: Peak power 140 W, Duty factor 20%, Cycles per burst 200, Temperature 4 °C. The sheared samples were added to a 1.5 ml tube with 110 µl of 10% Triton X-100 (final concentration 1%) and centrifuged at 18407 × g for 15 min at 4 °C. The soluble chromatin containing supernatant was divided in 110 µl aliquots (equivalent to 2–2.5 million cells) and for IP diluted with 890 µl complete Buffer A (10 mM Tris-HCl pH 7.5, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% SDS, 0.1% Na-Deoxycholate, 140 mM NaCl, 1 x Roche cOmplete protease inhibitors). Per IP 30 µl of Protein G Dynabeads (Invitrogen, #10004D) were used. For FLAG ChIP-seq experiments 1–2 µl of FLAG-M2 antibody (Sigma-Aldrich, #F3165) were used per IP and 4–5 IPs (equivalent to 10–12 million cells) were pooled to obtain enough material for library preparation. For H3K9me3 ChIP-seq experiments, 1 µl of H3K9me3 antibody (Active Motif, #39161) was used per IP. For H3K27ac ChIP-seq experiments, 2 µg of H3K27ac antibody (Diagenode, pAB-174-050) were used per IP. Beads were incubated with the corresponding antibody in complete Buffer A for 1.5 h prior to IP, followed by two washes with Buffer A (without Roche cOmplete protease inhibitors). Diluted Chromatin was added to the prebound beads and incubated for 4 h on a rotating wheel with 30 rpm at 4 °C. After IP beads were washed five times with Buffer A and 1 time with Buffer C (10 mM Tris-HCl pH 8.0, 10 mM EDTA) beads were resuspended in 100 µl elution buffer (10 mM Tris-HCl pH 8.0, 300 mM NaCl, 5 mM EDTA, 0.5% SDS). RNA was degraded with 2 μl RNase A (10 mg/ml) for 30 min at 37 °C. Proteins were digested with 2 μl Proteinase K (10 mg/ml) at 55 °C for 1 h and cross-link reversal of immunoprecipitated DNA was carried out overnight at 65 °C. DNA was purified using the Agencourt AMPure XP beads (Beckman Coulter, #A63882).

For H3K9me3 and H3K4me3 ChIP-seq in wild type and Morc3 ko cells, a protocol was adapted from ref. ^50^. Briefly, 2 million cells were lysed in 100 µl Buffer B (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS, 1 x Roche cOmplete protease inhibitors) and sonicated in a microtube (Covaris; #520045) using the Covaris S220 device with the settings: Peak power 105 W, duty factor 2%, cycles per burst 200, Temperature 4 °C. The supernatant after centrifugation was diluted with 900 µl complete Buffer A and 150 µl chromatin (corresponding to ~300,000 cells) were used per IP with 10 µl Protein G Dynabeads and 1 µl of H3K9me3 antibody (Active Motif, #39161) or H3K4me3 antibody (Diagenode, CS-003-100) as described above.

Library preparation was performed using the Ultra II DNA Library prep kit for Illumina (NEB, #E7645S) according to manufacturer instructions. Sequencing was performed by LAFUGA on an Illumina Hiseq 1500 using 50 bp paired-end runs for FLAG, H3K9me3 and H3K4me3 ChIPs and a 50 bp single-end run for H3K27ac ChIP.

### Histone H3.3 ChIP-seq

Histone H3.3 ChIP was performed based on Navarro et al.^24^, with slight modifications. In detail, 10 million cells were cross-linked in 3 ml pre-tempered ES medium containing 1% formaldehyde (Pierce #28906) for 10 min at 22 °C. Fixation was stopped by addition of 0.125 M final concentration of glycine, followed by two washing steps with PBS containing 10% Serum. Fixed cells were resuspended in 400 µl of Sonication Buffer 1 (50 mM Tris-HCl (pH 8.0), 0.5% SDS, 1 x EDTA-free Protease Inhibitor Cocktail (Roche, #04693159001)) and sheared with the Bioruptor Pico (Diagenode) for 20 cycles (30 s on/30 s off) at 4 °C. To every 100 µl of sheared chromatin 500 µl lysis buffer (10 mM Tris-HCl (pH 8), 100 mM NaCl, 1% Triton X-100, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodiumdeoxycholate, 0.5% N-laurolsarcodine, 1 × Roche cOmplete protease inhibitors) were added and run full speed at 4 °C for 10 min on a tabletop centrifuge. Each IP used the supernatant corresponding to 3 million cells and 30 µl of Protein A Dynabeads (Invitrogen, #10002D) prebound to 5 µl of H3.3 antibody (Millipore, #09-838) for 1 h at RT followed by two washes with lysis buffer. Chromatin was added to the beads and incubated rotating overnight at 4 °C. The beads were washed twice each time, for 5 min with 1 ml RIPA (10 mM Tris-HCl (pH 8.0), 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA, 140 mM NaCl), 1 ml RIPA high salt (10 mM Tris-HCl (pH 8.0), 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA, 360 mM NaCl), 1 ml LiCl Buffer (10 mM Tris-HCl (pH 8.0), 250 mM LiCl, 0.5% NP-40, 0.5% deoxycholate, 1 mM EDTA) and a quick wash with 1 ml Buffer C (10 mM Tris-HCl pH 8.0, 10 mM EDTA). Elution and library preparation was performed as in the ChIP-seq description above with the 50 bp paired-end sequencing mode. All NGS files are listed in Supplementary Table 9.

### ATAC-seq

The OmniATAC^51^ transposition reaction was performed with 50 thousand ES cells using the Tagment DNA TDE1 Enzyme (Illumina, #20034197). DNA was purified using the PCR clean-up MinElute kit (Qiagen, #28006). The transposed DNA was subsequently amplified in 50 µl reactions with custom primers^52^ listed in Supplementary Table 8. Libraries were purified and size selected for fragments <600 bp using the Agencourt AMPure XP beads (Beckman Coulter, #A63882). Sequencing was performed by LAFUGA on the Illumina Hiseq 1500 with 50 bp single-end reads.

### RNA-seq

For samples GS271-GS276, total RNA was extracted using RNeasy Mini Kit (Qiagen, #74106) including on-column DNAse digestion (Qiagen, #79254). Ribosomal RNA was depleted using RNA Ribo-Zero rRNA Removal Kit (Illumina, #MRZH11124). For samples GS947-GS950, total RNA was extracted using Trizol and the RNA Clean & Concentrator -25 Kit (Zymo Research, #R1017) including on-column DNAse digestion (Qiagen, #79254). Due to the discontinued Ribo-Zero kit, ribosomal RNA was depleted with the NEBNext rRNA Depletion Kit (NEB, #E6350). Libraries were prepared with the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, #E7420S). Sequencing was performed by LAFUGA on an Illumina Hiseq 1500 using 50 bp paired-end runs.

### ChIP-MS

Immunoprecipitation of bait proteins (Daxx or Morc3) was performed according to the “Rapid immunoprecipitation mass spectrometry of endogenous protein (RIME) for analysis of chromatin complexes” protocol^53^. Cells were harvested and fixed at 22 °C for 10 min in ES medium with 1% Formaldehyde (Pierce #28906) with a density of 4 million cells/ml. The fixation was stopped by 5 min incubation with glycine at a final concentration of 0.125 M. The cell pellet was washed twice with ice-cold PBS containing 10% serum and once with ice-cold PBS without serum. Cell pellets of 60 million cells were flash-frozen and stored at −80 °C for later use. All following steps were performed at 4 °C or on ice and centrifugation was performed at 2000 × g for 5 min if not specified. For each immunoprecipitation experiment, 60 million cells and 60 μl of Protein G Dynabeads (Invitrogen, #10004D) coupled with 6 μl of the FLAG-M2 antibody (Sigma-Aldrich, #F3165) were used. Beads were washed twice with LB3 (10 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-Deoxycholate, 0.5% N-Lauroylsarcosine) and resuspended in 100 μl complete LB3 (LB3 containing 1 × Roche cOmplete Mini, EDTA-free Protease Inhibitor Cocktail (Roche, #04693159001)). The antibody was prebound to beads at 35 rpm on a rotating wheel for 2–4 h and the beads were washed 4 × 1 ml with LB3.

Cells were lysed by resuspending in complete LB1 (50 mM Hepes-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100, 1 × Roche cOmplete Mini, EDTA-free Protease Inhibitor Cocktail (Roche, #04693159001)) and incubation on a rotating wheel at 35 rpm for 10 min followed by centrifugation. To obtain nuclei, the lysed cells were resuspended in LB2 (10 mM Tris-HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, Roche cOmplete protease inhibitors) and incubated on a rotating wheel at 35 rpm for 5 min followed by centrifugation. The nuclei were resuspended in complete LB3 (complete LB3, 1x PhosStop EASYpack (Roche, #4906837001), 20 mM N-Ethylmaleimide (NEM) (Thermo Fisher, #23030)) at a maximum density of 20 million cells per 300 μl. Chromatin was sheared with the Bioruptor pico (Diagenode) for 10–12 cycles (30 s on/30 s off) at 4 °C. After shearing 1/10 volume of Triton X-100 was added followed by centrifugation at 20,000 × g for 10 min. The supernatant was added to the beads for chromatin-immunoprecipitation and incubated for 4 h at 35 rpm on a rotating wheel. The beads with the bound chromatin were washed with 4 × 1 ml of RIPA buffer (50 mM Hepes-KOH pH 7.6, 500 mM LiCl, 1 mM EDTA, 1% NP-40, 0.7% Na-Deoxycholate) for 5 min at 20 rpm on a rotating wheel followed by the same washing process with 2 × 1 ml freshly prepared ice-cold 100 mM AMBIC (ammonium hydrogen carbonate) solution. On the last AMBIC wash the beads were transferred to a new tube. The beads were stored dry at −80 °C until MS analysis.

The sonicated chromatin was size checked with a 2100 Bioanalyzer (Agilent) using the DNA high sensitivity kit (Agilent, #5067-4626) or the DNA 7500 kit (Agilent, #5067-1506) following manufactures protocol. Shortly, Elution buffer (0.5% SDS, 300 mM NaCl, 5 mM EDTA, 10 mM Tris-HCl) was added 1:10 to the sonicated chromatin and incubated at 65 °C, shaking at 800 rpm overnight for de-cross-linking. The de-cross-linked chromatin was treated with 0.2 μg/ml of RNAse A and incubated at 37 °C, shaking at 700 rpm for 1 h. Next, the sample was treated with 0.2 μg/ml Proteinase K and incubated at 55 °C, shaking at 700 rpm for 2 h. The DNA was purified with the MinElute PCR purification kit (Qiagen, #28006) and concentration was measured with the Qubit dsDNA high sensitivity kit (Thermo Fisher, #Q32851) before loading the samples to the DNA HS/DNA 7500 chip.

### Liquid chromatography–mass spectrometry (LC–MS)

Beads were washed three times with 50 mM NH_4_HCO_3_ and incubated with 0.5 µg/µl Lys-C and 20 U benzonase in 6 M urea, 50 mM NH_4_HCO_3_ pH 7.5 for 90 min at 28 °C, washed with 50 mM NH_4_HCO_3_, and the combined supernatants were digested overnight with 0.2 µg/µl of trypsin in presence of 10 mM DTT. Digested peptides were alkylated with 30 mM IAA and desalted prior to LC–MS analysis.

For LC–MS/MS purposes, desalted peptides were injected in an Ultimate 3000 RSLCnano system (Thermo), separated in either a 15 cm analytical column (75 μm ID with ReproSil-Pur C18-AQ 2.4 μm from Dr. Maisch) with a 50 min gradient from 4 to 40% acetonitrile in 0.1% formic acid or in a 25 cm analytical column (75 µm ID, 1.6 µm C18, Aurora-IonOpticks) with a 50 min gradient from 2 to 35% acetonitrile in 0.1% formic acid. The effluent from the HPLC was directly electrosprayed into a Qexactive HF (Thermo) operated in data-dependent mode to automatically switch between full-scan MS and MS/MS acquisition. Survey full-scan MS spectra (from m/z 375 to 1600) were acquired with resolution *R* = 60,000 at m/z 400 (AGC target of 3 × 10^6^). The 10 most intense peptide ions with charge states between 2 and 5 were sequentially isolated to a target value of 1 × 10^5^ and fragmented at 27% normalized collision energy. Typical mass spectrometric conditions were spray voltage, 1.5 kV; no sheath and auxiliary gas flow; heated capillary temperature, 250 °C; ion selection threshold, 33,000 counts.

### Nuclear extraction

Nuclei for IP and western blot analysis were isolated via ficoll gradient centrifugation. For each isolation 20 million cells were harvested and overlayed on a ficoll gradient consisting of 20% Ficoll (Lymphocyte Separation Medium1077, promo cell C-44010) and 80% NI-Stock (100 mM Tris/HCl pH 7.4, 10 mM MgCl_2_, 10 mM CaCl_2_l, 2% NP-40, 1.6% Triton X-100) with 0.1% DMSO. Centrifugation speed was stepwise increased at 4 °C from 37 to 150 × g in 8 min (30 s at 37 × g, 30 s at 58 × g, 30 s at 84 × g, 30 s at 114 × g, 6 min at 150 × g). The supernatant was carefully removed, and nuclei washed once in cold PBS.

### Co-IP for western blot

Nuclei were isolated via ficoll gradient centrifugation and resuspended in complete 150 mM NaCl IP Buffer (50 mM HEPES ph 7.5, 150 mM NaCl, 0.05% NP-40, 20% glycerol and freshly added 1 × Roche complete, 1 × PhosphoSTOP, 25 mM NEM, Benzonase (Merck, #1016540001) (1 µl for each 400 µl of buffer) and 2.5 mM MgCl_2_). Tubes were incubated 3 min at 37 °C for benzonase digestion, then salt concentration was adjusted to 300 mM by adding 5 M NaCl. After 30 min incubation on ice samples were centrifuged 30 min at 4 °C at maximum speed and the supernatant was used as input for IP. Since the bait proteins were FLAG-tagged, FLAG-M2 beads (Sigma, M8823-1ML) were used (80 µl beads for 80 million cells). IP was performed for 4 h followed by three washing steps, 5 min each with 1 ml 300 mM NaCl IP buffer (50 mM HEPES ph 7.5, 300 mM NaCl, 0.05% NP-40, 20% glycerol) on a rotating wheel at 4 °C. For elution of immunoprecipitated proteins, beads were first boiled in Lämmli buffer without β-mercaptoethanol (for Daxx elution) and then boiled in Lämmli buffer containing β-mercaptoethanol (for Morc3 elution). Morc3 western blot signals were detected by multiplexed fluorescent immunoblotting (LI-COR Biosciences). Development of Daxx western blots after co-IP was performed with the SuperSignal™ Western Blot Substrate Atto (Thermo Scientific, A45918).

### Immunofluorescence analysis

Cells were seeded in 24-well plates containing 12 mm poly-L-lysine coated coverslips (50 thousand cells/well). Cells were fixed with formaldehyde (500 μl/well, 3.7% formaldehyde in PBS for 10 min at RT). Coverslips were washed twice for 5 min in 1 ml PBS. Permeabilization was performed for 5 min in 500 μl/well in permeabilization solution (10 mM sodium citrate tribasic dihydrate, 200 μl Triton X-100). Two washing steps with 1 ml PBS followed by two washing steps with 1 ml washing solution I (2 l H_2_O, 220 ml 10 x PBS, 2.2 ml Tween-20, 5.5 g BSA) were performed before samples were blocked for 30 min in 300 ml blocking solution I (50 ml washing solution I, 1.2 g BSA). Primary antibody (anti-Morc3, Rockland, 100-401-N96S) was diluted in 200 μl/well blocking solution I and incubated over night at 4 °C in the dark. Cells were then washed three times with washing solution I. Secondary antibody was diluted in 200 μl/well blocking solution II (0.5 ml blocking solution I, 0.5 ml serum (goat or donkey)) and incubated for 1 h at RT in the dark. Next, coverslips were washed three times 10 min with washing solution II (500 ml PBS, 500 μl Tween-20), followed by embedding coverslips with Vectashield containing DAPI (Vector Laboratories, Axxora - H-1200) and sealed with nail polish. Samples were stored at 4 °C in the dark until pictures were taken at inverted confocal microscope Leica SP5 (×64) and analyzed with ImageJ.

### Statistics and reproducibility

Results shown in Fig. 1e, g are combinations of several experiments and the replicate number per sgRNA varies. Specifically in Fig. 1e*n* = 4 for sgDaxx, sgDnmt1, sgSetdb1 and Trim28; *n* = 3 for sgAtrx, sgMorc3, sgNeg, SgTrim24 and sgUhrf1, *n* = 2 for all remaining candidates. In Fig. 1g: *n* = 12 for sgNeg, *n* = 11 for sgSetdb1, *n* = 10 for sgDaxx, *n* = 7 for sgDnmt1 and sgUhrf1, *n* = 6 for no sgRNA control, sgMorc2a and sgTrim28, *n* = 4 for sgAtf7ip and sgAtrx, *n* = 3 for Morc3 and sgZfp606, *n* = 2 for sgDek and sg HP1, *n* = 1 for all remaining candidates.

All western blots are reproduced with *n* ≥ 2 biologically independent experiments. All uncropped blots are present in the source data file.

### Bioinformatics analysis

#### sgRNA screen data analysis

Fastq files were trimmed with Trimmomatic version 0.36 and options “CROP:43 HEADCROP:23” to contain only the unique sgRNA sequence. Reads were then mapped with bowtie to all sgRNA sequences of the Gecko V2 library. Cvs files of library sequences were downloaded from addgene (https://www.addgene.org/pooled-library/zhang-mouse-gecko-v2/). CSV files were converted to fasta format using R. Bowtie was used to generate the library index. Reads were then aligned with bowtie 1. The number of aligned reads to each sgRNA sequence was calculated with bedtools command “bedtools genomecov”. The numbers of reads for each sgRNA per sample were normalized in R as follows: Normalized reads per sgRNA = (reads per sgRNA/total reads for all sgRNAs in sample) + 1. Hits were identified by conversion of sgRNA enrichment scores into gene rankings by statistical analysis using the SecondBestRank scoring method for RNAi gene enrichment ranking (RIGER) with the RigerJ tool.

#### ChIP-seq

Paired-end ChIP-seq reads were aligned to the mouse genome mm10 using Bowtie2 with default settings. The resulting BAM files were filtered to remove non-paired reads, low mapping quality, non-primary alignment, and PCR duplicates with “samtools view -b -f 2 -F 1280 -q 20”. Homer tag directories were generated with “makeTagDirectory”. BigWig files were generated from tag directories with “makeBigWig.pl mm10 -webdir. -url. -norm 1e7 -normLength 100 -fragLength 150 -update”.

Morc3 peaks were identified using findPeaks with option “-style factor” over Input. The peak files of replicate experiments were merged using homer “mergePeaks” and, peaks common in two replicates were kept for the final peak list. The final Morc3 peak list was annotated using homer “annotatePeaks.pl”, resulting in detailed peak annotation including association with repeat elements.

Morc3 association with repeats was determined using RepEnrich2. The fraction counts for each repeat family were normalized and repeat families with significant enrichment (padj < 0.05 & log2FoldChange > 0.5) in Morc3-FLAG ChIP-seq vs. wild type FLAG ChIP-seq (background) were calculated using DeSeq2. Enrichment of H3K9me3 on ERVs in wild type vs. Morc3 knock-out and Morc3 rescue cells was also calculated with RepEnrich2 and DeSeq2.

Heatmaps for ERV silencing factors Trim28, Setdb1, Morc3, and histone H3.3/H3K9me3 were plotted as log-transformed normalized coverage (calculated from Homer tag directories with annotatePeaks.pl).

Cumulative coverage plots on IAPEz elements were performed as described earlier^20^. Cumulative coverage plots on IAPEz of H3K9me3 mutant rescues were normalized based on non-Morc3-related H3K9me3 peaks in the wt sample.

Heatmaps of H3K9me3 and H3K27ac were plotted as log-transformed normalized coverage (calculated from Homer tag directories with annotatePeaks.pl). Heatmaps of H3K9me3 mutant rescues were normalized based on non-Morc3 related H3K9me3 peaks in the wt sample.

#### RNA-seq

Paired-end reads were aligned to the mouse genome version mm10 using STAR with default options “--runThreadN 32 --quantMode TranscriptomeSAM GeneCounts --outSAMtype BAM SortedByCoordinate”. Read counts for all genes were normalized using DESeq2. Differentially expressed genes were determined using the DESeq2 results function (adjusted *p*-value < 0.01).

Expression of ERV families was calculated using RepEnrich2. Fraction counts were normalized and differentially expressed repeats were calculated using DeSeq2.

#### ATAC-seq

Single-end ATAC-seq reads were aligned to the mouse genome mm10 using Bowtie with options “-q -n 2 --best --chunkmbs 2000 -p 32 -S -m 1”. Duplicated reads were subsequently removed using Picard. Homer tag directories were generated using makeTagDirectory and bigwig files were generated with makeBigWig.pl. ATAC peaks were identified using Homer findPeaks.pl with the option “-style factor” over Input. Peaks from all samples were merged using mergePeaks resulting in a unified Peak set. Raw ATAC coverage counts were calculated with annotatePeaks. Differential ATAC peaks were determined with the DESeq2 result function.

ATAC coverage of ERV families was calculated using RepEnrich2 on BAM files including multi-mapping reads. Fraction counts were normalized, and differentially accessible repeats were calculated using DeSeq2.

#### IGV Screenshots

IGV screenshots were taken from respective bigwig files using IGV 2.10.0.

#### ChIP-MS data analysis

MaxQuant (1.6.14.0) was used to identify proteins and quantify by iBAQ with the following parameters: Database, UP000000589_10090_Mmusculus_2020; MS tol, 10 ppm; MS/MS tol, 20 ppm Da; Peptide FDR, 0.1; Protein FDR, 0.01 Min. peptide Length, 7; Variable modifications, Oxidation (M); Fixed modifications, Carbamidomethyl (C); Peptides for protein quantitation, razor and unique; Min. peptides, 1; Min. ratio count, 2.

The final list of proteins found was filtered and statistically processed in R studio version 3.5.0 using the Linear Models for Microarray Data (LIMMA) R script Version 1.0.1 that is available on GitHub written by Wasim Aftab (https://github.com/wasimaftab/LIMMA-pipeline-proteomics).

For comparative analysis between Morc3 wild type and mutant proteins, iBAQ values for proteins identified with more than 2 peptides were normalized to Morc3 or Daxx, respectively, by dividing by the iBAQ value of the bait. Mean normalized iBAQ values from replicate experiments were plotted. Daxx was not detected in the Morc3 ATP binding and SUMOylation mutant ChIP-MS experiments.

Pathway enrichment analysis of significantly Morc3-associated proteins was performed using Panther.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. ChIP-MS proteomics datasets generated in this study have been deposited to the ProteomeXchange database under the accession code PXD027368. ATAC-seq, ChIP-seq, and RNA-seq datasets generated in this study have been deposited to the GEO database under the accession code GSE159936. The published Trim28 ChIP-seq data used in this study are available in the GEO database under accession code GSM1819199. The published Daxx-ko and H3.3-ko RNA-seq data used in this study are available in the GEO database under accession code GSE102688. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Morc3 silences endogenous retroviruses by enabling Daxx-mediated histone H3.3 incorporation
**Source:** Nat Commun. 2021 Oct 14;12:5996. doi: 10.1038/s41467-021-26288-7
**Supplement:** Supplementary file 1 — Supplementary Information

# Morc3 silences endogenous retroviruses by enabling Daxx-mediated histone H3.3 incorporation (Groh et al.)

## Supplementary information

---

### Supplementary Figures

- Figure S1.** Comparison of the SHIN screen with Chelmicki et al. and FACS gating strategy.
- Figure S2.** Morc3-3xFLAG knock-in strategy and validation of knock-in.
- Figure S3.** Validation of knock-out and rescue cell lines.
- Figure S4.** Morc3 rescues gene and ERV expression.
- Figure S5.** Characterization of Morc3 dependent chromatin changes.
- Figure S6.** Morc3 dependent chromatin changes on selected Morc3 targets.
- Figure S7.** Chromatin changes in Morc3 knock-out cells can be rescued.
- Figure S8.** Validation of Morc3 mutant rescue cell lines.
- Figure S9.** Morc3 can associate with H3K4me3 promoters.
- Figure S10.** Morc3 mutants fail to rescue Morc3-dependent chromatin changes.
- Figure S11.** Morc3 mutant proteins fail to rescue increased chromatin accessibility on Morc3 targets.
- Figure S12.** Nuclear Daxx levels are not changed in Morc3 mutant rescue cell lines.
- Figure S13.** Histone H3.3 ChIPseq analysis.
- Figure S14.** Morc3 mutant proteins fail to rescue histone H3.3 enrichment on Morc3 target genes.
- Figure S15.** Regulation of Morc3 target ERVs and genes in Daxx and H3.3 ko cells.
- Figure S16.** Morc3 target genes are similarly regulated in Daxx, H3.3 and Morc3 ko cells.

### Supplementary Tables

- Table S1.** Plasmids
- Table S2.** sgRNA oligonucleotides
- Table S3.** Cell lines
- Table S4.** Antibodies
- Table S5.** RT-qPCR oligonucleotides
- Table S6.** Oligonucleotides for cloning
- Table S7.** Oligonucleotides for library preparation of sgRNA screen
- Table S8.** Primers used for ATAC-seq from Buenrostro, et al (2013)
- Table S9.** Sequencing files
- Table S10.** Software

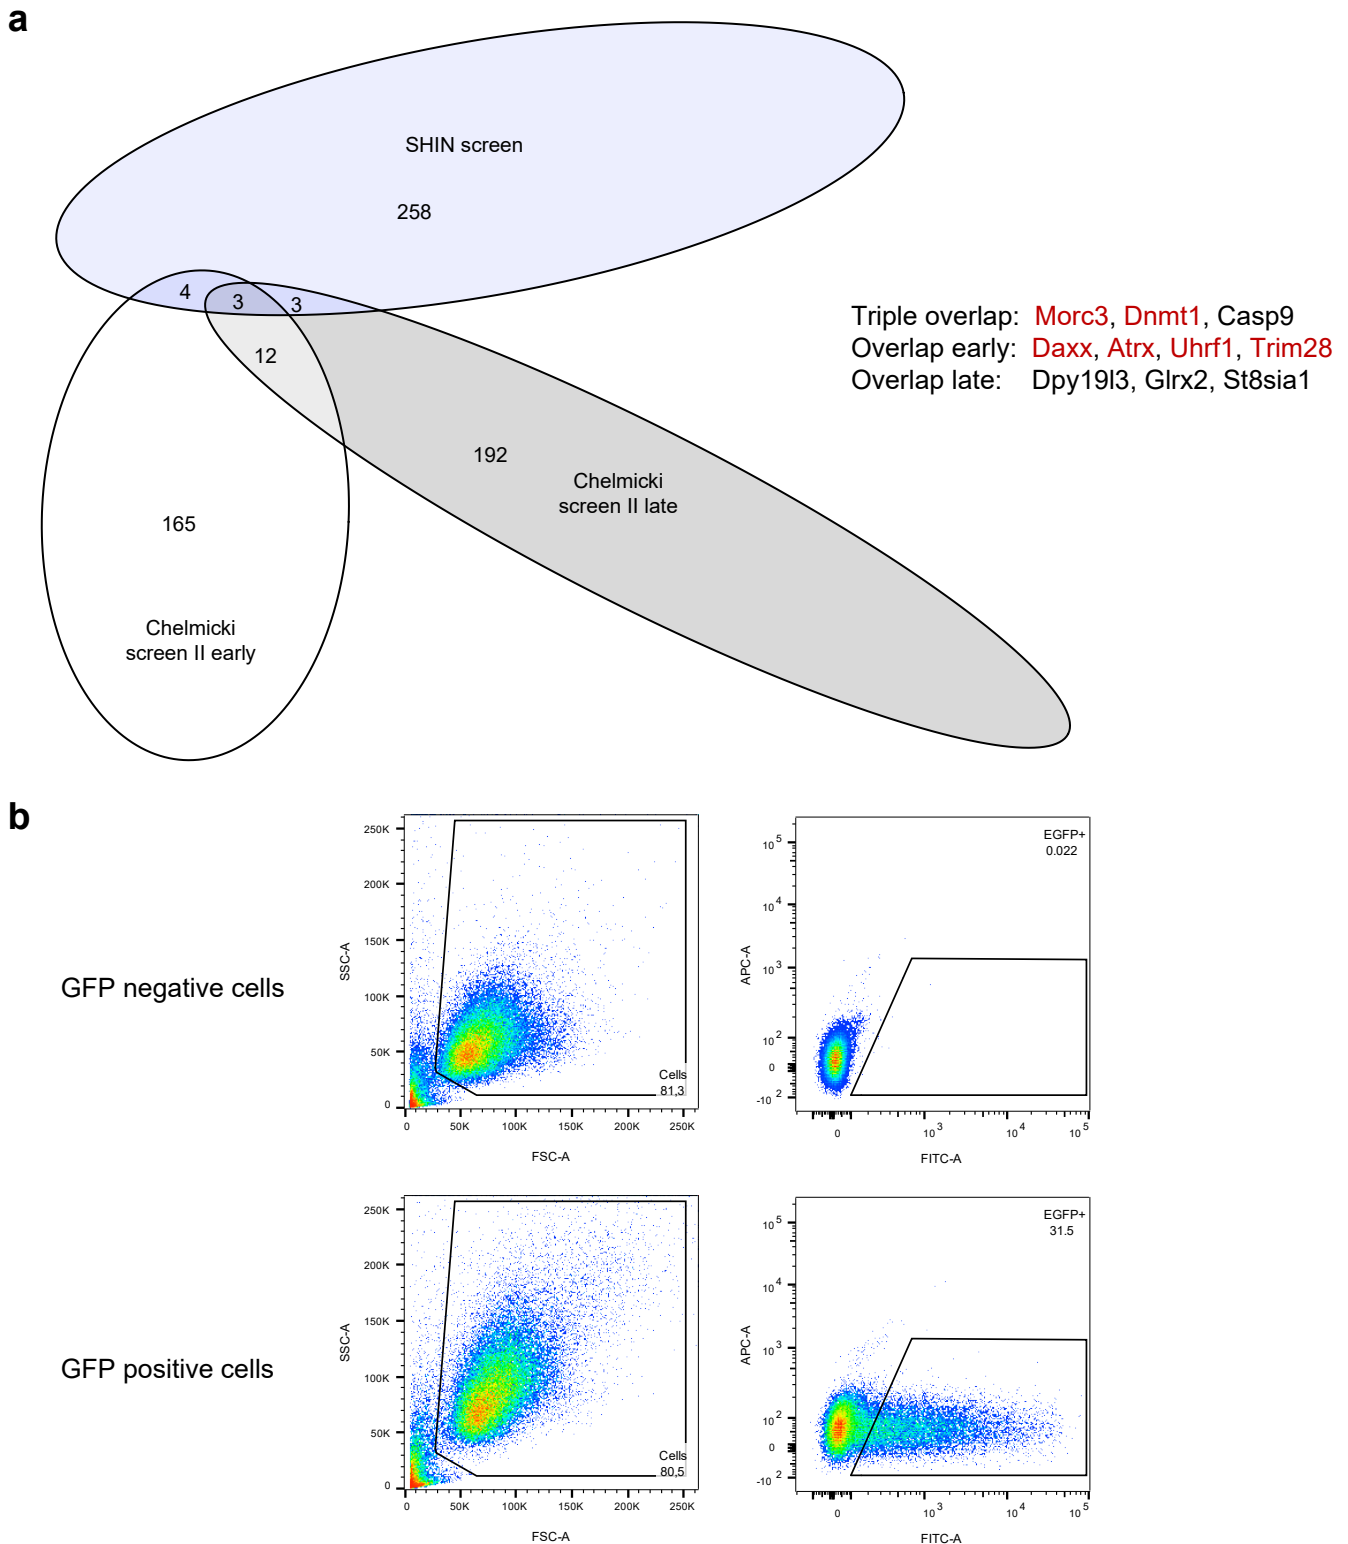

**Figure S1. Comparison of the SHIN screen with Chelmicki et al. and FACS gating strategy.** **a** Comparison of screening hits between our Morc3 SHIN screen and an IAP based screen from Chelmicki et al.<sup>1</sup> Venn Diagram of top hits (provided p- values < 0.01) from early and late Chelmicki et al. screen II and Morc3 SHIN screen is shown. Overlapping genes between all three screens, overlap between Morc3 and early screens, and overlap between Morc3 and late screens are specified. Known ERV silencing factors are marked in red. **b** The FACS gating strategy for SHIN reporter experiments consists of gating for live cells by forward (FSC) and side scatter (SSC) followed by gating for negative and positive according to control cells without GFP expression in the FITC-A (GFP) and APC-A (empty) channels.

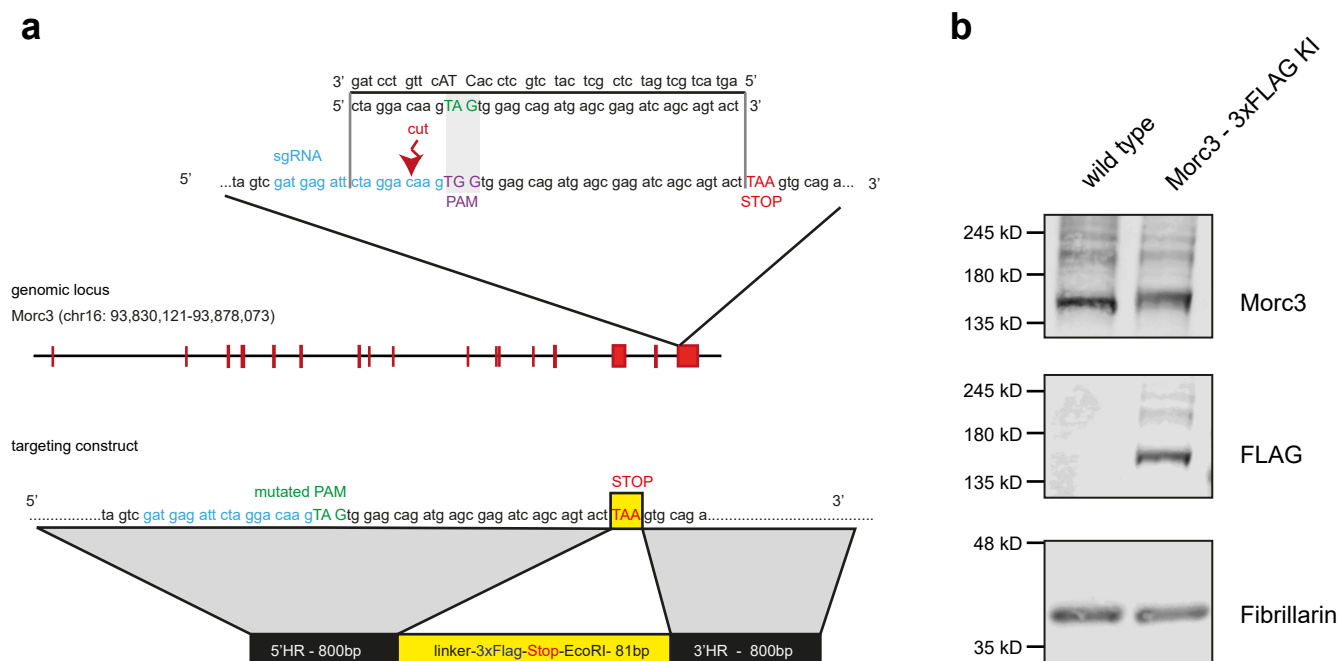

**Figure S2. Morc3-3xFLAG knock-in strategy and validation of knock-in.** **a** Schema of the Morc3 genomic locus and the sequence used for sgRNA-mediated double strand break induction to allow for homology-dependent repair with the targeting construct. **b** Western blot analysis of wild type and Morc3 3xFLAG knock-in nuclear extracts using antibodies against Morc3, FLAG and Fibrillarin (loading control). Detection on the same blot with the LI-COR system. Uncropped blot in Source Data.

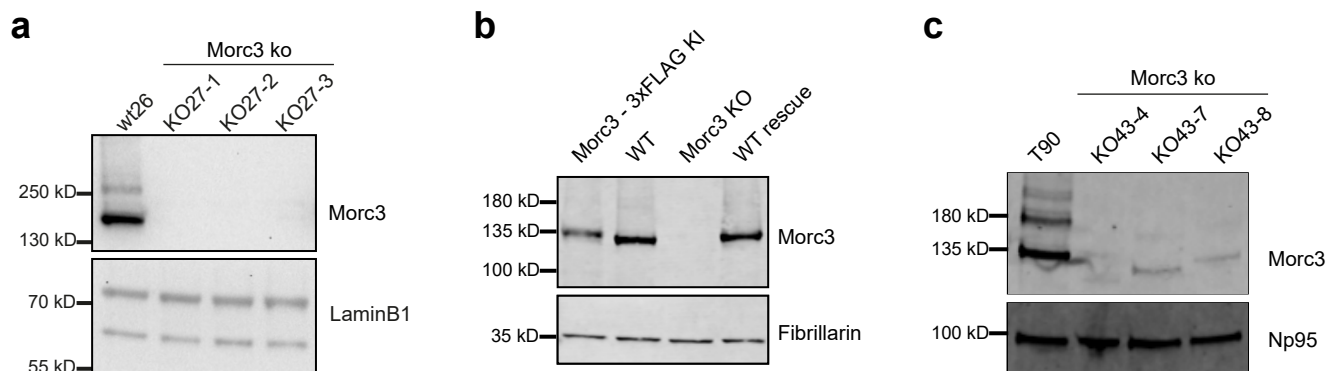

**Figure S3. Validation of knock-out and rescue cell lines.** **a** Western blot analysis of wild type vs. Morc3 knock-out clones. Morc3 antibody staining indicates loss of Morc3 expression in the knock-out clones. LaminB1 serves as loading control. **b** Western blot analysis of Morc3 3xFLAG knock-in, wild type, Morc3 ko, and Morc3 rescue cell lines using antibodies against Morc3 and Fibrillarin (loading control). **c** Western blot analysis of Morc3 knock-out clones, based on T90 ES cells. Morc3 antibody staining indicates loss of Morc3 expression in the knock-out clones. NP95 serves as loading control. Detection on the same blot with the LI-COR system. Uncropped blots in Source Data.

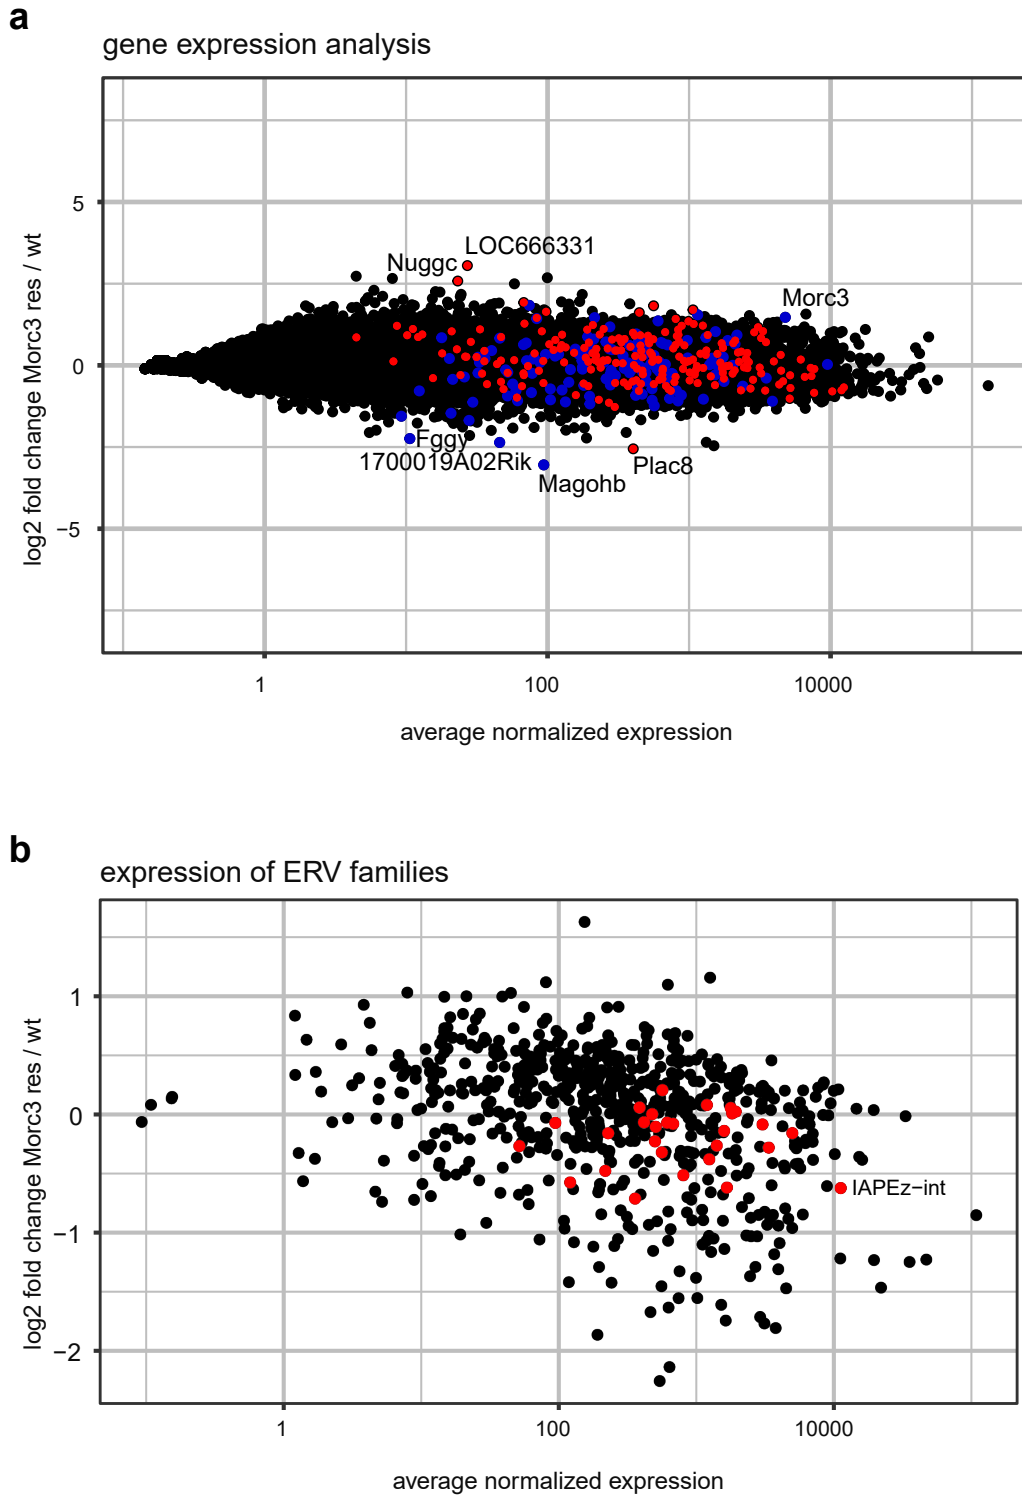

**Figure S4. Morc3 rescues gene and ERV expression.** **a** Dot plot showing average expression vs. log2-fold change of coding genes in wild type vs. Morc3 rescue ES cells. Colored dots indicate genes with significantly changed expression in the Morc3 ko (**Figure 3a**). Positions of relevant genes are indicated. **b** Dot plot showing average expression vs. log2-fold change of ERV families in wild type vs. Morc3 rescue ES cells. Colored dots indicate ERVs with significantly changed expression in the Morc3 ko (**Figure 3f**). Positions of relevant ERV families are indicated.

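The 13267 genes tested had a median log2 fold change of 0.01 between rescue clones and wild type, with quartiles of -0.14 and 0.16. A change under 0.5 in size was found for 85.8% of them, and 500 genes, or 3.77%, changed by 1 or more. When each library was set against the other 3 in turn, wild type gave 1 call in edgeR's test, with 1373 genes at an unadjusted p under 0.05, and each of the clones gave 0, with 510, 467 and 261 such genes for clones 3C, 3D and 3M. DESeq2's test called 65 genes for wild type and 8, 2 and 3 for these clones. The contrast in edgeR's unadjusted p values depended on which clones were used. Without clone 3M, clone 3C as the lone library had more genes under 0.05 than wild type had. Without 3C or without 3D, wild type had the most.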

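Among the genes labelled in the plot of rescue cells, *LOC666331* had 8 counts in wild type and 28, 52 and 54 in clones 3C, 3D and 3M, a log2 fold change of 2.85 (standard error 0.58, adjusted p = 0.22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's value is 3.05. *Nuggc* had 7 counts in wild type and 43, 38 and 31 in the clones, a log2 fold change of 2.79 (standard error 0.55, adjusted p = 0.21). It lies on chromosome 14, whose genes as a whole were higher in the clones, by medians of 0.34 to 0.35, far less than *Nuggc*. *Magohb* fell by 2.25 on the log2 scale (standard error 0.36, adjusted p = 0.19) and *1700019A02Rik* by 1.99 (standard error 0.34, adjusted p = 0.19), each lower in 3 of 3 clones. *Plac8*, with 227 counts in wild type and 30, 87 and 44 in the clones, fell by 1.69 (standard error 0.42, adjusted p = 0.30). The paper's ko changes are 0.80 for *LOC666331*, 0.53 for *Nuggc*, -0.90 for *Magohb*, -1.11 for *1700019A02Rik* and 0.43 for *Plac8*. Of these genes, only *Plac8* moved the other way in the clones. *Fggy* had 10 counts in wild type and 1, 3 and 3 in the clones, too few for the test. Without clone 3D, the adjusted p of *Magohb*, *1700019A02Rik* and *Plac8* passed 0.01, at 0.0048, 0.0034 and 0.00024. The paper's rescue values are held here for the first 1999 of the 17911 rows of the source data, which include *LOC666331* and *Nuggc*. The lowest log2 fold change in the held rows is 0.78, so genes that the paper found unchanged or lower in rescue could not be compared.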

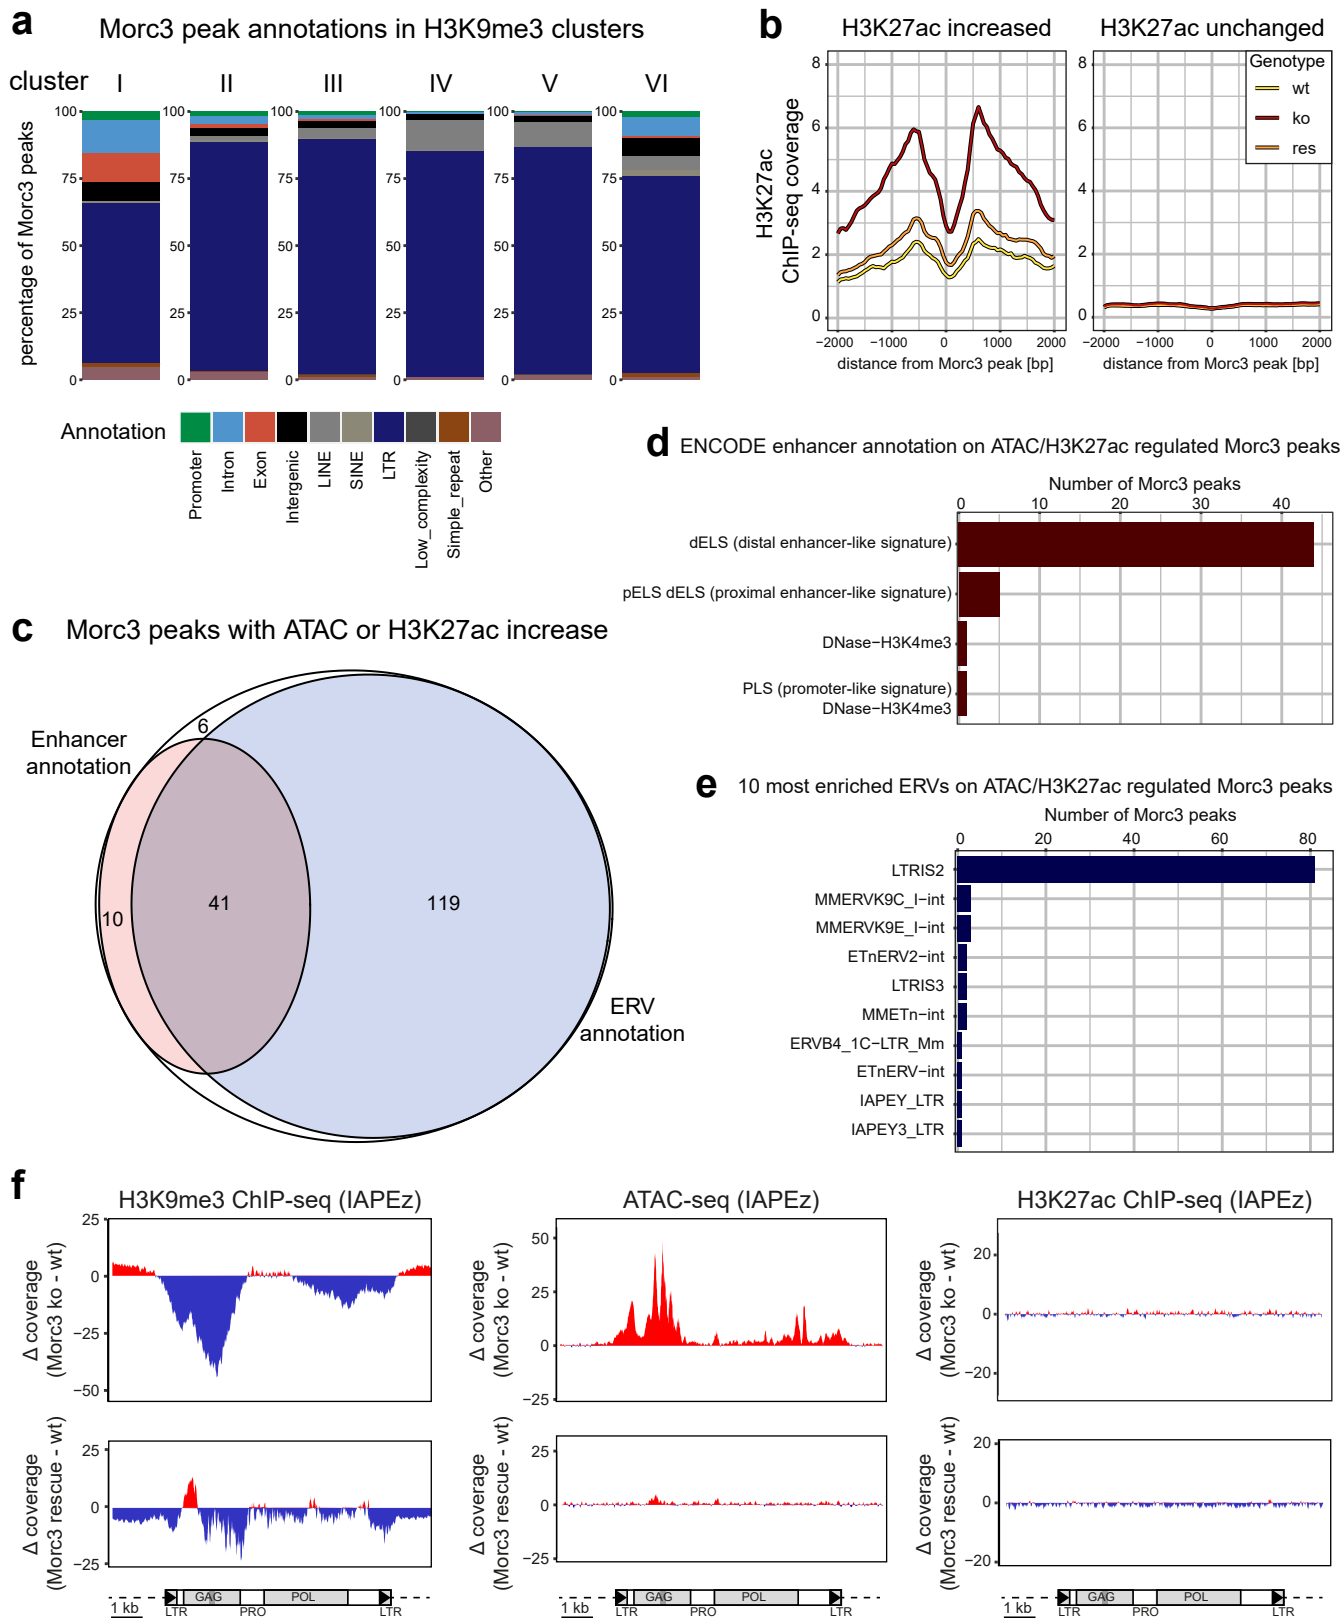

**Figure S5. Characterization of Morc3 dependent chromatin changes.** **a** Annotation statistics of Morc3 peak clusters from Figure 4a. **b** Density plot showing the average occupancy of H3K27ac on Morc3 peaks. Left panel shows Morc3 peaks with increased H3K27ac, right panel shows Morc3 peaks with unchanged H3K27ac in Morc3 ko ES cells. **c** Venn diagram showing the overlap between Morc3 peaks with increased accessibility and/or increased H3K27ac in Morc3 ko with ENCODE CRE and ERV annotations. **d** Bar graph depicts number of ATAC/H3K27ac regulated Morc3 peaks with different ENCODE enhancer annotations. **e** Bar graph depicts number of ATAC/H3K27ac regulated Morc3 peaks associated with the 10 most enriched ERV families.

**Continued legend Figure S5. f** Reduced H3K9me3, increased chromatin accessibility and unchanged H3K27ac on IAPEz elements in Morc3 ko ES cells. Differences in cumulative coverage between Morc3 ko and wild type ES cells (top panel) or Morc3 rescue and wild type ES cells (lower panel) for H3K9me3 ChIP-seq, ATAC-seq and H3K27ac ChIP-seq are plotted. Reduced H3K9me3 and increased accessibility is mainly in the 5'UTR and GAG region. The position of the SHIN sequence is indicated as gray bar.

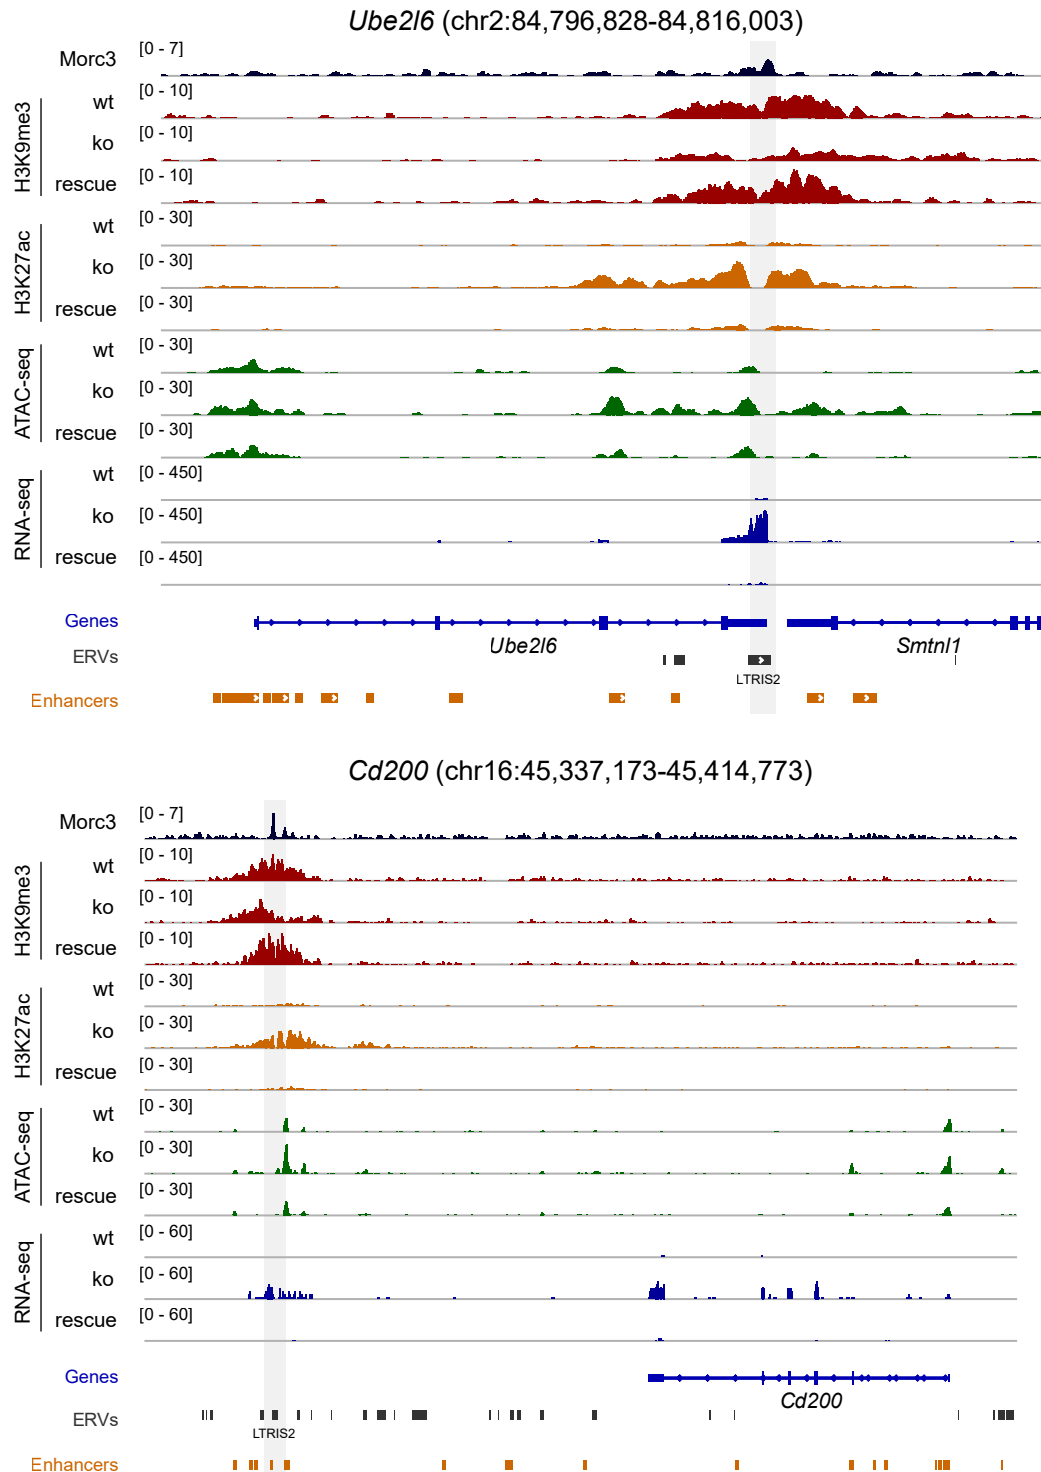

**Figure S6. Morc3 dependent chromatin changes on selected Morc3 targets.** Genome browser view of Morc3-dependent chromatin changes on target genes (*Ube2l6*, *Cd200*). Positions of Morc3 peaks are indicated by gray boxes. Chromatin and transcriptional changes are rescued in Morc3 rescue ES cells.

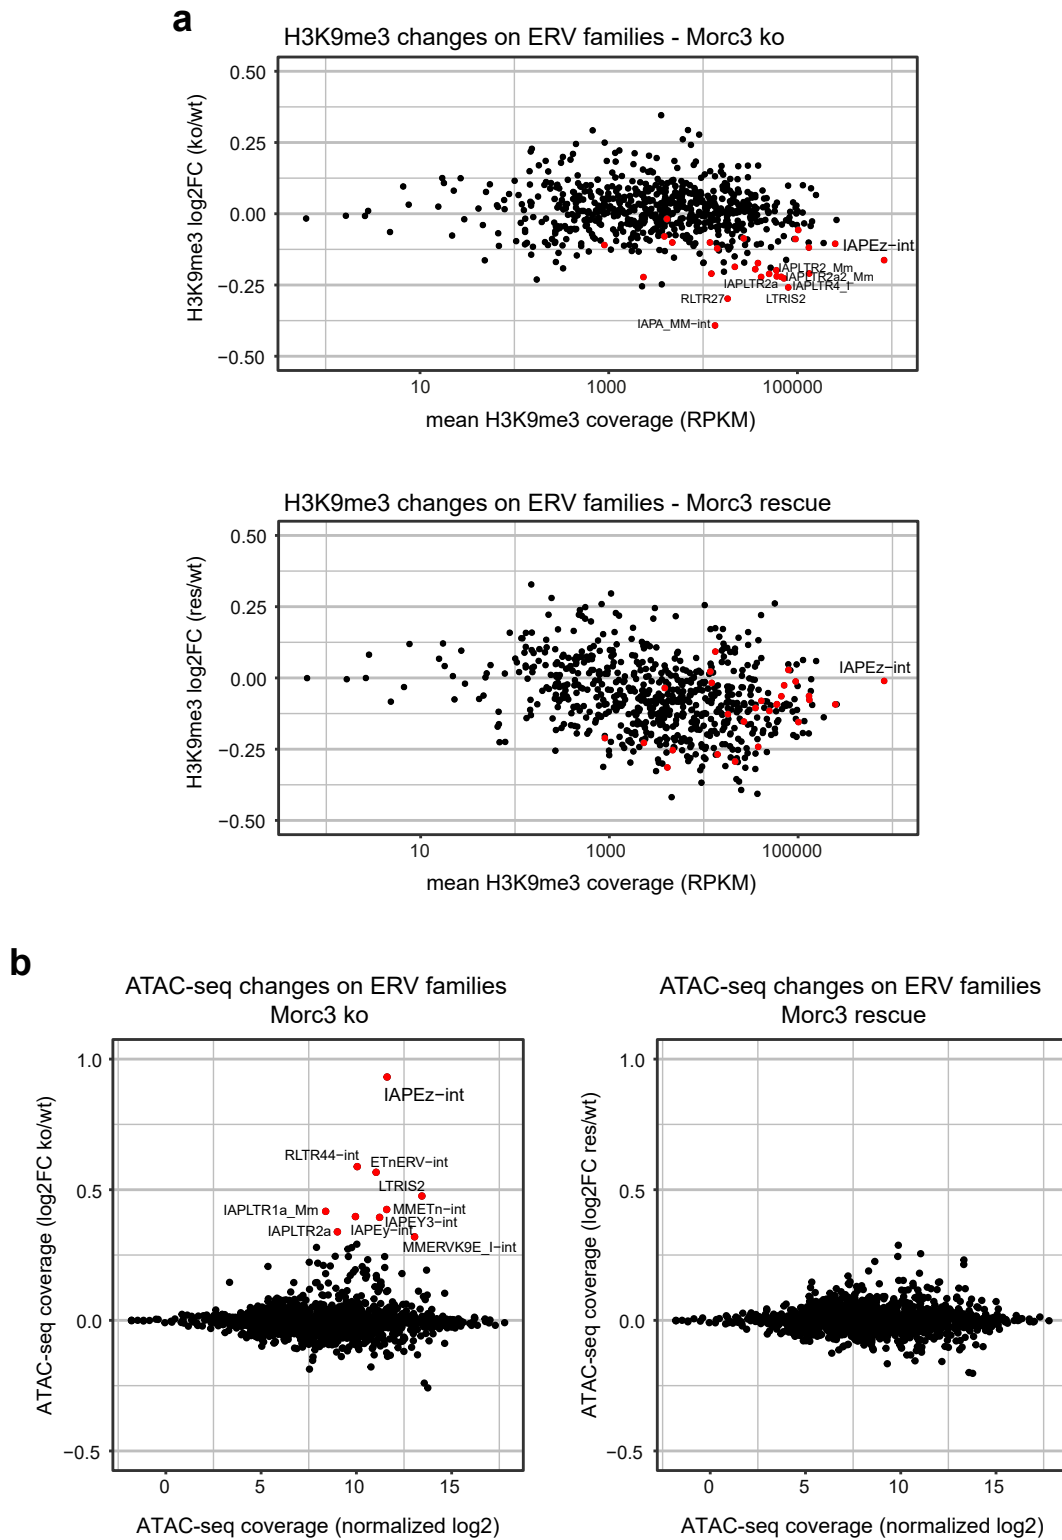

**Figure S7. Chromatin changes in Morc3 knock-out cells can be rescued.** **a** Dot plot showing normalized H3K9me3 ChIP-seq coverage vs. log2-fold change of ERV families in wild type vs. Morc3 knock-out ES cells (upper panel) and wild type vs. Morc3 rescue ES cells (lower panel). Red dots indicate ERV families with significantly reduced coverage in Morc3 ko cells (adjusted p-value < 0.05, by DEseq2, n=2 for wt and ko, n=3 for res). H3K9me3 of most families is normalized in Morc3 rescue cells (e.g. IAPez). **b** Dot plot showing average ATAC-seq coverage vs. log2-fold change of ERV families in wild type vs. Morc3 knock-out ES cells (left panel) and wild type vs Morc3 rescue ES cells (right panel). Colored dots indicate ERV families with significantly increased (red dots) or decreased (blue dots) coverage (adjusted p-value < 0.05, by DEseq2, n=3 for each condition).

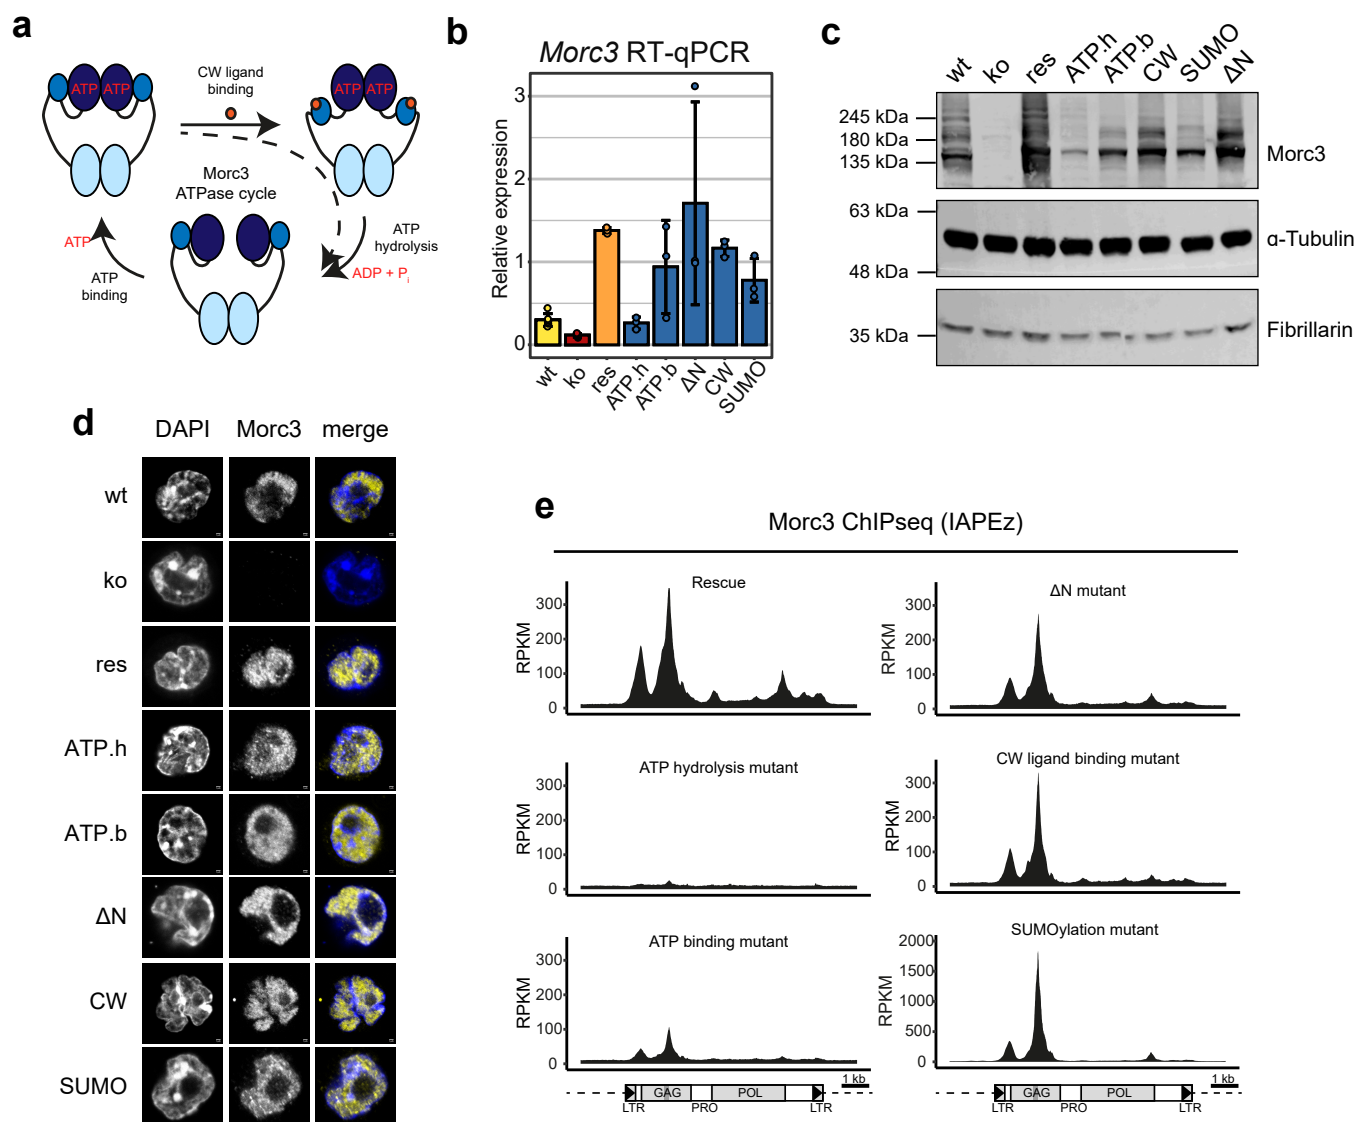

**Figure S8. Validation of Morc3 mutant rescue cell lines.** **a** Schema of the Morc3 ATPase cycle. **b** RT-qPCR analysis of *Morc3* expression in Morc3 mutant rescue ES cells. Bar graph depicts mean relative expression to control genes (*Actin* and *Hprt*). Error bars indicate standard deviation of replicate experiments (n=3). **c** Western blot analysis of whole cell lysates from wild type, Morc3 ko, and Morc3 rescue cell lines using antibodies against Morc3 and the loading controls alpha-Tubulin and Fibrillarlin. Detection on the same blot with the LI-COR system. Uncropped blots in Source Data. **d** Immunofluorescence analysis of wild type and Morc3 mutant rescue cells. In wild type cells, Morc3 displays a broad nuclear staining, which is lost in Morc3 knock-out cells. All Morc3 mutant proteins display a similar staining pattern as the wild type protein. **e** Cumulative ChIP-seq coverage of Morc3 wild type and mutant proteins on IAPez elements. Prominent enrichment is over the 5'UTR and the GAG region. The position of the SHIN sequence is indicated as dark gray bar. The ATP hydrolysis mutant does not display significant coverage on IAPez elements and the ATP binding mutant shows reduced enrichment.

**a** H3K4me3 and Morc3 ChIP-seq coverage at promoters

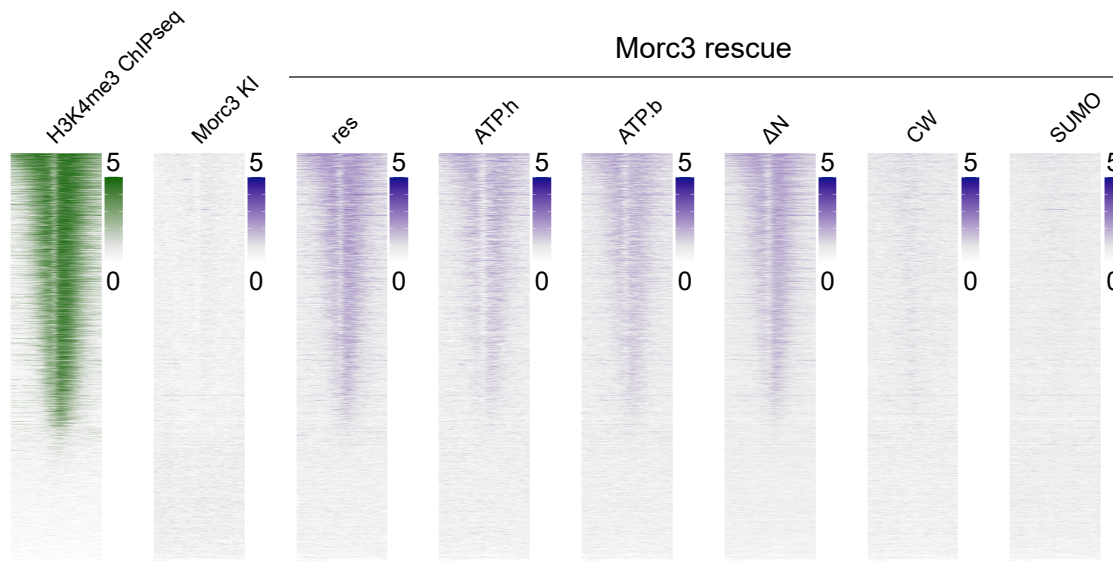

**b** H3K4me3 ChIP-seq coverage at promoters in wt vs Morc3 ko

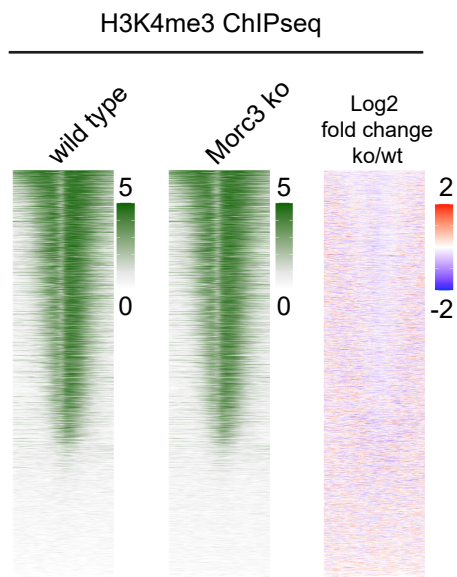

**Figure S9. Morc3 can associate with H3K4me3 promoters.** **a** Read-density heat maps showing the normalized coverage of H3K4me3 and Morc3 wild type and mutant proteins on promoters. Wild type Morc3 from the 3xFLAG knock-in allele could not be detected on promoters, whereas the Morc3 from wild type rescue cells could be detected. Morc3 mutant proteins display promoter association with exception of the CW and SUMO mutants. **b** Read-density heat map showing the normalized coverage of H3K4me3 in wt and Morc3 ko cells. No pronounced change in H3K4me3 signal was observed.

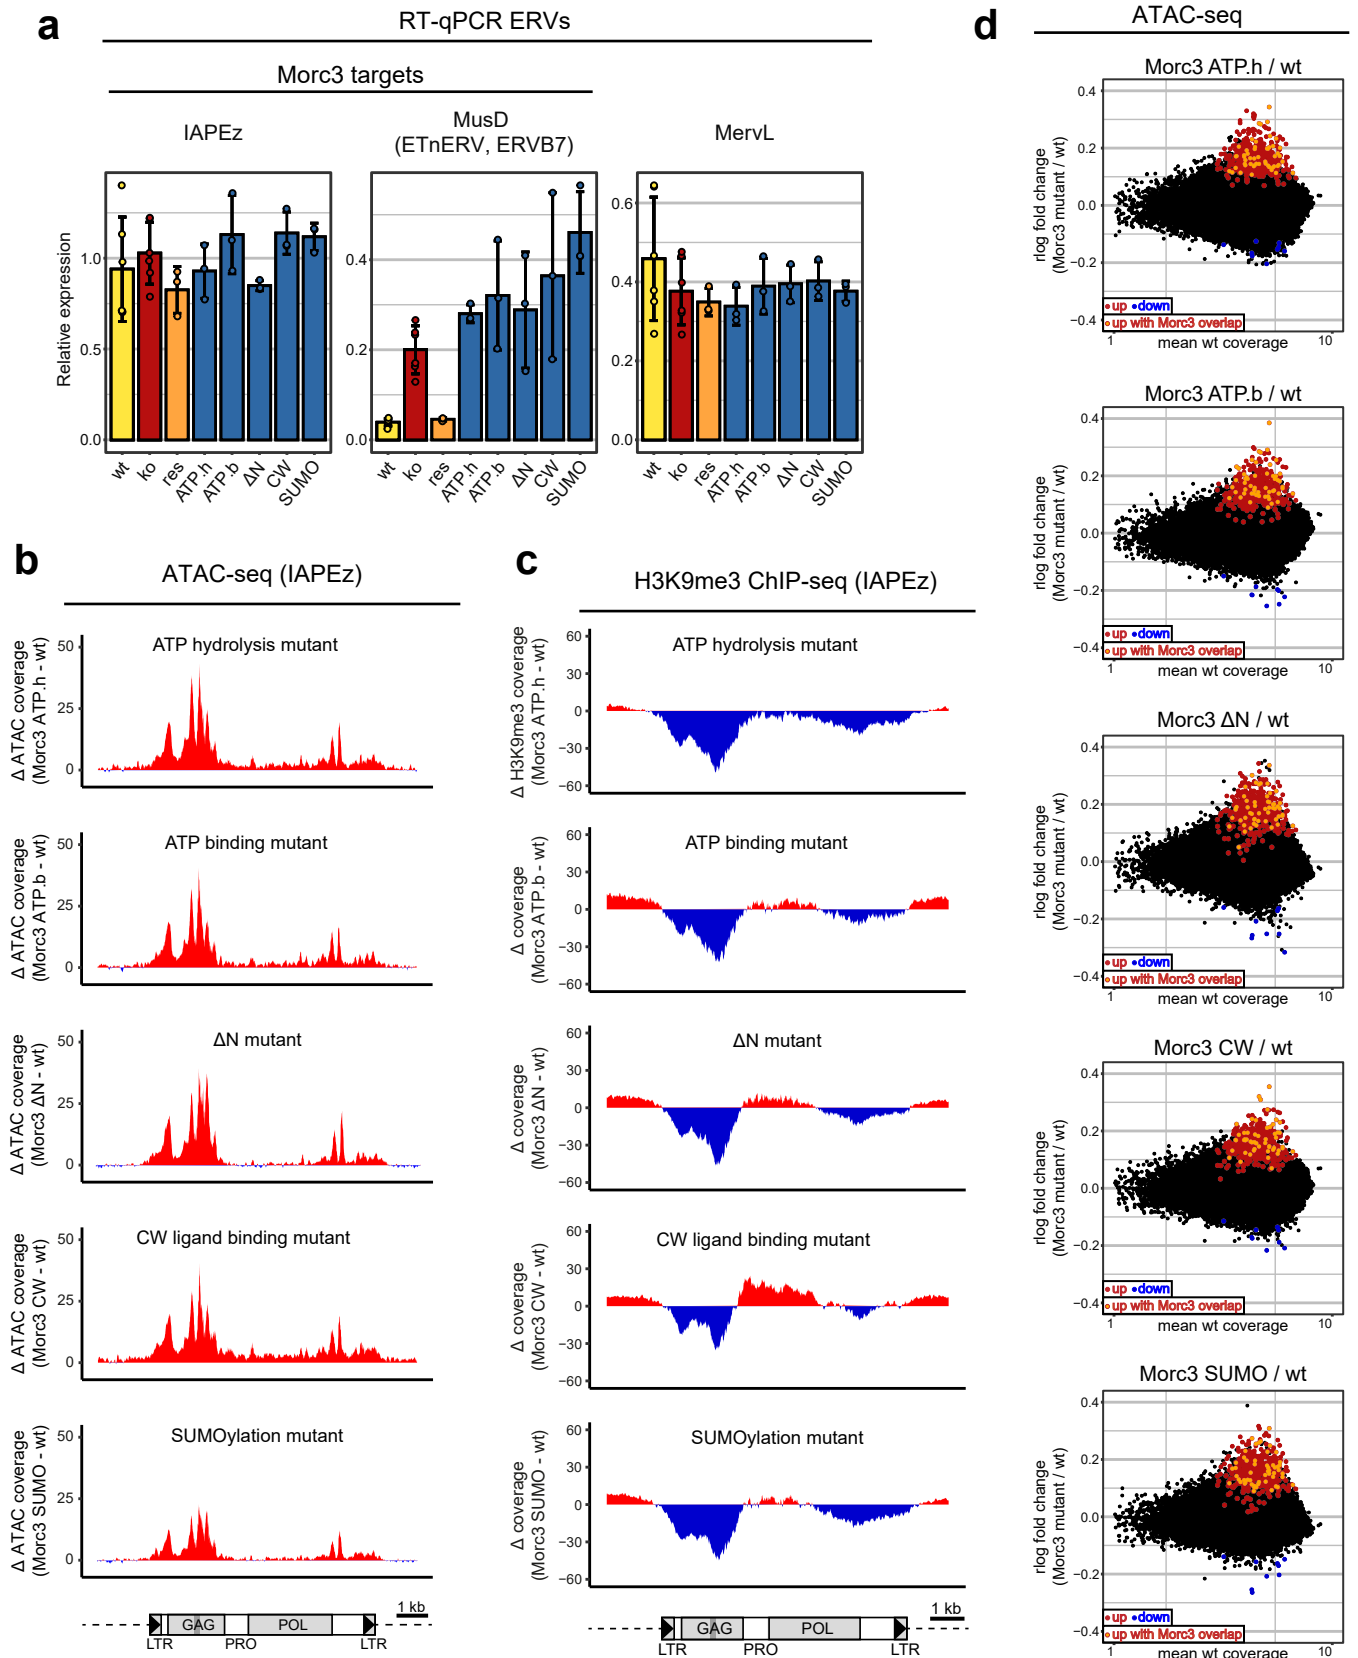

**Figure S10. Morc3 mutants fail to rescue Morc3-dependent chromatin changes.** **a** RT-qPCR analysis of ERV expression in Morc3 mutant rescue ES cells. Bar graph depicts mean relative expression to control genes (*Actin* and *Hprt*). Error bars indicate standard deviation of replicate experiments (n=3). **b** Increased chromatin accessibility on IAPEz elements cannot be rescued by Morc3 mutant proteins. Plots display the difference in cumulative ATAC-seq coverage between Morc3 mutant and wild type ES cells. The position of the SHIN sequence is indicated as gray bar.

**Continued legend Figure S10. c** Decreased H3K9me3 levels on IAPEz elements cannot be rescued by Morc3 mutant proteins. Plots display the difference in cumulative H3K9me3 ChIP-seq coverage between Morc3 mutant and wild type ES cells. The position of the SHIN sequence is indicated as a gray bar. **d** Dot plot showing average coverage vs. log2-fold change of ATAC peaks in wild type vs. Morc3 mutant rescue ES cells. Colored dots indicate ATAC peaks with significantly increased (red dots) or decreased (blue dots) coverage in Morc3 ko ES cells (Figure 4c), peaks with significantly increased ATAC coverage and overlapping with Morc3 peaks are marked in orange. ATAC coverage of these peaks cannot be rescued in all tested Morc3 mutant rescue ES cells.

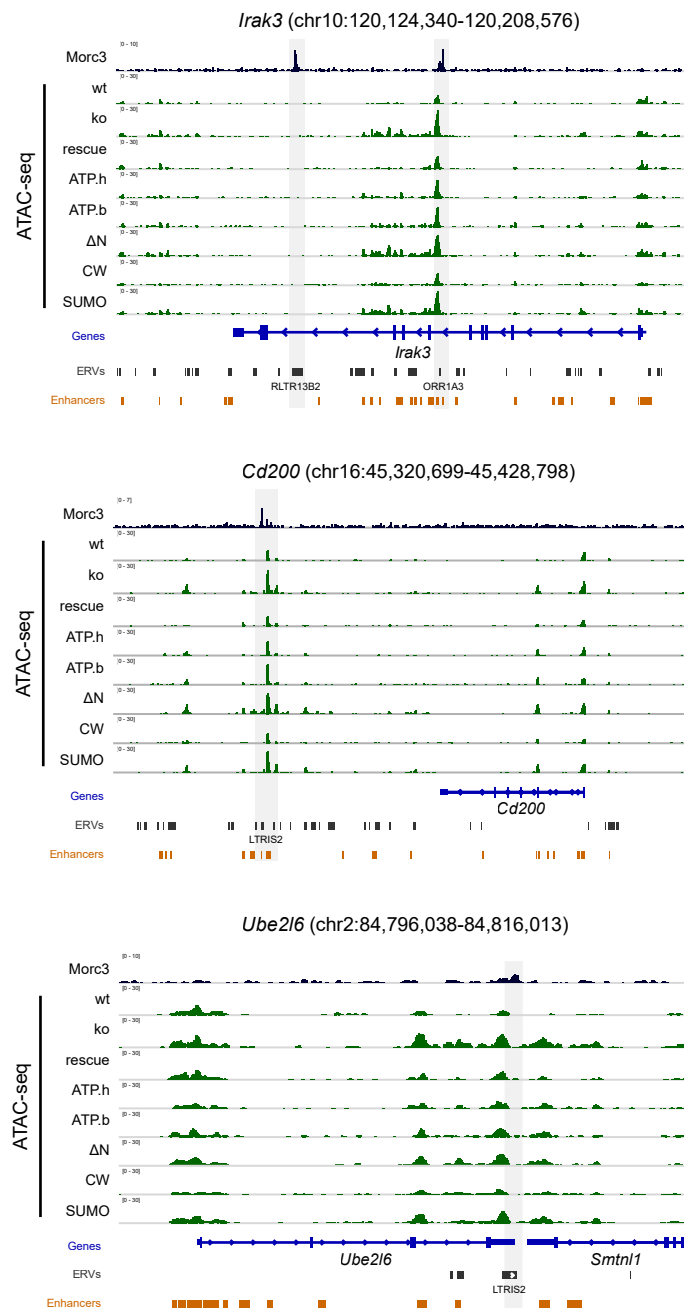

**Figure S11. Morc3 mutant proteins fail to rescue increased chromatin accessibility on Morc3 targets.** Genome browser view of chromatin accessibility on Morc3 target genes (*Irak3*, *Cd200*, *Ube2l6*). Positions of Morc3 peaks are indicated by gray boxes. wt – wild type, ko – Morc3 ko, rescue – Morc3 wild type rescue, ATP.h – ATP hydrolysis mutant, ATP.b – ATP binding mutant, ΔN – Dimerization mutant, CW – CW mutant, SUMO – SUMOylation mutant.

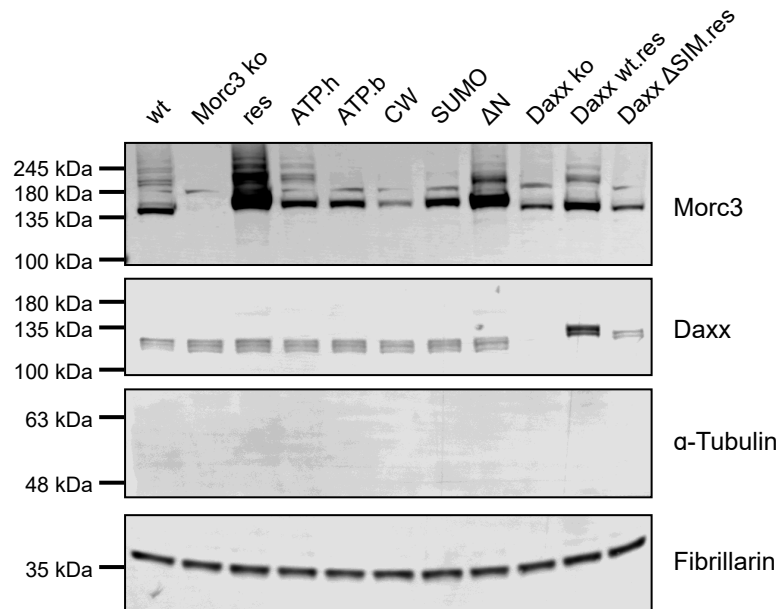

**Figure S12. Nuclear Daxx levels are not changed in Morc3 mutant rescue cell lines.** Western blot analysis of nuclear extracts from wild type, Morc3 ko, Morc3 rescue, Daxx ko and Daxx rescue cell lines using antibodies against Morc3, Daxx, alpha-Tubulin (cytoplasmic control) and Fibrillarin (loading control). Nuclear Daxx levels are similar in all Morc3 mutant cell lines. Detection on the same blot with the LI-COR system. Uncropped blot in Source Data.

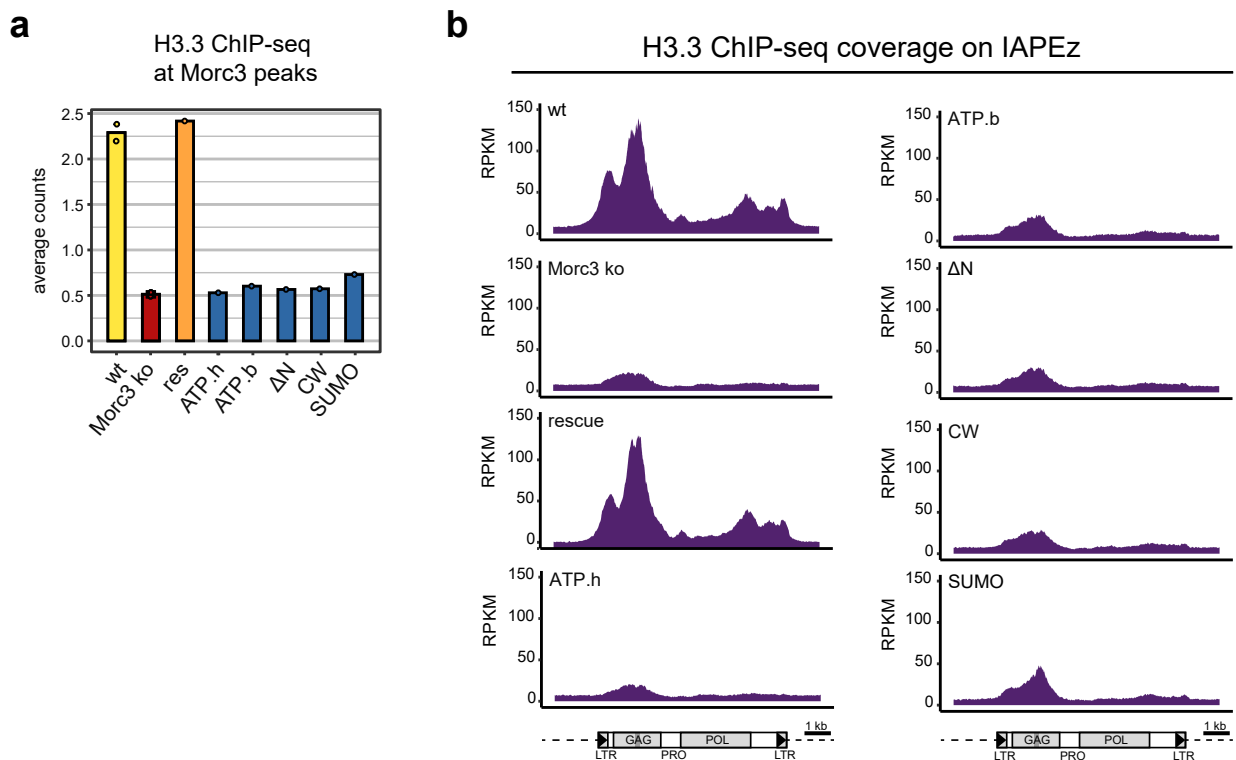

**Figure S13. Histone H3.3 ChIPseq analysis.** **a** Histone H3.3 coverage on Morc3 peaks. Bar graph depicts average normalized reads over all Morc3 peak centers (100 bp bin). Bar of wt and ko shows mean of replicate experiments (n=2). ChIP-seq of rescue cells was not replicated (n=1). **b** Cumulative coverage plot of histone H3.3 on IAPez elements. In wt and rescue cells, prominent enrichment is detected over the 5'UTR and the GAG region. The position of the SHIN sequence is indicated as dark gray bar. In all Morc3 mutant rescue cell lines histone H3.3 coverage is strongly reduced on IAPez elements.

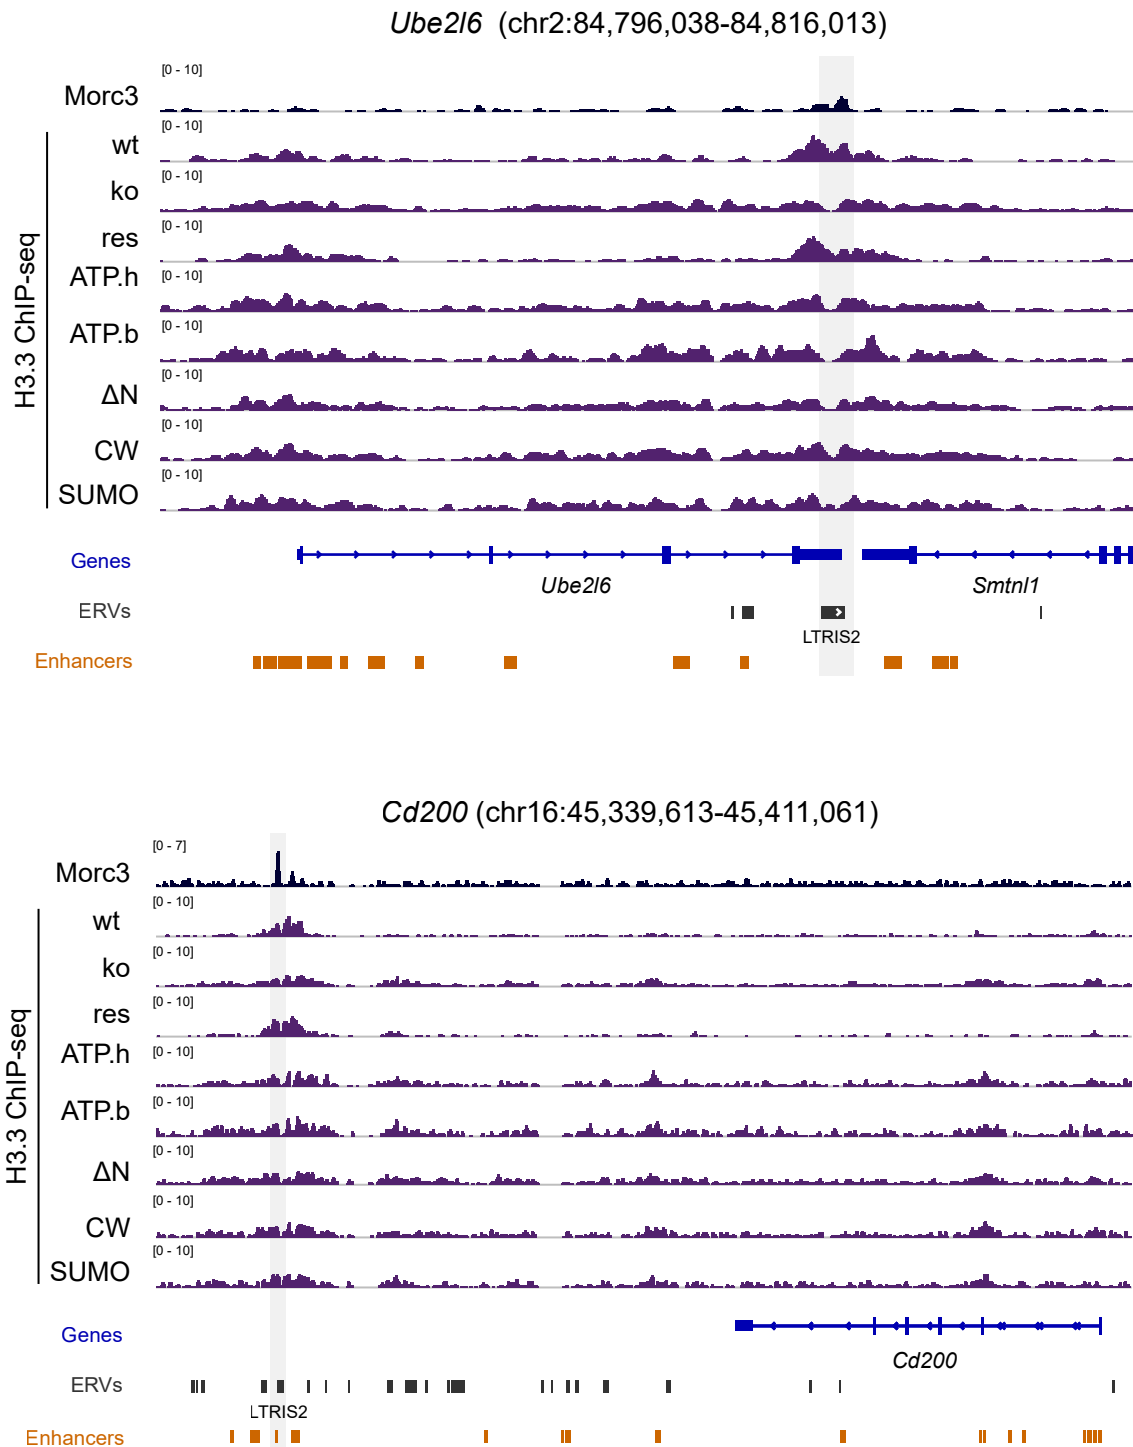

**Figure S14. Morc3 mutant proteins fail to rescue histone H3.3 enrichment on Morc3 target genes.** Genome browser views of histone H3.3 enrichment on additional Morc3 target genes (*Ube2l6*, *Cd200*), complementary to Figure 7b. Positions of Morc3 peaks are indicated by gray boxes. wt – wild type, ko – Morc3 ko, rescue – Morc3 wild type rescue, ATP.h – ATP hydrolysis mutant, ATP.b – ATP binding mutant, ΔN – Dimerization mutant, CW – CW mutant, SUMO – SUMOylation mutant.

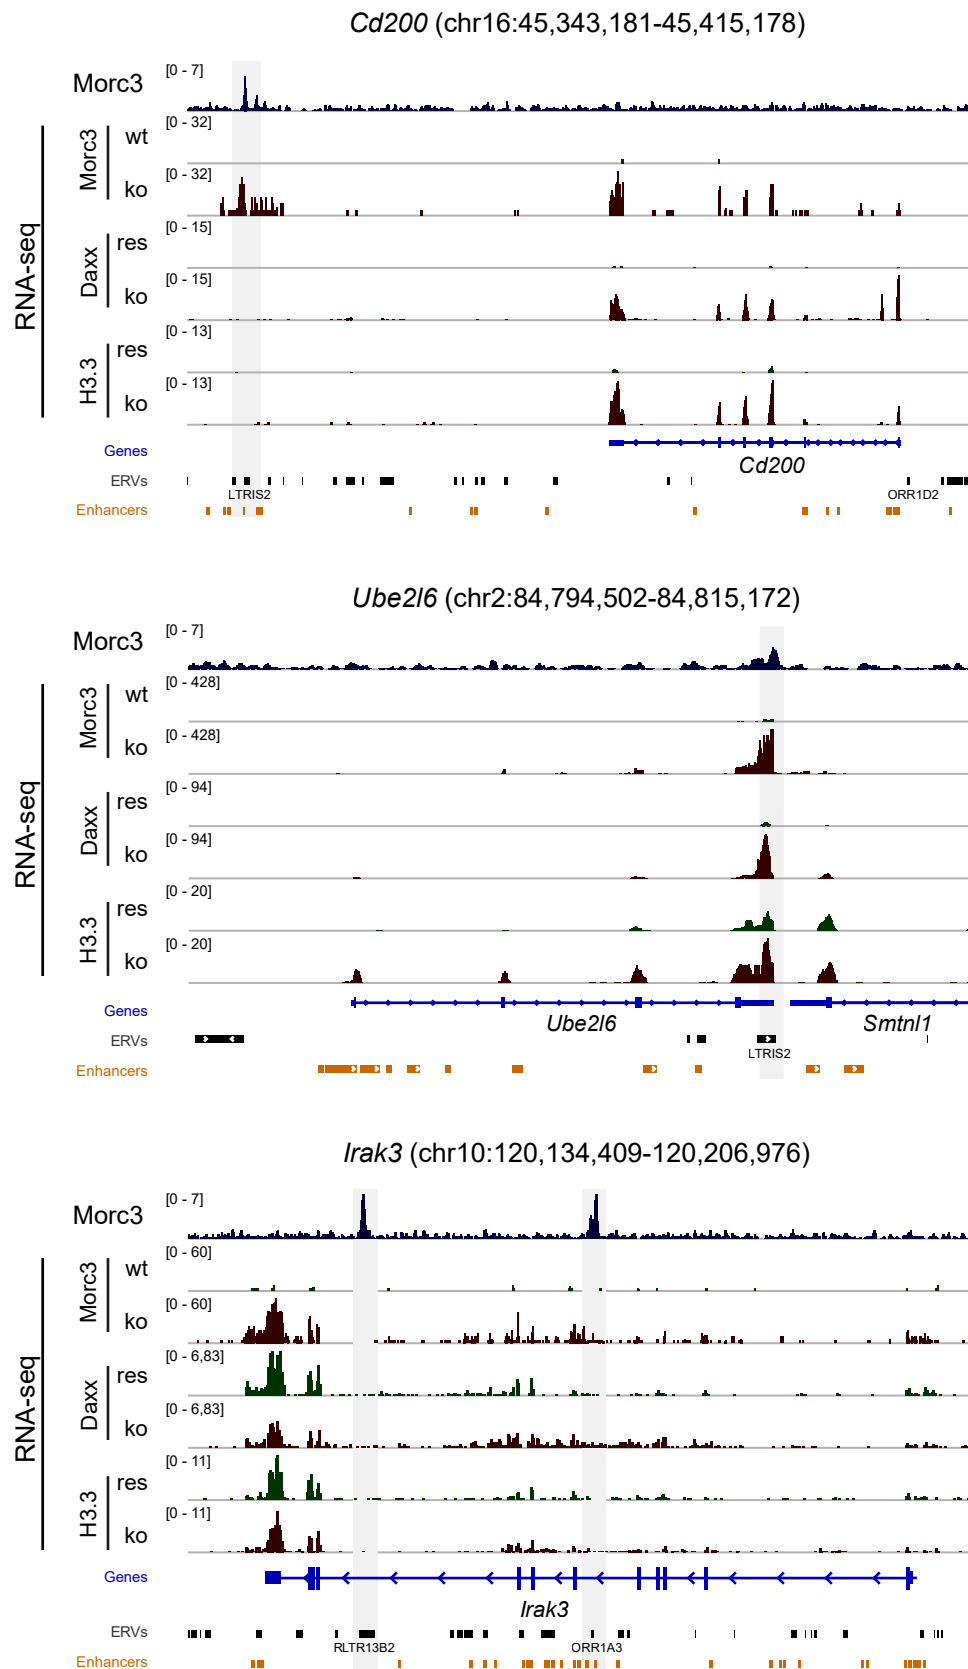

**Figure S16. Morc3 target genes are similarly regulated in Daxx, H3.3 and Morc3 ko cells.** Genome browser view of RNA-seq coverage on Morc3 target genes (*Cd200*, *Ube2l6*, *Irak3*). Positions of Morc3 peaks are indicated by gray boxes.

**Table S1. Plasmids.** List of all plasmids used for lentiviral packaging, sgRNA knock-out, SHIN reporter assays, and generation of cell lines with Daxx rescue, Morc3 knock-in, Morc3 knock-out and Morc3 rescue.

| ID    | Name                                      | Purpose                                                             |
|-------|-------------------------------------------|---------------------------------------------------------------------|
| #183  | psPax2                                    | packaging lentivirus                                                |
| #811  | pLP-ecov                                  | packaging lentivirus                                                |
| #1348 | pLenti6-sgRNA-ccdB                        | backbone for lentiviral sgRNA Plasmids                              |
| #940  | pLenti6-EFEGT-neo                         | SHIN initiation assay                                               |
| #1074 | pLenti6-EFEGT-neo/GAG2.22                 | SHIN initiation assay                                               |
| #1272 | pLFIP-3xFLAG-Daxx_FL                      | 3xFLAG-Daxx expression for rescue                                   |
| #1273 | pLFIP-3xFLAG-Daxx_delta_SIM               | 3xFLAG-Daxx_delta_SIM expression for mutant rescue                  |
| #1523 | pX330-Morc3_knock_in                      | CRISPR cut for Morc3-3xFLAG knock in                                |
| #1529 | pBlu2SKP_Morc3_3xflag_KI                  | Template for homologous repair of Morc3 CRISPR cut including 3xFLAG |
| #1500 | pX330-Morc3_del1                          | Generation of Morc3 KO cell lines                                   |
| #1501 | pX330-Morc3_del2                          | Generation of Morc3 KO cell lines                                   |
| #1704 | pCMV-hyPBBase                             | PiggyBac (PB) Transposase                                           |
| #1721 | PB_hPGK_Morc3_T2A_Puro                    | Morc3 expression for rescue                                         |
| #1725 | PB_hPGK_Morc3_E35A_T2A_Puro               | Morc3_E35A expression for mutant rescue                             |
| #1727 | PB_hPGK_Morc3_G101A_T2A_Puro              | Morc3_G101A expression for mutant rescue                            |
| #1728 | PB_hPGK_Morc3_W419A_T2A_Puro              | Morc3_W419A expression for mutant rescue                            |
| #1759 | PB_hPGK_Morc3_3xFLAG_T2A_Puro             | Morc3_3xFLAG expression for rescue                                  |
| #1760 | PB_hPGK_Morc3_E35A_3xFLAG_T2A_Puro        | Morc3_E35A_3xFLAG expression for mutant rescue                      |
| #1762 | PB_hPGK_Morc3_G101A_3xFLAG_T2A_Puro       | Morc3_G101A_3xFLAG expression for mutant rescue                     |
| #1763 | PB_hPGK_Morc3_W419A_3xFLAG_T2A_Puro       | Morc3_W419A_3xFLAG expression for mutant rescue                     |
| #1814 | PB_hPGK_Morc3_SUMOylation_3xFLAG_T2A_Puro | Morc3_SUMOylation_3xFLAG expression for mutant rescue               |
| #1817 | PB_hPGK_Morc3_deltaN_3xFLAG_T2A_Puro      | Morc3_deltaN_3xFLAG expression for mutant rescue                    |

**Table S2. sgRNA oligonucleotides.** Sequences used for cloning of sgRNAs in lentiviral vectors for knock-out of indicated targets in SHIN silencing experiments.

| Target name   | Forward sequence 5' - 3'   | Reverse sequence 5' - 3'    | ID fwd | ID rev |
|---------------|----------------------------|-----------------------------|--------|--------|
| sgSetdb1      | CACC GCTGAGCTGCAGCAGGCGG   | AAAC CCGCCTGCTGCAGCTCAGC    | GS3110 | GS3111 |
| sgAtf7ip      | CACC GCCACTACAGTACAGGCTAC  | AAAC GTAGCCTGTACTGTAGTGGC   | GS2769 | GS2770 |
| sgDnmt1       | CACC GCTTCGTGAAGTGAGCCGTGA | AAAC TCACGGCTCACTTCACGAAGC  | GS3526 | GS3527 |
| sgUhrf1       | CACC GTCACAGTGCGAGCACGAGCA | AAAC TGCTCGTGCTCGCACTGTGAC  | GS3528 | GS3529 |
| sgDaxx        | CACC GTACAATGATGCTGTTCAT   | AAAC ATGACAGCATCATTTGAC     | GS3108 | GS3109 |
| sgTrim28      | CACC GCCGCGTCTGCTCCCTGCG   | AAAC CGCAGGGGACGACGCGGC     | GS3112 | GS3113 |
| sgAtrx        | CACC GACAACCTCTTTCGACCA    | AAAC TGGTCGAAAGGAGTTGTC     | GS3106 | GS3107 |
| sgMorc3       | CACC GTGAATGCTAAACAGATC    | AAAC GATCTGTTTAGCATTAC      | GS3439 | GS3440 |
| sgZfp445      | CACC GTTCCATGTGAAGTCTCCAAG | AAAC CTTGGAGACTTCACATGGAAC  | GS3536 | GS3537 |
| sgZfp54       | CACC GCCGCGTATGCCTACCGTAC  | AAAC CATGGGTAGGCATAGGATTTTC | GS3534 | GS3535 |
| sgZfp90       | CACC GCACGTCCTCACGCAACATG  | AAAC CATGTTGCGTGAGGGACGTGC  | GS3532 | GS3533 |
| sgGtf2ird1    | CACC GCATTGTGTACCGCCACGC   | AAAC GCGTGGCGGTACACAATGC    | GS3437 | GS3438 |
| sgZfp606      | CACC GATCAACCCATGGCCCTCC   | AAAC GGAGGGCCATGGGTTGATC    | GS3171 | GS3200 |
| sgPrdm5       | CACC GAAAATTTGACCCCTTCGC   | AAAC CGAAGGGTGCCAAATTTTC    | GS3435 | GS3436 |
| sgPogK        | CACC GCCTCGGAATGCCCGCCGCA  | AAAC TGCGGCGGGCATTCCGAGGC   | GS3538 | GS3539 |
| sgZfp943      | CACC GTAGCTCTGTAAGATGTACTT | AAAC AAGTACATCTTACAGAGCTAC  | GS3540 | GS3541 |
| sgSmarcal1    | CACC GACAACCTCTCAGCTCGAC   | AAAC GTCGAGCTGAGAAGTTGTC    | GS3433 | GS3434 |
| sgTrim24      | CACC GCCGCCGCTCTCCGAGTC    | AAAC GACTCGGAGAGCGGCGGC     | GS3441 | GS3442 |
| sgZfp599      | CACC GCATTTGAAGACGTAGCCG   | AAAC CGGCTACGTCTTCAAATGC    | GS3443 | GS3444 |
| sgPhf19       | CACC GCCACCACTCCTAACAAAG   | AAAC CTTGTTAGGACTGGTGCC     | GS3445 | GS3446 |
| sgDsn1        | CACC GATGACGCAAGGCGTTTCAG  | AAAC CTGAAACGCCTTGCGTCATC   | GS3530 | GS3531 |
| sgZfp3        | CACC GAAGACTCCAAGCCACAT    | AAAC ATGTGGCTTGAGTCTTC      | GS3431 | GS3432 |
| sgNeg         | CACC GTTTGGCTCTACAAAGGC    | AAAC GCCTTTGTAGAGCCAAAC     | GS3126 | GS3127 |
| sgDek         | CACC GGGTTCCTTCTCGGATGA    | AAAC TCATCCGAGAAGGAACCC     | GS3120 | GS3121 |
| sgKdm5b       | CACC GACACCCGAGTGATAGTC    | AAAC GACTATACACTCGGGTGTC    | GS4117 | GS4118 |
| sgEhmt1       | CACC GCAAGGTGTCTTTTGTCT    | AAAC AGAACAAGAGACACCTTGC    | GS4115 | GS4116 |
| sgMorc2a_del6 | CACC GCCATACTGCCCAATTTGAG  | AAAC CTCAAATGGGCAGTATGGC    | GS4370 | GS4371 |
| sgMorc2a_del7 | CACC GCTCAATGCGGATTGGGA    | AAAC TCCCAATCCGATTGAGC      | GS4372 | GS4373 |
| sgMorc2a_del8 | CACC GCACCTGGAATGCTCGAACAC | AAAC GTGTTTCGAGCATTCCAGGTGC | GS4374 | GS4375 |
| sgCbx1        | CACC CGGTGTGCTCGGGCGGTCCGA | AAAC TCGGACCGCCGACGCAACGC   | GS4140 | GS4141 |
| sgCbx3        | CACC GTGGCGCCGATTATTCGTTT  | AAAC GAACGAATAATCGGCGCCAC   | GS4142 | GS4143 |
| sgCbx5        | CACC GTTGGACAGGCGCATGGTTAA | AAAC TTAACCATGCGCCTGTCCAAC  | GS4144 | GS4145 |
| sgEzh2        | CACC GTTCTTTAGACTCTTCCCTG  | AAAC CAGGGAAGAGTCTAAGAAC    | GS4113 | GS4114 |
| sgEed         | CACC GCGTATTTGTGGGCGTGTC   | AAAC GACACGCCACAAATACGC     | GS3979 | GS3980 |

**Table S3. Cell lines.** Summary of all cell lines used and generated.

| ID      | Description                                                                               | Background | Source                        |
|---------|-------------------------------------------------------------------------------------------|------------|-------------------------------|
| wt26    | wild type mouse ES cell line                                                              | -          | Peters et al. <sup>3</sup>    |
| A9      | mouse ES cell line (C57/BL6J 3 129/Sv ES)                                                 | -          | Nakashima et al. <sup>4</sup> |
| T86     | Stable integration by RMCE at HA36 of doxycyclin inducible SHIN reporter, expressing rtTA | HA36       | Sadic et al. <sup>5</sup>     |
| T37     | HeLa cell expressing the mouse lentiviral receptor Slc7a1 (mCAT)                          | HeLa       | Sadic et al. <sup>5</sup>     |
| 293T    | Commercial human embryonic kidney cells for virus packaging                               | HEK        | Invitrogen                    |
| T90     | T86 expressing Cas9                                                                       | T86        | This study                    |
| T89     | Wt cells expressing Cas9                                                                  | wt26       | This study                    |
| KO27-1  | Morc3 KO (single clone)                                                                   | wt26       | This study                    |
| KO27-2  | Morc3 KO (single clone)                                                                   | wt26       | This study                    |
| KO27-3  | Morc3 KO (single clone)                                                                   | wt26       | This study                    |
| K9-G1   | Setdb1-3xFLAG KI (single clone)                                                           | A9         | Schotta lab                   |
| K14-E8  | Morc3-3xFLAG KI (single clone)                                                            | wt26       | This study                    |
| T90-B1  | T90 (single clone)                                                                        | T90        | This study                    |
| T90-B2  | T90 (single clone)                                                                        | T90        | This study                    |
| T90-D1  | T90 (single clone)                                                                        | T90        | This study                    |
| KO43-4  | Morc3 KO (single clone)                                                                   | T90        | This study                    |
| KO43-7  | Morc3 KO (single clone)                                                                   | T90        | This study                    |
| KO43-8  | Morc3 KO (single clone)                                                                   | T90        | This study                    |
| T131-3C | wt- Morc3 rescue (by PiggyBac, single clone)                                              | KO27-2     | This study                    |
| T131-3D | wt- Morc3 rescue (by PiggyBac, single clone)                                              | KO27-2     | This study                    |
| T131-3M | wt- Morc3 rescue (by PiggyBac, single clone)                                              | KO27-2     | This study                    |
| T141-5  | Morc3_E35A-rescue ATP hydrolysis mutant (by PiggyBac, single clone)                       | KO27-2     | This study                    |
| T141-7  | Morc3_E35A-rescue ATP hydrolysis mutant (by PiggyBac, single clone)                       | KO27-2     | This study                    |
| T141-9  | Morc3_E35A-rescue ATP hydrolysis mutant (by PiggyBac, single clone)                       | KO27-2     | This study                    |
| T142-4  | Morc3_G101A-rescue ATP binding mutant (by PiggyBac, single clone)                         | KO27-2     | This study                    |
| T142-5  | Morc3_G101A-rescue ATP binding mutant (by PiggyBac, single clone)                         | KO27-2     | This study                    |
| T142-11 | Morc3_G101A-rescue ATP binding mutant (by PiggyBac, single clone)                         | KO27-2     | This study                    |
| T143-2  | Morc3_W419A-rescue CW domain mutant (by PiggyBac, single clone)                           | KO27-2     | This study                    |
| T143-3  | Morc3_W419A-rescue CW domain mutant (by PiggyBac, single clone)                           | KO27-2     | This study                    |
| T143-5  | Morc3_W419A-rescue CW domain mutant (by PiggyBac, single clone)                           | KO27-2     | This study                    |
| T145-5  | Morc3_3xFLAG-rescue wt (by PiggyBac, single clone)                                        | KO27-2     | This study                    |
| T146-5  | Morc3_E35A_3xFLAG rescue ATP hydrolysis mutant (by PiggyBac, single clone)                | KO27-2     | This study                    |
| T148-3  | Morc3_G101A_3xFLAG-rescue ATP binding mutant (by PiggyBac, single clone)                  | KO27-2     | This study                    |
| T149-3  | Morc3_W419A_3xFLAG-rescue CW domain mutant (by PiggyBac, single clone)                    | KO27-2     | This study                    |
| T181-6D | Morc3_SUMOylation_3xFLAG-rescue SUMOylation mutant (by PiggyBac, single clone)            | KO27-2     | This study                    |
| T181-7J | Morc3_SUMOylation_3xFLAG-rescue SUMOylation mutant (by PiggyBac, single clone)            | KO27-2     | This study                    |
| T181-15 | Morc3_SUMOylation_3xFLAG-rescue SUMOylation mutant (by PiggyBac, single clone)            | KO27-2     | This study                    |
| T185-5  | Morc3_deltaN_3xFLAG-rescue deltaNmutant (by PiggyBac, single clone)                       | KO27-2     | This study                    |
| T185-7  | Morc3_deltaN_3xFLAG-rescue deltaNmutant (by PiggyBac, single clone)                       | KO27-2     | This study                    |
| T185-12 | Morc3_deltaN_3xFLAG-rescue deltaNmutant (by PiggyBac, single clone)                       | KO27-2     | This study                    |
| KO2-3   | Daxx KO (single clone)                                                                    | wt26       | Sadic et al. <sup>5</sup>     |
| T163-8  | 3xFLAG-Daxx full length rescue (single clone)                                             | KO2-3      | This study                    |
| T163-4  | 3xFLAG-Daxx full length rescue (single clone)                                             | KO2-3      | This study                    |
| T163-9  | 3xFLAG-Daxx full length rescue (single clone)                                             | KO2-3      | This study                    |
| T164-3  | 3xFLAG-Daxx delta SIM rescue (single clone)                                               | KO2-3      | This study                    |
| T164-7  | 3xFLAG-Daxx delta SIM rescue (single clone)                                               | KO2-3      | This study                    |
| T164-8  | 3xFLAG-Daxx delta SIM rescue (single clone)                                               | KO2-3      | This study                    |

**Table S4. Antibodies.** Antibodies used for western blot, Chromatin immunoprecipitation and Immunofluorescence.

| ID   | Name         | Source/ Company | Cat#/ Clone  | Purpose                         | Dilution in Westernblot |
|------|--------------|-----------------|--------------|---------------------------------|-------------------------|
| #67  | NP95         | Leonhardt Lab   | clone 8H3    | Westernblot loading control     | 1:5                     |
| #075 | Nanog        | Biomol, Bethyl  | A300-397A    | Westernblot loading control     | 1:1000                  |
| #232 | FLAG M2      | Sigma           | F1804        | Westernblot, ChIP-seq, ChIP-MS  | 1:1000                  |
| #249 | H3K9me3      | Active Motif    | 39161        | ChIP-seq                        | -                       |
| #251 | LaminB1      | Active Motif    | 39095        | Westernblot loading control     | 1:1000                  |
| #259 | H3K4me3      | Diagenode       | CS-003-100   | ChIP-seq                        | -                       |
| #265 | H3K27ac      | Diagenode       | pAB-174-050  | ChIP-seq                        | -                       |
| #285 | Morc3        | Rockland        | 100-401-N96S | Westernblot, Immunofluorescence | 1:1000                  |
| #304 | Fibrillarin  | Santa Cruz      | sc-166021    | Westernblot loading control     | 1:100                   |
| #316 | Daxx(H-7)    | Santa Cruz      | sc-8043      | Westernblot                     | 1:500                   |
| #318 | Histone H3.3 | Millipore       | #09-838      | ChIP-seq                        | -                       |

**Table S5. RT-qPCR oligonucleotides.** Primers used for expression analysis by RT-qPCR.

| Name/ Target | ID      | Direction | Sequence (5' to 3')       | Use                                              | Property                            | References for published RT-qPCR primers |
|--------------|---------|-----------|---------------------------|--------------------------------------------------|-------------------------------------|------------------------------------------|
| Actin        | GS278.1 | fwd       | GGTCATCACTATTGGCAACG      | Fig3C, Fig5D, FigS08B, FigS10A used as reference | Housekeeping used for normalization | Sadic et al. <sup>5</sup>                |
|              | GS278.2 | rev       | TCCATACCCAAGAAGGAAGG      |                                                  |                                     |                                          |
| Hprt1        | GS279.1 | fwd       | ATGAGCGCAAGTTGAATCTG      | Fig3C, Fig5D, FigS08B, FigS10A used as reference | Housekeeping used for normalization | —                                        |
|              | GS279.2 | rev       | CAGATGGCCACAGGACTAGA      |                                                  |                                     |                                          |
| Tbc1d13      | GS4655  | fwd       | GGCTCTATTGCGAGTTCCTG      | Fig3C                                            | Morc3 target gene                   | —                                        |
|              | GS4656  | rev       | ATGTGTTCCACCTGCTGTCA      |                                                  |                                     |                                          |
| Eps8         | GS4643  | fwd       | CCAGACCTTCACCTTTTCCA      | Fig3C                                            | Morc3 target gene                   | —                                        |
|              | GS4644  | rev       | GCCTCTTCTGTTTCCCACCT      |                                                  |                                     |                                          |
| Irak3        | GS4633  | fwd       | ACCTGTCTCTCGAACTTCT       | Fig3C, Fig5D                                     | Morc3 target gene                   | —                                        |
|              | GS4634  | rev       | TACAAGCTAGGCTGGGTGCT      |                                                  |                                     |                                          |
| Ube2l6       | GS4639  | fwd       | GAATCTGGAAGAGCCTGTGC      | Fig3C, Fig5D                                     | Morc3 target gene                   | —                                        |
|              | GS4640  | rev       | CGGTCCACTCCGAATTAAG       |                                                  |                                     |                                          |
| Cd200        | GS4651  | fwd       | CCTGGGGAATGTGATTGACT      | Fig3C, Fig5D                                     | Morc3 target gene                   | —                                        |
|              | GS4652  | rev       | CTCCTGATTTCCGGTGACGTT     |                                                  |                                     |                                          |
| Morc3        | GS3870  | fwd       | TAAAGCGGAGCACGTTG         | FigS08B                                          | Morc3 expression                    | —                                        |
|              | GS3871  | rev       | TTCCAGAATTGCTGTAGGC       |                                                  |                                     |                                          |
| IAPEz        | GS4250  | fwd       | CCTGTGCAGCGGTATAAGGT      | FigS10A                                          | Morc3 target ERV                    | —                                        |
|              | GS4251  | rev       | CCAAACGTATCCCCAGCTAA      |                                                  |                                     |                                          |
| MusD         | GS3453  | fwd       | GATTGGTGAAGTTTAGCTAGCAT   | FigS10A                                          | Morc3 target ERV                    | Rowe et al. <sup>6</sup>                 |
|              | GS3454  | rev       | TAGCATTCTCATAAGCCAATTGCAT |                                                  |                                     |                                          |
| Merv-L       | GS3455  | fwd       | CTTCATTACAGCTGCGACTG      | FigS10A                                          | non-target ERV, negative control    | Maksakova et al. <sup>7</sup>            |
|              | GS3456  | rev       | CTAGAACCACCTCTGGTACCAAC   |                                                  |                                     |                                          |

**Table S6. Oligonucleotides for cloning.****Cloning of sgRNA sequence for targeting Morc3 knock-out and knock-in**

| Name/ Target   | ID     | Direction | Sequence (5' to 3')        | Use    | Property                     |
|----------------|--------|-----------|----------------------------|--------|------------------------------|
| Morc3_del.1    | GS3703 | fwd       | CACC GCAAGTCAGGTTCTATGCGAC | CrispR | Generation of Morc3 KO cells |
|                | GS3704 | rev       | AAAC GTCGCATAGAACCTGACTTGC |        |                              |
| Morc3_del.2    | GS3705 | fwd       | CACC GCTCCGCCTTTATGACTTCC  | CrispR | Generation of Morc3 KO cells |
|                | GS3706 | rev       | AAAC GGAAGTCATAAAGCGCGAGC  |        |                              |
| Morc3_knock_in | GS3741 | fwd       | CACC GATGAGATTCTAGGACAAAG  | CrispR | Generation of Morc3 KI cells |
|                | GS3742 | rev       | AAAC CTTGTCCTAGAAATCTCATC  |        |                              |

**Cloning of Morc3-3xFLAG Knock in by Gibson Assembly**

| Name/ Target         | ID     | Direction | Sequence (5' to 3')                                                                                           | Use      | Property                                                     |
|----------------------|--------|-----------|---------------------------------------------------------------------------------------------------------------|----------|--------------------------------------------------------------|
| Morc3_5'HR           | GS3743 | fwd       | gtcaacctgacaaagttactaggac                                                                                     | Knock-in | Amplification of 5' homology arm for KI                      |
|                      | GS3744 | rev       | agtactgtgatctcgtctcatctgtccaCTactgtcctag                                                                      |          |                                                              |
| Morc3_3'HR           | GS3745 | fwd       | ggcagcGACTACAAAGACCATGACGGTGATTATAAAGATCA<br>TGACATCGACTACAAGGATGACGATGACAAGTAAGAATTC<br>gtgcagacgtctggtgatgg | Knock-in | Amplification of 3' homology arm for KI including 3xFLAG Tag |
|                      | GS3746 | rev       | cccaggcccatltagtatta                                                                                          |          |                                                              |
| Check_GA_Morc3       | GS3751 | fwd       | gtgctcacttctgactcc                                                                                            | Knock-in |                                                              |

**Cloning of Morc3 rescue by Gibson Assembly**

| Name/ Target      | ID     | Direction | Sequence (5' to 3')                                                                                  | Use                     | Property                                                                                   |
|-------------------|--------|-----------|------------------------------------------------------------------------------------------------------|-------------------------|--------------------------------------------------------------------------------------------|
| Morc3_cDNA        | GS4247 | fwd       | ATGGCGGCGCAGCCACCC                                                                                   | cloning                 | Amplification of Morc3 cDNA (without the STOP codon)                                       |
|                   | GS4248 | rev       | AGTACTGCTGATCTCGCTCATCTGCTCCAC                                                                       | cloning                 |                                                                                            |
| Morc3_3xFLAG      | GS4287 | fwd       | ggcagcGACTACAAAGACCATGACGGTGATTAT<br>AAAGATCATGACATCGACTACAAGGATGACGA<br>TGACAAGGGAGGAGAGGGAAGAGGAAG | Gibson Assembly cloning | Introduction of 3xFLAG Tag to Morc3 rescue plasmids                                        |
|                   | GS4288 | rev       | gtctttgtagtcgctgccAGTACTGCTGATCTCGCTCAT<br>C                                                         | Gibson Assembly cloning |                                                                                            |
| Morc3_W419A       | GS4279 | fwd       | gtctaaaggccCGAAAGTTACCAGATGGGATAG                                                                    | Gibson Assembly cloning | Creation of W419A point mutation in Morc3 rescue plasmids                                  |
|                   | GS4280 | rev       | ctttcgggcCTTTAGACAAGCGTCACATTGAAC                                                                    | Gibson Assembly cloning |                                                                                            |
| Morc3_E35A        | GS4281 | fwd       | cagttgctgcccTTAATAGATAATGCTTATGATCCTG<br>ATGTG                                                       | Gibson Assembly cloning | Creation of E35A point mutation in Morc3 rescue plasmids                                   |
|                   | GS4282 | rev       | ctattaaggcAGCAACTGCACTGAACGG                                                                         | Gibson Assembly cloning |                                                                                            |
| Morc3_G101A       | GS4285 | fwd       | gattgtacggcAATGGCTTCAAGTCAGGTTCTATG                                                                  | Gibson Assembly cloning | Creation of G101A point mutation in Morc3 rescue plasmids                                  |
|                   | GS4286 | rev       | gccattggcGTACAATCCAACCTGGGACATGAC                                                                    | Gibson Assembly cloning |                                                                                            |
| Morc3_SUMO_insert | GS4623 | fwd       | AAATCAGATATTGAAGTCCGGTCAG                                                                            | Gibson Assembly cloning | Insertion of artificial fragment containing SUMOylation mutations in Morc3 rescue plasmids |
|                   | GS4624 | rev       | TCTCAGTGCAGGAAGCCTG                                                                                  | Gibson Assembly cloning |                                                                                            |
| Morc3_deltaN      | GS4725 | fwd       | TAGAATTTGTATGTAAAACTT<br>CATCTTGGATCCGATATCCC                                                        | Gibson Assembly cloning | Creation of delta N (aa2-16) mutation in Morc3 rescue plasmids                             |
|                   | GS4726 | rev       | AAGTTTTTACATACAAATTCTACTAGTCAT                                                                       | Gibson Assembly cloning |                                                                                            |

### Primer for PCR or sanger sequencing confirmation of cloned plasmids

| Name/ Target           | ID     | Direction | Sequence (5' to 3')       | Use        |
|------------------------|--------|-----------|---------------------------|------------|
| Morc3_del_check_fwd    | GS3707 | fwd       | gttgattgtacgggaatgg       | PCR        |
| Morc3_del_check_rev    | GS3708 | rev       | tttgacgagtgaggtgtg        | PCR        |
| Morc3_KI_check_out5'HA | GS3868 | fwd       | gctgctcacttcctgactcc      | PCR        |
| Morc3_KI_check_in3'HA  | GS3869 | rev       | gctattacgctgctcaaccc      | PCR        |
| Morc3_seq.1            | GS3698 | f         | ttatgatcctgatgtgaatg      | sequencing |
| Morc3_seq.2            | GS3699 | f         | ggaatctcagaagtacaaa       | sequencing |
| Morc3_seq.3            | GS3700 | f         | aggagaaaagctgaatgatt      | sequencing |
| Morc3_seq.4            | GS3701 | f         | tgagaacagtagcatgaagcggaaa | sequencing |
| Morc3_seq.5            | GS3702 | f         | agtcacacaagaagagatg       | sequencing |

**Table S6. Oligonucleotides for library preparation of sgRNA screen**

### CrispR library NGS PCR

| Name                | ID     | Direction | Sequence (5' to 3')                                                                      | Use                                  |
|---------------------|--------|-----------|------------------------------------------------------------------------------------------|--------------------------------------|
| CrispR NGS PCR1     | GS3367 | fwd       | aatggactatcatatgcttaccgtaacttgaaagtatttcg                                                | library preparation of CRISPR screen |
| CrispR NGS PCR1     | GS3368 | rev       | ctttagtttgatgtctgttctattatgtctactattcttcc                                                | library preparation of CRISPR screen |
| CrispR NGS PCR2     | GS3369 | fwd       | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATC*Tcttgaggaaaggacgaaacaccg       | library preparation of CRISPR screen |
| CrispR NGS PCR2 #11 | GS3370 | rev       | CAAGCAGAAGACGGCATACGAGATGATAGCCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*Tctactattcttccctgcactgt | library preparation of CRISPR screen |
| CrispR NGS PCR2 #9  | GS3371 | rev       | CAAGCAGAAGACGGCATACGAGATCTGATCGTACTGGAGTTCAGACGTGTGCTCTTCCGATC*Tctactattcttccctgcactgt   | library preparation of CRISPR screen |

**Table S7. Primers used for ATAC-seq from Buenrostro, et al. <sup>8</sup>**

| Name            | ID     | Direction | Sequence (5' to 3')                                   |
|-----------------|--------|-----------|-------------------------------------------------------|
| Ad1_noMX        | Ad1    | fwd       | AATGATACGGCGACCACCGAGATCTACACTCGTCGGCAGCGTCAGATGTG    |
| Ad2.1_TAAGGCGA  | Ad2.1  | rev       | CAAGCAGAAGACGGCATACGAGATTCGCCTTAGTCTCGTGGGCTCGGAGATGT |
| Ad2.2_CGTACTAG  | Ad2.2  | rev       | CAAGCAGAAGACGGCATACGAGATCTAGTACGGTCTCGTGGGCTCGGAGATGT |
| Ad2.3_AGGCAGAA  | Ad2.3  | rev       | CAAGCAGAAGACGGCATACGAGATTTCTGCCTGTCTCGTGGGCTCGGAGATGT |
| Ad2.4_TCCTGAGC  | Ad2.4  | rev       | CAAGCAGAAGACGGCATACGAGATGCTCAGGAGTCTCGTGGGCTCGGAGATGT |
| Ad2.5_GGACTCCT  | Ad2.5  | rev       | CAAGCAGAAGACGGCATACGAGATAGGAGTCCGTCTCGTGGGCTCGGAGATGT |
| Ad2.6_TAGGCATG  | Ad2.6  | rev       | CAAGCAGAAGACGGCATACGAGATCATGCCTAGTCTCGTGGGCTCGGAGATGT |
| Ad2.7_CTCTCTAC  | Ad2.7  | rev       | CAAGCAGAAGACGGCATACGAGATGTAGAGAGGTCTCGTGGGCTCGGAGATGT |
| Ad2.8_CAGAGAGG  | Ad2.8  | rev       | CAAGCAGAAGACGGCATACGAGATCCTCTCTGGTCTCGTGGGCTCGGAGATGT |
| Ad2.9_GCTACGCT  | Ad2.9  | rev       | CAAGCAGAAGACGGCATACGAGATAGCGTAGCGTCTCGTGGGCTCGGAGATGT |
| Ad2.10_CGAGGCTG | Ad2.10 | rev       | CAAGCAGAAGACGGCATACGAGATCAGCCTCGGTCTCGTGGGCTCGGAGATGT |
| Ad2.11_AAGAGGCA | Ad2.11 | rev       | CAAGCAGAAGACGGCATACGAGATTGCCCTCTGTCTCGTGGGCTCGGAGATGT |
| Ad2.12_GTAGAGGA | Ad2.12 | rev       | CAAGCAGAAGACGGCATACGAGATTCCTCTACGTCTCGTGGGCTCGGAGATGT |
| Ad2.13_GTCGTGAT | Ad2.13 | rev       | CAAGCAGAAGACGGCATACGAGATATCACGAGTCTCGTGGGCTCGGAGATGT  |
| Ad2.14_ACCACTGT | Ad2.14 | rev       | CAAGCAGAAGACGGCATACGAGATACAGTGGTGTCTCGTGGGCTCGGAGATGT |

**Table S9. Sequencing files.** Overview of NGS files and appearance in the figures.

**Table S10. Software**

| Name               | Reference                         |
|--------------------|-----------------------------------|
| Bowtie2 v2.2.9     | Langmead & Salzberg <sup>10</sup> |
| Homer v4.9         | Heinz et al. <sup>11</sup>        |
| Samtools v1.9      | Li et al. <sup>12</sup>           |
| Bedtools v2.28.0   | Quinlan & Hall <sup>13</sup>      |
| RepEnrich2 v2.7    | Criscione et al. <sup>14</sup>    |
| DeSeq2 v1.30.0     | Love et al. <sup>15</sup>         |
| IGV 2.10.0         | Robinson et al. <sup>16</sup>     |
| STAR v2.7          | Dobin et al. <sup>17</sup>        |
| Picard v2.17.11    | Broad Institute <sup>18</sup>     |
| Trimmomatic 0.36   | Bolger <sup>19</sup>              |
| RigerJ v2.02       | Broad Institute <sup>20</sup>     |
| Panther v16.0      | Thomas et al. <sup>21</sup>       |
| ImageJ             | Schneider et al. <sup>22</sup>    |
| Maxquant v1.6.14.0 | Cox & Mann <sup>23</sup>          |

## References

- Chelmicki, T. et al. m(6)A RNA methylation regulates the fate of endogenous retroviruses. *Nature* 591, 312-316, doi:10.1038/s41586-020-03135-1 (2021).
- Hoelper, D., Huang, H., Jain, A. Y., Patel, D. J. & Lewis, P. W. Structural and mechanistic insights into ATRX-dependent and -independent functions of the histone chaperone DAXX. *Nat Commun* 8, 1193, doi:10.1038/s41467-017-01206-y (2017)
- Peters, A.H. et al. Loss of the Suv39h histone methyltransferases impairs mammalian heterochromatin and genome stability. *Cell*. 107(3):323-37. doi: 10.1016/s0092-8674(01)00542-6 (2001)
- Nakashima, T. et al. Evidence for osteocyte regulation of bone homeostasis through RANKL expression. *Nat Med*.17(10):1231-4. doi: 10.1038/nm.2452. (2011)
- Sadic D. et al. Atrx promotes heterochromatin formation at retrotransposons. *EMBO Rep*.16(7):836-50. doi: 10.15252/embr.201439937. (2015)
- Rowe, H.M. et al. KAP1 controls endogenous retroviruses in embryonic stem cells. *Nature* 463, 237-240. 10.1038/nature08674. (2010)
- Maksakova, I.A. et al. Distinct roles of KAP1, HP1 and G9a/GLP in silencing of the two-cell-specific retrotransposon MERVL in mouse ES cells. *Epigenetics Chromatin*. 6(1):15. doi: 10.1186/1756-8935-6-15. (2013)
- Buenrostro, J.D., Giresi, P.G., Zaba, L.C., Chang, H.Y., and Greenleaf, W.J. Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat Methods* 10, 1213-1218. 10.1038/nmeth.2688. (2013)
- Yang, B.X., et al. Systematic identification of factors for provirus silencing in embryonic stem cells. *Cell*. 163(1):230-45. doi: 10.1016/j.cell.2015.08.037. (2015)
- Langmead, B., Salzberg, S. Fast gapped-read alignment with Bowtie 2. *Nat Methods* 9, 357–359 (2012)
- Heinz, S. et al. Simple Combinations of Lineage-Determining Transcription Factors Prime cis-Regulatory Elements Required for Macrophage and B Cell Identities. *Mol Cell* ;38(4):576-589 (2010)
- Li H., et al. The Sequence alignment/map (SAM) format and SAMtools. *Bioinformatics*, 25, 2078-9. (2009)
- Quinlan, A.R. and Hall, I.M. BEDTools: a flexible suite of utilities for comparing genomic features, *Bioinformatics*, 26, 841–842, <https://doi.org/10.1093/bioinformatics/btq033> (2010)
- Criscione, S.W. et al. Transcriptional landscape of repetitive elements in normal and cancer human cells. *BMC Genomics* 15, 583 .<https://doi.org/10.1186/1471-2164-15-583> (2014)
- Love, M.I., Huber, W., Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology*, 15:550.<https://doi.org/10.1186/s13059-014-0550-8> (2014)
- Robinson, J.T. Integrative Genomics Viewer. *Nature Biotechnology* 29, 24–26 (2011).
- Dobin, A. STAR: ultrafast universal RNA-seq aligner, *Bioinformatics*, 29, (2013)
- "Picard Toolkit.". Broad Institute, GitHub Repository. <http://broadinstitute.github.io/picard/>; Broad Institute (2019)
- Bolger, A. M., Lohse, M., & Usadel, B. Trimmomatic: A flexible trimmer for Illumina Sequence Data. *Bioinformatics*, btu170. (2014)
- "rigerj" Broad Institute, GitHub Repository. <https://github.com/broadinstitute/rigerj> ; Broad Institute (2017)
- Thomas, P.D. PANTHER: a library of protein families and subfamilies indexed by function. *Genome Res.*, 13: 2129-2141 .( 2003)
- Schneider, C. A.; Rasband, W. S. & Eliceiri, K. W. "NIH Image to ImageJ: 25 years of image analysis", *Nature methods* 9(7): 671-675, (2012)
- Cox, J. and Mann, M. MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nat Biotechnol*, 26, 1367-72. (2008)

# Supplementary material for: Morc3 silences endogenous retroviruses by enabling Daxx-mediated histone H3.3 incorporation
**Source:** Nat Commun. 2021 Oct 14;12:5996. doi: 10.1038/s41467-021-26288-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Results of sgRNA screen.

File Name: Supplementary Data 2

Description: Morc3 ChIP-seq peaks.

File Name: Supplementary Data 3

Description: Morc3 ChIP-seq enrichment over input on ERVs.

File Name: Supplementary Data 4

Description: Gene expression changes in Morc3 ko cells.

File Name: Supplementary Data 5

Description: Morc3 target genes.

File Name: Supplementary Data 6

Description: ERV expression changes in Morc3 ko cells.

File Name: Supplementary Data 7

Description: Morc3 ChIP-MS results.

# Supplementary material for: Morc3 silences endogenous retroviruses by enabling Daxx-mediated histone H3.3 incorporation
**Source:** Nat Commun. 2021 Oct 14;12:5996. doi: 10.1038/s41467-021-26288-7
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Flow cytometry: BD FACS Diva v8.0.1, RT-qPCR: Roche LightCycler480 v1.5.1

Data analysis FlowJo v7.6.1, bowtie1 v1.1.2, R v3.5.1 & v3.6.0, bedtools2 v2.28.0, bowtie2 v2.2.9, homer v4.9, samtools v1.9, RepEnrich2 v2.7, DeSeq2 v1.30.0, IGV v2.10, STAR v2.7.1a, Picard tools v 2.17.11, Trimmomatic v0.36, RigerJ v2.0.2, Panther v16.0, ImageJ, Maxquant v1.6.14.0, LIMMA, licor image studio lite v5.2

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

ATAC-seq, ChIP-seq and RNA-seq datasets were deposited to GEO (accession GSE159936).  
ChIP-MS proteomics datasets were deposited to ProteomeXchange (accession PXD027368).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sequencing experiments were performed in three or two biological replicates. Details are listed in table S9.                        |
| Data exclusions | No data exclusions                                                                                                                  |
| Replication     | Replications were successful, 2 or more replicates were performed.                                                                  |
| Randomization   | No randomization. Not relevant to this study since the data was processed through a standardized analysis that excluded human bias. |
| Blinding        | No blinding. Not relevant to this study since the data was processed through a standardized analysis that excluded human bias.      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | NP95 (clone 8H3, gift from H. Leonhardt), Nanog (Biomol, A300-397A) FLAG M2 (Sigma, F1804), H3K9me3 (Active Motif, 39161), LaminB (Active motif, 39095), H3K4me3 (Diagenode, CS-003-100), H3K27ac (Diagenode, pAB-174-050), Morc3 (Rockland, 100-401-N96S), Fibrillarin (Santa Cruz, sc-166021), Daxx (Santa Cruz, sc-8043), Histone H3.3 (Millipore, 09-838)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Validation      | Validation statements on the manufacturer's websites: Nanog <a href="https://www.biomol.com/de/produkte/antikoerper/primaerantikoerper/allgemein/anti-nanog-a300-397a-tFLAG-M2">https://www.biomol.com/de/produkte/antikoerper/primaerantikoerper/allgemein/anti-nanog-a300-397a-tFLAG-M2</a> <a href="https://www.sigmaaldrich.com/DE/de/product/sigma/f1804H3K9me3">https://www.sigmaaldrich.com/DE/de/product/sigma/f1804H3K9me3</a> <a href="https://www.activemotif.com/catalog/details/39161LaminB1">https://www.activemotif.com/catalog/details/39161LaminB1</a> <a href="https://www.activemotif.com/catalog/details/39095/lamin-b1-antibody-pabH3K4me3">https://www.activemotif.com/catalog/details/39095/lamin-b1-antibody-pabH3K4me3</a> <a href="https://www.diagenode.com/en/p/h3k4me3-polyclonal-antibody-classic-100-ulH3K27ac">https://www.diagenode.com/en/p/h3k4me3-polyclonal-antibody-classic-100-ulH3K27ac</a> <a href="https://www.diagenode.com/en/p/h3k27ac-polyclonal-antibody-classic-50-mg-42-mlMorc3">https://www.diagenode.com/en/p/h3k27ac-polyclonal-antibody-classic-50-mg-42-mlMorc3</a> <a href="https://rockland-inc.com/Product.aspx?id=44712Fibrillarin">https://rockland-inc.com/Product.aspx?id=44712Fibrillarin</a> <a href="https://www.scbt.com/p/fibrillarin-antibody-g-4Daxx-(H-7)">https://www.scbt.com/p/fibrillarin-antibody-g-4Daxx-(H-7)</a> <a href="https://www.scbt.com/p/daxx-antibody-h-7Histone-H3.3">https://www.scbt.com/p/daxx-antibody-h-7Histone-H3.3</a> <a href="https://www.merckmillipore.com/DE/de/product/Anti-Histone-H3.3-Antibody,MM_NF-09-838">https://www.merckmillipore.com/DE/de/product/Anti-Histone-H3.3-Antibody,MM_NF-09-838</a> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | wt26:Peters et al, 2001(DOI:https://doi.org/10.1016/S0092-8674(01)00542-6), A9:Nakashima et al., 2011 (DOI: https://doi.org/10.1038/nm.2452), T86:Sadic et al., 2015(DOI: https://doi.org/10.15252/embr.201439937) , T37:Sadic et al., 2015, 293T:Invitrogen, T90:This study, T89:This study, KO27-1:This study, KO27-2:This study, KO27-3:This study, K9-G1:Schotta lab, K14-E8:This study, T90-B1:This study, T90-B2:This study, T90-D1:This study, KO43-4:This study, KO43-7:This study, KO43-8:This study, T131-3C:This study, T131-3D:This study, T131-3M:This study, T141-5:This study, T141-7:This study, T141-9:This study, T142-4:This study, T142-5:This study, T142-11:This study, T143-2:This study, T143-3:This study, T143-5:This study, T145-5:This study, T146-5:This study, T148-3:This study, T149-3:This study, T181-6D:This study, T181-7J:This study, T181-15:This study, T185-5:This study, T185-7:This study, T185-12:This study, KO2-3:Sadic et al., 2015, T163-8:This study, T163-4:This study, T163-9:This study, T164-3:This study, T164-7:This study, T164-8:This study |
| Authentication                                                       | PCR, Westernblot, FACS staining                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Mycoplasma contamination                                             | All cell lines are tested negative for mycoplasma contamination                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GSE159936                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Files in database submission                                       | ES_Input_ChIPseq, GS319, GS320, GS1024, GS1021, GS1023, GS180, GS312, GS271, GS272, GS273, GS274, GS275, GS276, GS948, GS947, GS949, GS950, GS308, GS999, GS314, GS310, GS997, GS998, GS944, GS945, GS946, GS1026, GS1027, GS1028, GS1033, GS1034, GS1035, GS1326, GS1327, GS1328, GS1065, GS1066, GS1067, GS1068, GS1069, GS1070, GS1071, GS1072, GS1322, GS1323, GS311, GS307, GS1029, GS1030, GS1031, GS1036, GS1037, GS1038, GS1324, GS1325, GS1329, GS1330, GS1337, GS1338, GS1339, GS1340, GS1341, GS1342, GS1343, GS1344, GS1243, GS1244, GS1306, GS1309, GS1310, GS1311, GS1312, GS1313, GS1314, GS1315 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No longer applicable                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

### Methodology

|                         |                                                                                                                                                            |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | 2-3 replicates                                                                                                                                             |
| Sequencing depth        | 50bp PE, 20-30 Mio reads                                                                                                                                   |
| Antibodies              | FLAG M2 (Sigma, F1804), H3K9me3 (Active Motif, 39161), H3K4me3 (Diagenode, CS-003-100), H3K27ac (Diagenode, pAB-174-050), Histone H3.3 (Millipore,#09-838) |
| Peak calling parameters | bowtie2 -q -p 16 -x<br>Homer findPeaks -style factor                                                                                                       |
| Data quality            | fastqc                                                                                                                                                     |
| Software                | Bowtie2, Homer, Samtools, Bedtools, RepEnrich2, DeSeq2                                                                                                     |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                                                                      |
|---------------------------|----------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | mES cells in PBS                                                                                                     |
| Instrument                | BD FACS Canto                                                                                                        |
| Software                  | BD FACSDiva, FlowJo                                                                                                  |
| Cell population abundance | No sorting                                                                                                           |
| Gating strategy           | Gating for live cells on FSC/SSC, gating for negative and positive according to control cells without GFP expression |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Morc3 silences endogenous retroviruses by enabling Daxx-mediated histone H3.3 incorporation
**Source:** Nat Commun. 2021 Oct 14;12:5996. doi: 10.1038/s41467-021-26288-7

Licor anti rabbit-800

Licor anti mouse-700

Wild type  
Morc3 - 3xFLAG KI

Wild type  
Morc3 - 3xFLAG KI

245 kD —  
180 kD —  
135 kD —

Morc3

245 kD —  
180 kD —  
135 kD —

FLAG

Lamin B

48 kD —

Fibrillarin

35 kD —

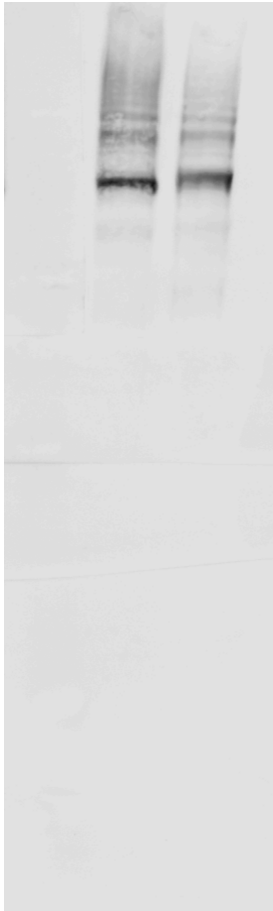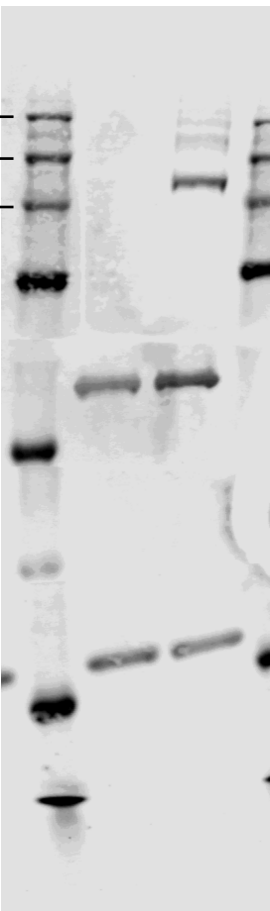

**Supplement:** Supplementary file 12 — Source Data

# Supplementary material for: Morc3 silences endogenous retroviruses by enabling Daxx-mediated histone H3.3 incorporation
**Source:** Nat Commun. 2021 Oct 14;12:5996. doi: 10.1038/s41467-021-26288-7
**Supplement:** Supplementary file 12 — Source Data

Licor anti mouse 700

How the deposited data were processed for this re-analysis (not part of the article)

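RNA was sequenced from 3 Morc3 rescue clones, which derive from 1 Morc3 ko line, and from 1 wild-type ES cell culture at passage 46. The libraries were matched to conditions by the cell line names in the sample labels and in Table S9 and Table S3. Each library is its own sample, and no samples were pooled. The chi-square statistic per gene between any pair of clones was between 7.42 and 11.2, so no clones were copies of one library, and between 13.0 and 17.0 between wild type and a clone.

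The authors aligned the read pairs with STAR to mm10 and deposited counts of uniquely mapped read pairs per gene, without normalization. Which gene annotation they used is not given in the sources used here. Each deposited table of counts holds an unstranded column and one for each strand, and the reverse-strand column was used because the library kit is directional. The forward column held between 1.25% and 1.29% as many counts. Unmapped, multimapping, unassigned and ambiguous read pairs are listed in rows that name no gene, and these stayed out of library sizes and tests. Unassigned read pairs were between 23.6% and 24.7% of all read pairs, and multimapping ones between 7.85% and 8.21%. Genes with near-identical copies, such as *LOC666331*, lose the reads that map to several places, so their counts are uncertain.

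The counts were tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, without the legacy option), TMM scaling and the filterByExpr filter, at an adjusted p of 0.01. The standard error of a log2 fold change was its size over the square root of the F statistic. The CPM values are scaled by the same TMM factors, and a prior count of 2 was added for differences in log2 CPM. A list's median was ranked among 10000 random lists of the same size, matched on mean expression in 20 bins, and camera and fry from limma 3.58.1 were run beside it over 5 lists. The lists come from the paper's tables (Supplementary Data 4, Supplementary Data 5 and the source data of Fig. S15b), and were set by the authors on other libraries. The log2 fold changes of Supplementary Data 4 are the authors', and for 25 of the 252 genes their ratio to the listed error differs from the listed statistic by over 1%. Correlations across genes used 100000 permutations. Gene positions and chromosomes came from the RefSeq annotation of GRCm38.p6, the assembly of mm10, where 22542 of the 24054 gene symbols matched directly, 1352 by one synonym, and 160 did not. Transcript length and GC content came from GENCODE transcripts and were found for 23681 genes.

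The steps were tested on simulated counts with the means and library sizes of the rescue and wild-type libraries. With 200 genes changed 4-fold in each of 5 simulations, edgeR recovered 91.9% of them, its legacy method and limma-voom 90.1%, and DESeq2 86.5%, over a median of 13087 genes tested. At the adjusted p of 0.01, they called 78, 72, 75 and 89 unchanged genes over the 5 simulations, in that order, or 7.82%, 7.40%, 7.68% and 9.33% of their calls of changed and unchanged genes. The genes of chromosome 14, whose counts were raised 1.5-fold, are not counted among the unchanged ones. No simulated shift was limited to some clones, as that of chromosome 13 was. In the real data, edgeR did not call *Morc3*, which rose 3.65-fold, or *LOC666331*, which rose 7.21-fold. The recovery may therefore be lower in the real data, where few calls do not show an absence of change.

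The alternatives were the unstranded column, DESeq2 size factors, TMM without genes over 1% of the counts, no low-count filter, a stricter filter of 10 counts in every library (for list medians, a mean count of 50), DESeq2 1.42.0 with and without shrunken log2 fold changes, limma-voom, edgeR's legacy method, an adjusted p of 0.05, only genes with a ko change of at least 0.5, and each rescue clone left out in turn. They were chosen before the data were examined. Genes were named by a rule set at the same time: every gene the paper names for these data, the 5 largest rises and the 5 largest falls among called genes with all clones on one side of wild type, and genes of fixed marker lists. The paper's tables had been seen by then. The ERV families, ATAC-seq and ChIP-seq of the paper were not analysed here. Intervals on counts cover counting error only.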

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

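The tests of the whole Y chromosome, of depth and of the X-linked copy for *Ddx3y*, and the tests of a common scaling factor for chromosomes 13 and 14, were chosen after the results were seen, as were the windows along the chromosomes, the limits of the region on chromosome 9 and the test of windows within a stretch of its length. The paper's text does not discuss the expression of *Ddx3y* or of these chromosomes as a whole. Its tables of all genes were held here in part only, so whether they list *Ddx3y* is not known.

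*Ddx3y*, on the Y chromosome from 1260715 to 1286628 of mm10, was the only gene called by edgeR's quasi-likelihood test, with a log2 fold change of -8.37 (standard error 0.38, Benjamini-Hochberg adjusted p = 0.0049). It had 922 counts in wild type and 5, 0 and 1 in clones 3C, 3D and 3M. At the wild-type rate, 652, 703 and 749 counts would have been found. The clones together had 0.29% of the wild-type level (95% exact interval 0.10% to 0.62%, for counting error only). The adjusted p did not pass 0.01 with DESeq2 (0.031), limma-voom (0.10), edgeR's legacy method (0.045) or without clone 3M (0.16), and *Ddx3y* was not tested under the stricter filter, which needs counts in every library. Depth is argued against by the lowest count expected in a clone, 652. Loss of the whole Y chromosome is argued against by *Eif2s3y*, which kept 81.6% of the wild-type level in the clones, and by *Uty*, which kept 76.5%. Reads moved to the X-linked copy *Ddx3x* are argued against too, since the clones' mean of *Ddx3x* minus wild type was -39.5 CPM, while wild type had 48.3 CPM of *Ddx3y*. A female line under the rescue labels would raise the X chromosome, whose highest median difference in a clone was 0.035. A deletion or silencing of *Ddx3y* in the ko line from which all 3 clones derive stays open, as does a difference that arose in the wild-type culture, since the ko libraries were not analysed here. Neither of these was tested.

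The genes of chromosome 14 were higher than in wild type in all 3 clones, by medians of 0.34, 0.34 and 0.35 in clones 3C, 3D and 3M over 465 genes, and those of chromosome 13 in 3C and 3M, by medians of 0.48 and 0.48 over 512 genes, but not in 3D, at 0.03. The other autosomes moved by at most 0.071 in size. TMM scaling centres the bulk of genes near wild type, so these small medians are not themselves a test of a common scaling factor. Such a factor would move all chromosomes alike, and the contrast of chromosomes 13 and 14 with the others argues against it. After a trend on transcript length and GC content was removed, the lower median of clones 3C and 3M was 0.45 for chromosome 13. For chromosome 14, the lowest median of the 3 clones was 0.32. Both values argue against such a bias as the whole cause. A few genes with large changes cannot move a median over 465 or 512 genes this far. The share of genes above the genome-wide median largely restates this. In each of 3 classes of mean expression, it was at least 75.3% on chromosome 13 in clones 3C and 3M. On chromosome 14 it was at least 66.2%. Without a low-count filter, chromosome 14 in clone 3C was at 0.29. A chromosome with 3 copies in place of 2 in every cell would give 0.58, which is above these medians. A difference in copy number between the clones and the wild-type culture, in either of them, stays open as a hypothesis. For chromosome 13, a change in the wild-type culture alone would have raised clone 3D as well, and its median of 0.03 argues against that. No DNA data were analysed here, and no biological explanation was tested.

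The 35 tested genes between 6 and 19 Mb of chromosome 9 had medians of 0.57, 0.57 and 0.56 above wild type in clones 3C, 3D and 3M, and 30 of them were higher in all 3 clones. The 73 genes on either side, before 6 Mb and from 19 to 25 Mb, had medians of -0.020, -0.0048 and -0.034. The region was found by scanning 977 windows of 1 Mb with at least 5 tested genes for medians of 0.3 or more in size, in the same direction in all 3 clones. Of these windows 25 passed, 18 on chromosome 14 and 7 elsewhere, of which 4 lie in this region and the others on chromosomes 5, 9 and 17. When gene positions were shuffled outside chromosomes 13 and 14, 0 of 1000 shuffles gave 7 or more windows (median 1). That count covers all 7 windows and does not test the region. In the same shuffles, the highest number of passing windows within any stretch of 13 Mb on one chromosome was 2, and 0 shuffles reached the 4 of the region, which argues against unrelated genes lying together there by chance. After the trend on length and GC content was removed, the lowest clone median was 0.51. A difference in copy number of this segment between the clones and the wild-type culture may explain the region, as a hypothesis that was found on the same data. None of its genes is among the genes upregulated in Morc3 ko.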

How the results depend on the processing

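Of 251 values recomputed for the main comparisons, 215 kept their direction and their side of the threshold, or moved by less than the spread between clones. No paired analysis was possible because the 3 rescue clones and the 1 wild-type library share no replicate numbers.

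The number of called genes was 1 in the main test, 0 with the stricter filter, limma-voom and edgeR's legacy method, and 65 with DESeq2, with or without shrinkage. Of the 65, 53 were higher in rescue cells, and DESeq2 gave no adjusted p for 3858 genes. With each clone left out, the number lay between 0 and 420, the highest without clone 3D, where 332 were higher in rescue, 141 were on chromosome 13 and 65 on chromosome 14. That chromosome 13 is higher in both of the remaining clones is shown by the medians, and the cause of the remaining calls was not tested. Of the genes of Supplementary Data 4 other than *Morc3*, 0 were called in the main test, 6 with DESeq2 with or without shrinkage (*Abca1*, *Dsg2*, *Fam25c*, *Gpa33*, *Hmga2* and *Tbc1d13*, named after their values were seen), and between 0 and 27 with each clone left out, the highest without 3D. At an adjusted p of 0.05, edgeR called 0 of them over all genes and 9 adjusted over the list alone, 8 of them in the direction of the ko change. With each library set against the other 3, DESeq2 called 8, 2 and 3 genes for clones 3C, 3D and 3M, with or without shrinkage, where edgeR called 0. The cause of these differences was not tested.

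The median of the upregulated genes stayed past all random lists under every alternative run, between 0.05 with shrunken log2 fold changes and 0.30 for the genes with a ko change of at least 0.5, and between 0.14 and 0.16 with each clone left out. The median of the downregulated genes was 0.11 and above the middle 95% of random lists, but not with genes with a ko change of at least 0.5 (0.034), shrunken log2 fold changes (0.024) or limma-voom (0.047). It lay between 0.039 and 0.11 with each clone left out, and was within the middle 95% of random lists without clone 3C (0.047) and without 3M (0.039). The cause was not tested.

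The share of upregulated genes with a rescue change of less than 0.5 times the ko change was 61.5%, and moved by more than the spread between clones to 65.4% with the stricter filter, 66.5% with limma-voom and 90.7% with shrunken log2 fold changes. Shrinkage draws every rescue change toward 0. It lay between 59.6% and 67.9% with each clone left out. For the downregulated genes it was 74.4%, and 93.0% with shrunken log2 fold changes. The rho between ko and rescue changes was 0.17, and 0.13 (permutation p = 0.063) with the stricter filter, where Pearson's r was 0.046 (permutation p = 0.51), over 209 genes in place of 247. Chromosome 14 in clone 3C was 0.34 above wild type, and 0.29 without a low-count filter, which brings in 608 genes of the chromosome in place of 465.

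The marker lists are short. The median of the 3 early differentiation genes tested was 0.019, and -0.43 with limma-voom, and with each clone left out it lay between -0.36 and 0.017, below 0 without 3C (-0.36) and 3D (-0.31). That of the 16 imprinted genes was 0.017, and -0.037 with limma-voom. With each clone left out it lay between -0.018 and 0.11, below 0 without 3M. That of the 9 pluripotency genes was 0.093, within the middle 95% of random lists. With each clone left out it lay between 0.054 and 0.16, and was above that range without clone 3C. The cause was not tested.

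Of 604 values for single genes, 568 kept their direction and side of the threshold. The sign changed in 20, all of values with an adjusted p of 0.088 or more. *Usp29* was 0.11 with the unstranded column. With limma-voom, *Otx2* was -0.43, *Gata4* -0.10 and *Grb10* -0.079. The other sign changes came from leaving out a clone. Over the 3 clones left out in turn, *Odf2l* lay between -0.18 and 0.067, *Rhox5* between -0.10 and 1.08, *Gata4* between -0.36 and 0.33, *Peg3* between -0.20 and 0.11, *Usp29* between -0.38 and 0.044, *Otx2* between -1.12 and 0.52, *Igf2r* between -0.018 and 0.13, *Grb10* between -0.36 and 0.32, *Zfp42* between -0.084 and 0.0021, *Klf4* between -0.33 and 0.034, *Dppa3* between -0.39 and 0.44 and *Impact* between -0.073 and 0.071. *Dlk1* was 0.078 without clone 3C and 0.22 without 3D. *Morc3* and *Tbc1d13* passed the adjusted p of 0.01 with DESeq2 and without clone 3D, where *Nanog* and *Igf2* passed it too. The cause was not tested. Low counts limit *Cd200* and *Fggy*, which gave no value under the main filter.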

Differences from the paper's values

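The paper's log2 fold change of *Morc3* in rescue vs wild type is 1.47 (its listed standard error is 0.25), and the value here is 1.87, with an SD of 0.21 between the clones' differences. All alternatives set before the data were examined that give a value differ as well, from 1.21 with shrunken log2 fold changes to 2.18 with the unstranded column. The paper used 4 wild-type libraries, of which 1 was analysed here. The paper's rescue values held here are all rises, the lowest of 0.78, so only genes raised in its comparison could be set against it.

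The paper lists *Irak3* and *Ube2l6* as changed in rescue vs wild type with adjusted p values of 2.0e-04 and 5.4e-05, and *Morc3*, *LOC666331* and *Nuggc* with 1.1e-06, 2.1e-10 and 3.2e-09. The adjusted p values here, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, were 0.53 for *Irak3*, 0.48 for *Ube2l6*, 0.11 for *Morc3*, 0.22 for *LOC666331* and 0.21 for *Nuggc*. Among the alternatives set before the data were examined, DESeq2, with or without shrinkage, and the test without clone 3D called *Morc3* at 0.01. None called the other 4 genes, for which DESeq2 gave no adjusted p. Without clone 3D their adjusted p values were 0.17, 0.033, 0.012 and 0.012, in the order *Irak3*, *Ube2l6*, *LOC666331* and *Nuggc*. The paper's log2 fold changes are 1.64 for *Irak3* and 1.92 for *Ube2l6*, and the values here are 1.31 and 2.34, within the spread between clones. The legend of Fig. 3b states that expression of wild-type Morc3 can rescue the upregulation of these genes in ko cells, without saying how far. By RT-qPCR (Fig. 3c), the paper reports that its selected target genes, *Irak3* and *Ube2l6* among them, rose in ko cells and were reduced in rescue cells. Here the rescue change of *Irak3* was 60.1% of the paper's ko change, and that of *Ube2l6* was 135% of it. Without clone 3C that of *Irak3* was 41.6%, and without 3M that of *Ube2l6* was 92.8%. These ratios rest on 27 and 13 wild-type counts and on ko changes measured with other libraries. They do not measure the extent of the rescue closely. *Cd200* had too few counts for a value. Of all 161 upregulated genes, 99 were below 0.5 times the paper's ko change.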

Other observations

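The tests of genes with a Morc3 peak, of other libraries in the place of wild type for the list of upregulated genes, and of a common scaling factor for the downregulated genes were chosen after the results were seen.

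The upregulated genes had a median of 0.17 above wild type, past all of 10000 random lists (percentile 100), a test which a common scaling factor cannot pass since it moves random lists as far. It stayed past all of them after the trend on transcript length and GC content was removed (median 0.18, percentile 100, 160 of 161 genes with a length and GC content), and without the genes of families, which left 52 genes (median 0.17, percentile 100), so these are argued against as the whole cause. Without the genes on chromosomes 13 and 14 the median fell to 0.12, still past all random lists (percentile 100), so a higher copy number of these chromosomes may explain part of the median and not all of it. As a hypothesis, a return toward wild type that is incomplete in proportion to the ko change was weighed. Within the upregulated genes the rescue change had a Spearman rho of 0.18 with the ko change (permutation p = 0.022, adjusted over 3 relations 0.065) and a Pearson r of 0.16 (permutation p = 0.046, adjusted 0.046). Without chromosomes 13 and 14 and the windows of 1 Mb that passed elsewhere, which left 143 genes, rho was 0.16 (permutation p = 0.054, adjusted 0.082) and r 0.19 (permutation p = 0.023, adjusted 0.035). Within the 86 downregulated genes rho was 0.084 (permutation p = 0.44, adjusted 0.44) and r 0.27 (permutation p = 0.014, adjusted 0.035). The adjusted p of r was under 0.05 in all 3 relations and that of rho in none, which does not decide. Genes with a Morc3 peak had a median 0.046 higher than those with none listed (permutation p = 0.52), which does not decide either. When each of the 4 libraries was set against the other 3, only wild type (1 of 4) gave a median as far from 0, as it did for the number of called genes (1 of 4). With 4 libraries the share is never under 1 of 4, so chance cannot be excluded. A difference of this 1 wild-type culture from others cannot be told apart from an effect of the rescue.

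The 63 upregulated genes with a Morc3 peak had a median of 0.19, and the 98 with none listed 0.14. Of the 57 genes that the authors list as upregulated in both Daxx and H3.3 ko cells and not in Morc3 ko, 42 were tested and had a median of 0.011 (percentile 57.5). It was 0.079 (percentile 95.9) without clone 3C, 0.0029 (percentile 55.1) without 3D and 0.073 (percentile 94.8) without 3M. In camera the adjusted p was 0.00024 for genes with a Morc3 peak, 0.00031 for those with none and 0.33 for the Daxx and H3.3 list, and in fry it was 0.11 for each.

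The downregulated genes had a median of 0.11, above wild type and at percentile 99.99 of random lists. The clones' medians were 0.10, -0.04 and 0.10, and the distance to the random lists was less than their spread, so a common scaling factor was not decided. With the trend on length and GC content removed, the percentile was 97.6. Without chromosomes 13 and 14 the median was 0.010, at percentile 78.3, and without the windows that passed elsewhere as well it was -0.012, at percentile 43.5, over 75 genes, so the shift of these chromosomes may explain it. Camera and fry gave the list adjusted p values of 0.58 and 0.61. Of the downregulated genes 4 lie on chromosome 13 and 6 on chromosome 14.

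Of the genes of the RT-qPCR in Fig. 3c, *Tbc1d13* had 90.3 CPM in wild type and 133 ± 5.10 CPM (SD, n = 3) in rescue, a log2 fold change of 0.56 (adjusted p = 0.18 from edgeR's quasi-likelihood test), which is 47.9% of the paper's ko change. *Eps8* was at -0.44 (adjusted p = 0.62), and the reference genes *Actb* and *Hprt* at -0.12 and -0.19 (adjusted p = 0.52 and 0.54). Of genes labelled in Fig. 3a, *Grin2c* was at -0.71, *Lama3* at 0.51, *Tlr2* at 0.74, *Car2* at -0.07, *Col4a1* at -0.45, *Odf2l* at -0.01 and *Rhox5* at 0.61, with adjusted p values of 0.499 or more. *Rhox5* was above wild type in 2 of 3 clones.

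None of the 6 2-cell-like marker genes had enough counts to be tested. The 9 pluripotency genes had a median of 0.093 (percentile 94.8), the 3 early differentiation genes tested one of 0.019 (percentile 53.1) and the 16 imprinted genes tested one of 0.017 (percentile 57.4). Of the sex-linked genes, *Xist* had 3 counts in wild type and 15, 0 and 21 in clones 3C, 3D and 3M, and *Kdm5d* had 0 in every library. *Igf2* was at 2.09 (adjusted p = 0.43).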
